# Selective suppression of melanoma lacking IFN-γ pathway by JAK inhibition depends on T cells and host TNF signaling

**DOI:** 10.1038/s41467-022-32754-7

**Published:** 2022-08-25

**Authors:** Hongxing Shen, Fengyuan Huang, Xiangmin Zhang, Oluwagbemiga A. Ojo, Yuebin Li, Hoa Quang Trummell, Joshua C. Anderson, John Fiveash, Markus Bredel, Eddy S. Yang, Christopher D. Willey, Zechen Chong, James A. Bonner, Lewis Zhichang Shi

**Keywords:** Cancer immunotherapy, Cancer immunotherapy, Cancer microenvironment

## Abstract

Therapeutic resistance to immune checkpoint blockers (ICBs) in melanoma patients is a pressing issue, of which tumor loss of IFN-γ signaling genes is a major underlying mechanism. However, strategies of overcoming this resistance mechanism have been largely elusive. Moreover, given the indispensable role of tumor-infiltrating T cells (TILs) in ICBs, little is known about how tumor-intrinsic loss of IFN-γ signaling (IFNγR1^KO^) impacts TILs. Here, we report that IFNγR1^KO^ melanomas have reduced infiltration and function of TILs. IFNγR1^KO^ melanomas harbor a network of constitutively active protein tyrosine kinases centered on activated JAK1/2. Mechanistically, JAK1/2 activation is mediated by augmented mTOR. Importantly, JAK1/2 inhibition with Ruxolitinib selectively suppresses the growth of IFNγR1^KO^ but not scrambled control melanomas, depending on T cells and host TNF. Together, our results reveal an important role of tumor-intrinsic IFN-γ signaling in shaping TILs and manifest a targeted therapy to bypass ICB resistance of melanomas defective of IFN-γ signaling.

## Abstract (web summary)

Tumor loss of IFN-γ signalling is a major mechanism of resistance to immune checkpoint blockers. Here the authors report that melanoma cells with knockout of IFNγR1 show constitutive JAK1/2 activation and that the JAK1/2 inhibitor ruxolitinib can overcome resistance to anti-CTLA-4 therapy.

## Introduction

ICBs such as anti-CTLA-4 and anti-PD-1/L1 induce unprecedented clinical benefits in patients with various types of advanced cancer and are revolutionizing the field of cancer treatment^1–3^. Over the past decade or so, more than 70 approvals have been granted to ICBs by the FDA^2–7^, some of which are for first-line use, establishing ICBs as a major pillar of cancer care. Notwithstanding these transformative clinical successes, the overall efficacy of ICBs is limited to a small subset of cancer patients due to frequently encountered therapeutic resistance^8^. Using a cohort of advanced melanoma, we found that ~75% of melanoma patients did not respond to anti-CTLA-4 therapy and their tumors harbored losses of IFN-γ signaling genes^9^. Similar findings were reported for anti-PD-1 therapy^10^ and subsequently corroborated by a series of seminal studies in melanoma and colon cancer^11–14^. Together, these studies reveal that tumor loss of IFN-γ signaling is a major mechanism of resistance to ICBs^9–14^. However, therapeutic approaches to overcome this ICB resistance have remained largely unknown.

ICBs, by blocking immune checkpoints (namely, CTLA-4, PD-1, and PD-L1) hijacked by tumor cells to evade immunosurveillance, enhance the effector function (e.g., IFN-γ production)^15,16^ and decrease the abundance of immunosuppressive FoxP3^+^ regulatory T cells (T_reg_) in TILs^17^, leading to tumor rejection. In support of this, we found that the interactive loop of IFN-γ and IL-7 signaling in T cells dictates the therapeutic efficacy of anti-CTLA-4 and anti-PD-1^18^. Although both T cell- and tumor-intrinsic IFN-γ signaling are required for ICB response, surprisingly, our original characterizations of TILs isolated from melanomas with knockdown of the essential IFN-γ receptor 1 (IFNγR1^KD^) did not reveal overt changes of the CD8^+^/T_reg_ ratio^9^, a commonly used index of TILs’ effector function. While this suggests that tumor IFN-γ signaling may not impart TILs, a caveat is that IFNγR1^KD^ melanoma still has residual IFN-γ signaling and is not an ideal model to assess how the loss of IFN-γ signaling in tumor cells modulates TILs.

In this study, to circumvent the partial attenuation of IFN-γ signaling in IFNγR1^KD^ melanoma and to unequivocally evaluate how tumor IFN-γ signaling affects TILs, we generate the B16 melanoma model with *Ifngr1* knocked out by CRISPR-Cas9 (hereafter, IFNγR1^KO^). In contrast to IFNγR1^KD^ melanomas, IFNγR1^KO^ melanomas show a reduced abundance of CD8^+^ T cells at the baseline and lack increased infiltration and functional rejuvenation of TILs upon anti-CTLA-4 therapy. Bioinformatic analyses of human melanomas with impaired IFN-γ signaling also reveal reduced expression of T cell signature genes. Interestingly, our multi-omics studies inform a network of constitutively active PTKs centered on activated JAK1/2, downstream of the heightened mTOR signaling pathway in IFNγR1^KO^ cells. In direct correlation, human melanomas with reduced IFN-γ signaling or ICB resistance exhibit upregulation of target genes in the mTOR and JAK1/2 pathways, indicative of their activation. Targeting activated JAK1/2 with Ruxo selectively suppresses IFNγR1^KO^ but not scrambled control melanomas, coupled with enhanced effector functions (e.g., TNF production) and reduced T_reg_ frequency in TILs. Subsequently, deletion of T cells and host TNF signaling completely abolish therapeutic effects of Ruxo, highlighting an indispensable role of T cells and host TNF signaling in this process. Collectively, we demonstrate that tumor-intrinsic IFN-γ signaling actively regulates infiltration and function of TILs; our results support Ruxo as a potential “targeted” therapy for ICB-resistant IFNγR1^KO^ melanoma. Since Ruxo is clinically approved, this study may lead to a rapid repurposing of Ruxo to treat melanomas lacking IFN-γ signaling.

## Results

### Creation of a “clean” melanoma model lacking IFN-γ signaling

Our previous work using the syngeneic IFNγR1^KD^ melanoma model identified a theretofore unreported role of tumor-intrinsic IFN-γ signaling in anti-CTLA-4 response^9^. However, IFNγR1^KD^ melanoma still retained some degree of IFN-γ signaling, evidenced by significant upregulation of inducible PD-L1 by IFN-γ (Supplementary Fig. 1a, the right panel), preventing us from explicitly assessing how tumor loss of IFN-γ signaling modulates TILs and ICB response. To circumvent this, we created the IFNγR1^KO^ B16-BL6 melanoma model using CRISPR-Cas9 technology (Fig. 1a). Unlike IFNγR1^KD^ cells, IFNγR1^KO^ cells were completely resistant to IFN-γ stimulation, indicated by the lack of IFN-γ-induced p-JAK2 (Fig. 1b), no transcriptional upregulation of *Irf1* (a direct downstream target of IFN-γ signaling, Fig. 1c), as well as no upregulation of PD-L1 (Fig. 1d), MHC II (Fig. 1e), and MHC I (Supplementary Fig. 1b). Furthermore, IFN-γ did not induce overt cell death in IFNγR1^KO^ cells, assessed by 7-AAD and Annexin V staining (Supplementary Fig. 1c), neither did it suppress cell proliferation, indicated by no dilution of CellTrace Violet (CTV, a cell proliferation dye) (Supplementary Fig. 1d). Consequently, total numbers of viable IFNγR1^KO^ cells were not reduced, contrasting a drastic decrease of scrambled control cells in response to IFN-γ (Fig. 1f).

**Fig. 1:**
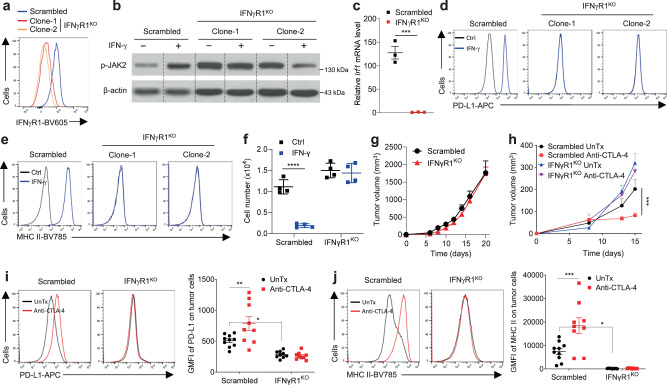
Generation and characterization of IFNγR1^KO^ melanoma model lacking functional IFN-γ signaling. B16-BL6 cells were transduced with specific single guide RNAs (sgRNAs) against exon #1 of mouse *Ifngr1* or scrambled sgRNAs. **a** IFNγR1 expression in scrambled control and IFNγR1^KO^ clones by flow cytometry (FACS strategy 1). **b** p-JAK2 in scrambled control and IFNγR1^KO^ clones untreated (UnTx) or treated with IFN-γ (100 U/mL for 15 min) by Western blot. β-actin was the loading control. Experiments were repeated twice with similar results. **c** mRNA expression of *Irf1* in scrambled control (*n* = 3) and IFNγR1^KO^ cells (*n* = 3) treated with 1000 U/mL of IFN-γ for 90 min. ***p = 0.0007 by two-sided Student’s *t*-test. **d–f** Scrambled control and IFNγR1^KO^ cells were untreated (UnTx) or treated with 100 U/mL IFN-γ for 24 h to detect surface expression of PD-L1 (**d**) and MHC II (**e**) by flow cytometry (FACS strategy 1), or for 48 h to count live cells (**f**) (*n* = 4 per group). ****p = 0.00005 (Ctrl vs IFN-γ groups for the same cell type), by two-sided Student’s *t*-test. **g** Tumor growth of scrambled control (*n* = 5) and IFNγR1^KO^ (*n* = 5) melanomas in Rag-1^−/−^ mice. **h** Tumor growth of scrambled control and IFNγR1^KO^ melanomas in B6 mice treated with anti-CTLA-4 or isotype control (UnTx). *N* = 5 for Scrambled UnTx/Anti-CTLA-4; *n* = 4 for IFNγR1^KO^ UnTx/Anti-CTLA-4. ***p = 0.0007, by two-way ANOVA with Dunnett’s multiple comparisons test (with adjustment). **i**, **j** Surface expression of PD-L1 (**i**) and MHC II (**j**) on isolated tumor cells (CD45^−^) by flow cytometry (FACS strategy 3). *N* = 10 for Scrambled UnTx, *n* = 9 for each of the other three groups. In **i**, *p = 0.0415 and **p = 0.0082; in **j**, *p = 0.0283 and ***p = 0.0006, by two-way ANOVA with Tukey’s multiple comparisons test (with adjustment). Representative data from two independent experiments are shown. The scatter plots and line graphs depict means ± SEM. Source data are provided in the Source Data file.

To examine whether IFNγR1^KO^ affected tumor formation in vivo, we inoculated Rag-1^−/−^ mice lacking mature T and B cells with scrambled control and IFNγR1^KO^ cells. Consistent with a previous report showing comparable growth of melanomas lacking other important genes in the IFN-γ signaling^13^, we did not observe overt growth defect of IFNγR1^KO^ melanoma (Fig. 1g). We also did not find altered growth kinetics of IFNγR1^KO^ tumor in immunocompetent B6 mice, in the absence of ICBs (Fig. 1h). In keeping with reported ICB resistance in tumors with impaired IFN-γ signaling^9–14^, IFNγR1^KO^ melanomas did not respond to anti-CTLA-4 treatment and continued to grow, whereas scrambled control melanomas were suppressed by anti-CTLA-4 (Fig. 1h). In line with our in vitro data, direct analyses of IFNγR1^KO^ tumor cells (CD45^−^) did not show upregulation of PD-L1 (Fig. 1i) and MHC II (Fig. 1j) upon anti-CTLA-4, in contrast to marked upregulation in scrambled control melanoma cells. In aggregate, IFNγR1^KO^ melanomas lack functional IFN-γ signaling and are completely resistant to ICBs and IFN-γ stimulation, presenting a “clean” system to interrogate how tumor-intrinsic loss of the IFN-γ signaling imparts TILs.

### Reduced infiltration and function of TILs in IFNγR1^KO^ melanoma

In line with an essential role of tumor IFN-γ signaling in tumor antigen presentation^14^, we noticed a drastic reduction of MHC molecules in IFNγR1^KO^ cells (Fig. 1j), suggesting an inefficient process of T cell cross-priming in IFNγR1^KO^ melanomas. However, our previous analysis of IFNγR1^KD^ melanomas did not unveil altered ratios of CD8^+^/T_reg_^9^, a widely accepted indication of TILs’ function. Considering IFNγR1^KD^ melanomas still possessed IFN-γ signaling (albeit weaker) (Supplementary Fig. 1a), we revisited this issue by analyzing TILs isolated from the “clean” IFNγR1^KO^ melanomas. Appallingly, unlike IFNγR1^KD^ melanomas^9^, IFNγR1^KO^ melanomas had markedly reduced CD8^+^ T cells at the baseline and no increased T cell infiltration upon anti-CTLA-4 therapy, as compared to scrambled control melanomas (Fig. 2a). In addition, anti-CTLA-4 failed to deplete intratumoral T_reg_ (Fig. 2b), did not increase the CD8^+^/T_reg_ ratio (Fig. 2b), and did not promote the production of effector cytokines by CD8^+^ (Figs. 2c and S2b) and CD4^+^ TILs (Supplementary Fig. 2a). Increasing trends of IFN-γ production by CD8^+^ (Supplementary Fig. 2c) and CD4^+^ (Supplementary Fig. 2d) TILs were noticed in scrambled control but not IFNγR1^KO^ melanomas upon anti-CTLA-4. Similarly, anti-CTLA-4 increased the expression of T cell activation marker PD-1 on both CD8^+^ (Fig. 2d) and CD4^+^ TILs (Supplementary Fig. 2e) and concurrently reduced CD73 expression, an immunosuppressive ectoenzyme that catalyzes immunostimulatory ATP to potent immunosuppressive adenosine^19^, only in scrambled control melanoma. Taken together, these data indicate that melanomas with dysfunctional IFN-γ signaling have reduced infiltration and function of TILs, pointing to an important role of tumor IFN-γ signaling in shaping TILs.

**Fig. 2:**
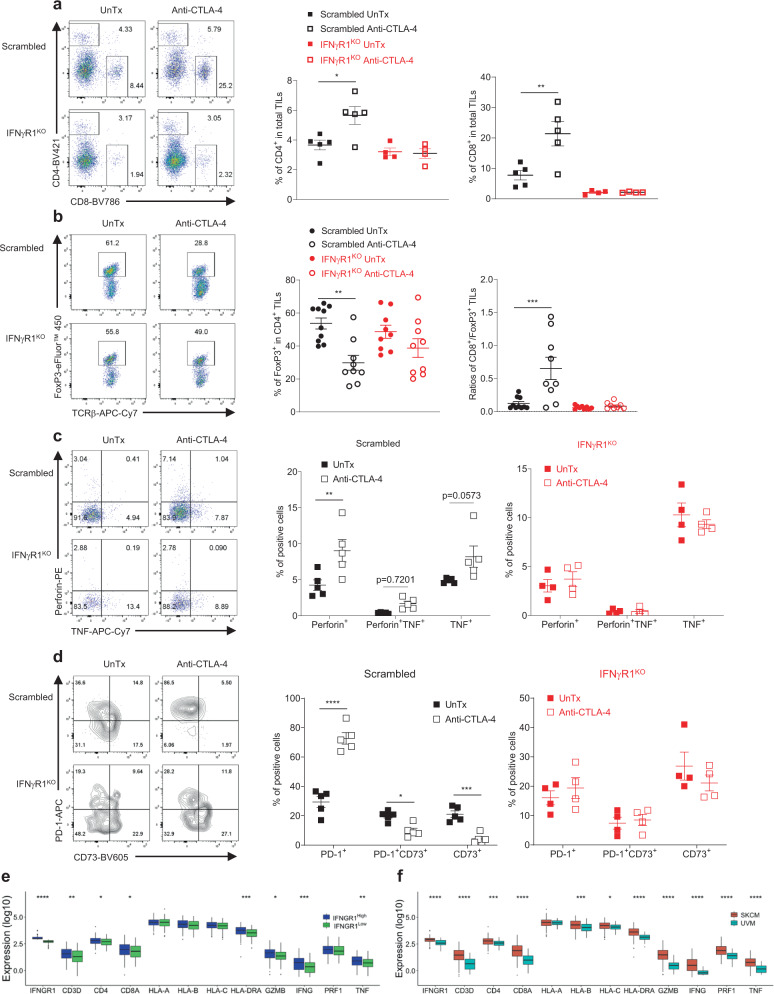
Tumor-intrinsic IFN-γ signaling shapes tumor-infiltrating T cells. Isolated tumor-infiltrating lymphocytes (TILs) from scrambled control and IFNγR1^KO^ melanomas treated with or without (UnTx) anti-CTLA-4 were analyzed for the abundance of CD4^+^ and CD8^+^ T cells (**a**) (*p = 0.0173; **p = 0.0044), FoxP3^+^ cells among CD4^+^ TILs (**b**) (**p = 0.0025; ***p = 0.0004), TNF and perforin production by CD8^+^ TILs after a brief stimulation with PMA and ionomycin (**c**) (**p = 0.0043), and surface expression of PD-1 and CD73 on unstimulated CD8^+^ TILs (**d**) (*p = 0.033; ***p = 0.0005; ****p = 0.00004). The scatter plots in **a**–**d** depict representative data (means ± SEM) from two independent experiments. *N* = 5 for Scrambled UnTx/Anti-CTLA-4, *n* = 4 for IFNγR1^KO^ UnTx /Anti-CTLA-4 in **a**, **c**, **d**. *N* = 10 for Scrambled UnTx, *n* = 9 for Scrambled Anti-CTLA-4, IFNγR1^KO^ UnTx and IFNγR1^KO^ Anti-CTLA-4 groups in **b**. One-way ANOVA with Tukey’s multiple comparisons test (with adjustment) was used for statistical analyses in **a** and **b**, and two-way ANOVA with Šídák’s multiple comparisons test (with adjustment) in **c** and **d**. FACS strategy 3 was applied in **a**–**d**. **e** Skin cutaneous melanomas (SKCMs) in the TCGA database were grouped into IFNGR1^High^ (*n* = 101) and IFNGR1^Low^ (*n* = 150) according to IFNGR1 expression in melanoma cells (after deconvolution using a panel of melanoma-specific genes). Comparisons of T cell signature genes in the bulk (without deconvolution) IFNGR1^High^ vs IFNGR1^Low^ SKCMs were presented as boxplots. **f** Expression of IFNGR1 (after deconvolution) and T cell signature genes (without deconvolution) in SKCMs (*n* = 251) vs uveal melanomas (UVMs) (*n* = 58) from the TCGA database. The boxes in **e**, **f** depict the first (lower) quartile, median (center line), and the third (upper) quartile, and the vertical lines indicate the minimum and maximum values. The statistical analyses in **e**, **f** were calculated using R with Mann–Whitney *U-*test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001. Source data as well as exact *p* values for **e**, **f** are provided in the Source Data file.

We previously reported that patients with advanced melanoma harboring loss of IFN-γ signaling genes were resistant to anti-CTLA-4 therapy^9^. However, how IFN-γ signaling in human melanomas regulates TILs has not been reported. Inspired by our preclinical findings, we posited that human melanomas with attenuated IFN-γ signaling would have reduced expression of T cell signature genes, including prototypical surface markers for T cells (CD3, CD4, and CD8), effector molecules (IFNG, GZMB, perforin (PRF1), and TNF), and MHC molecules (MHC I: HLA-A, HLA-B, and HLA-C; MHC II: HLA-DRA). Since our previously published database^9^ was derived from whole exome sequencing and did not contain gene expression data, we were unable to address this using that dataset. To circumvent this, we first analyzed the TCGA database of human skin cutaneous melanomas (SKCMs) (*n* = 458). Specifically, we grouped SKCMs into IFNGR1^High^ vs IFNGR1^Low^ using the median expression of IFNGR1 in melanoma cells after deconvolution of the bulk samples with a panel of melanoma-specific genes^20^. We reasoned that IFNGR1^Low^ SKCMs would have attenuated IFN-γ signaling and thus reduced expression of T cell signature genes. Indeed, we observed significantly reduced expression of CD3, CD4, CD8, HLA-DRA, GZMB, IFNG, and TNF in bulk IFNGR1^Low^ SKCMs, while the others (HLA-A, HLA-B, HLA-C, and PRF1) were also reduced (although not significant) (Fig. 2e). Interestingly, in correlation with their lower T cell signature, IFNGR1^Low^ SKCMs had worse survival probabilities (*p* = 0.0039) (Supplementary Fig. 2f), suggesting weaker anti-tumor responses in these patients. Secondly, unlike SKCMs being responsive to ICBs, uveal melanomas (UVMs) have been known to be resistant to ICBs^21^. We, therefore, assessed IFNGR1 expression in UVMs vs SKCMs after the aforementioned deconvolution and found significantly reduced IFNGR1 expression in UVMs (Fig. 2f), suggestive of weaker IFN-γ signaling in UVMs than SKCMs. Importantly, bulk UVMs also had decreased expression of most T cell signature genes (except for just one: HLA-A) (Fig. 2f). These data suggest that human melanomas with attenuated IFN-γ signaling have decreased expression of T cell signature genes, reflective of reduced T cell infiltration and function, corroborating our preclinical findings. Noteworthily, dysfunctional IFN-γ signaling (IFNγR1^KO^) is required to impart TILs in murine melanomas, as TILs in IFNγR1^KD^ melanoma are largely unaltered^9^. However, in human melanomas, attenuated IFN-γ signaling as in IFNGR1^low^ SKCMs and in UVMs (lower IFNGR1 expression than SKCMs) is sufficient to induce appreciable effects on TILs, implying that TILs in human melanomas are more sensitive to the dysregulation of tumor IFN-γ signaling. Despite this gradient discrepancy between murine and human melanoma, our results nevertheless highlight an important role of tumor IFN-γ signaling in shaping TILs.

### Constitutively active JAK1/2 in IFNγR1^KO^ melanoma

Although tumor loss of IFN-γ signaling has been defined as a major mechanism of resistance to anti-CTLA-4 (Fig. 1h)^9^ and anti-PD-1^10–14^, little effort has been devoted to overcome this ICB resistance. We thus attempted to uncover therapeutic targets that can be harnessed to treat ICB-resistant melanomas lacking functional IFN-γ signaling. Considering the important role of PTKs in coordinating the IFN-γ signaling cascade, we conducted a global kinase activity analysis (kinomics). Because PTK inhibitors are readily available for pharmacological targeting, we specifically focused on activated PTKs that have positive Mean Kinase Statistics (MKS, a readout for extent and direction of change) and Mean Final Scores (MFS, indicative of specificity) greater than 0.5. Following these criteria, we found 26 activated PTKs in IFNγR1^KO^ cells (Supplementary Table 1), including receptor tyrosine kinases (RTKs such as Ephrin receptor A and B (EphA/B)) as well as non-receptor tyrosine kinases (NRTKs: spleen tyrosine kinase (Syk) and ZAP70) that are known to be involved in carcinogenesis^22^. To our surprise, we also observed activated JAK1 and JAK2, essential downstream components of the IFN-γ signaling pathway^23^. More intriguingly, when these constitutively activated PTKs were integrated for annotated network modeling, a JAK1/2-centric network emerged (Fig. 3a), highlighting a central role of active JAK1/2 in the rewiring of these kinases. To directly confirm this finding, we analyzed phosphorylation of JAK1 and JAK2 (p-JAK1 and p-JAK2) by Western blot (WB) in cells cultured under normoxia (21% O_2_) and hypoxia (1% O_2_, mimicking hypoxic tumor microenvironment [TME]). Consistent with our kinomic data, p-JAK1 and p-JAK2 were increased in IFNγR1^KO^ cells (Fig. 3b). Similarly, basal p-JAK1 and p-JAK2 were increased in IFNγR1^KD^ cells (Supplementary Fig. 3a). We also assessed the three kinases (Syk, ZAP70, and EphA3) with high MFS from our kinomic study (Supplementary Table 1) by WB. Of note, basal p-Syk (Supplementary Fig 3b) and p-ZAP70 (Supplementary Fig. 3c) were very low in these cells. Although p-EphA3 was detectable (Supplementary Fig. 3c), they did not show significant increases in IFNγR1^KO^ cells. Given these results and the central role of JAK1/2 in the PTK network, we dedicated our subsequent efforts on JAK1/2.

**Fig. 3:**
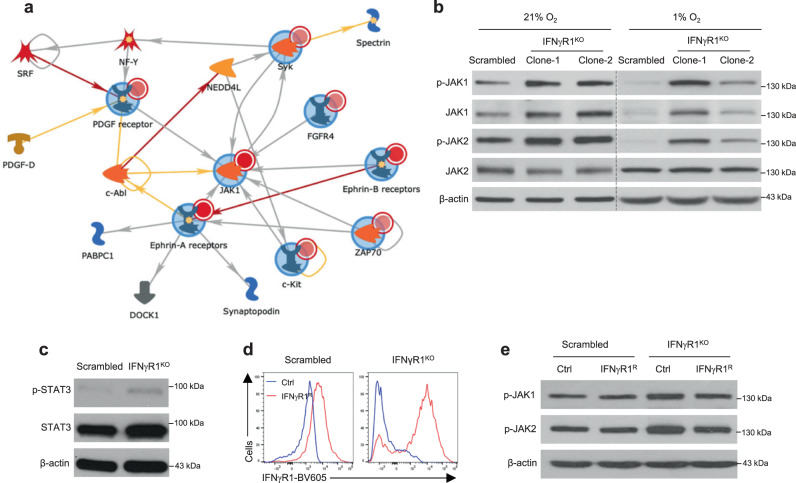
Constitutive activation of JAK1/2 in IFNγR1^KO^ melanoma cells. **a** Identification of a JAK1/2-centric network of activated protein tyrosine kinases in IFNγR1^KO^ cells by kinomic analysis. Input nodes (kinases) with large blue circles around them and smaller red circles on the top right corner indicate increased activity in IFNγR1^KO^ cells. Arrowheads denote the direction of interaction and colors of the lines indicate the type of interaction (yellow: positive; red: negative; gray: context-dependent). **b** Scrambled and IFNγR1^KO^ cells were cultured under normoxic (21% O_2_) or tumor microenvironment-mimicking hypoxic (1% O_2_) culture conditions, followed by Western blot (WB) analyses of p-JAK1/2 and total-JAK1/2. **c** p-STAT3 and total-STAT3 in scrambled and IFNγR1^KO^ cells by WB. **d**, **e** Scrambled and IFNγR1^KO^ cells were transduced with control lentiviruses (Ctrl) or lentiviruses encoding mouse IFNγR1 for re-expression (IFNγR1^R^). Successfully transduced cells were analyzed for IFNγR1 expression by flow cytometry (FACS strategy 1) (**d**) and p-JAK1/2 by WB (**e**). β-actin was used as a loading control in WB. Experiments were repeated twice with similar results in **b**, **c**, and **e**. Source data are provided in the Source Data file.

A classical downstream event of activated JAK1/2 is tyrosine phosphorylation of STATs, particularly STAT1 and STAT3^23^. We thus examined p-STAT1/3 by WB. Surprisingly, we could not detect p-STAT1, even with a substantial amount of protein loading and prolonged film exposure times, indicating a low level of basal p-STAT1 in melanoma. On the other hand, although the basal level of p-STAT3 was also low, it was detectable and increased in IFNγR1^KO^ cells, suggesting that STAT3 is a preferential target of activated JAK1/2 in IFNγR1^KO^ cells (Fig. 3c). Because we used single IFNγR1^KO^ clones but not mixtures in this study to avoid interference from cells with inefficient/partial deletion of *Ifngr1* by CRISPR-Cas9, a potential concern would be that activated JAK1/2 may occur merely by chance in single clones rather than a direct outcome of deletion of IFN-γ signaling. To address this, we re-expressed *Ifngr1* in scrambled control and IFNγR1^KO^ cells to comparable levels (IFNγR1^R^) (Fig. 3d), using lentiviruses encoding mouse *Ifngr1*. Compellingly, IFNγR1^R^ greatly reduced p-JAK1/2 in IFNγR1^KO^ cells and largely rescued the overly increased p-JAK1/2 (Fig. 3e), directly linking lack of IFN-γ signaling to aberrant JAK1/2 activation in melanoma.

### JAK1/2 activation in IFNγR1^KO^ melanoma is unlikely mediated by extrinsic signals

Next, we wanted to shed light on how the JAK1/2 were activated in IFNγR1^KO^ cells. As we recently reviewed^23^, the JAK-STAT pathway is a rapid membrane-to-nucleus signaling module regulated by a wide array of extracellular signals, including cytokines and growth hormones. In addition to IFN-γ, type I interferons such as IFN-α/β^23^ and IL-6^24^ are among the major extrinsic signals that engage the JAK-STAT pathway. To determine whether JAK1/2 activation in IFNγR1^KO^ cells could be due to enhanced IL-6 signaling, we analyzed the expression of *Il6* and *Il6r*, both of which were significantly upregulated (Fig. 4a). To evaluate whether this enhanced IL-6 signaling mediated JAK1/2 activation, we blocked IL-6 and IL-6R with anti-IL-6 and anti-IL-6R antibodies, respectively, at concentrations that were sufficient to inhibit IL-6-induced p-STAT3 in melanoma cells (Supplementary Fig. 4a). Unfortunately, blocking IL-6 (Fig. 4b) and IL-6R (Fig. 4c) did not restore increased p-JAK1/2 in IFNγR1^KO^ cells, suggesting IL-6 signaling is not involved in JAK1/2 activation.

**Fig. 4:**
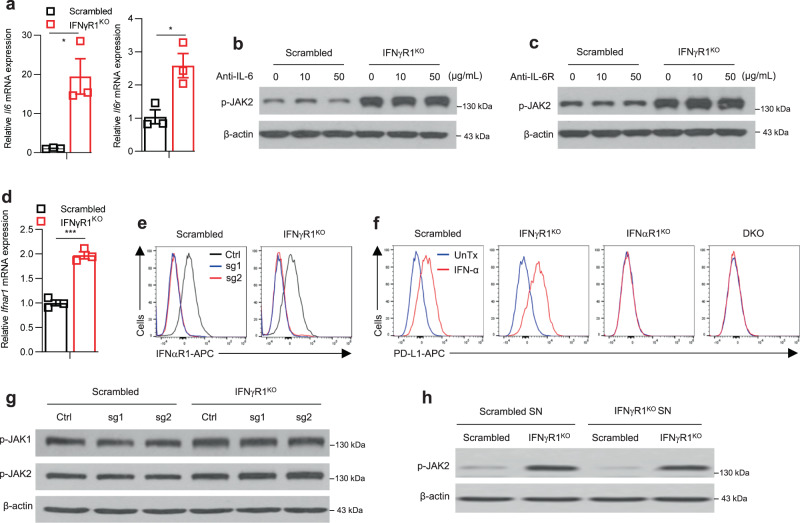
Activation of JAK1/2 in IFNγR1^KO^ cells is not mediated by extrinsic signals. **a** mRNA expression of *Il6* (*p = 0.0153) and *Il6r* (*p = 0.0216) in scrambled control (*n* = 3) and IFNγR1^KO^ (*n* = 3) cells by real-time RT-PCR. Representative data from two independent experiments are shown as means ± SEM. **b**, **c** p-JAK2 in scrambled control and IFNγR1^KO^ cells pretreated with various doses of blocking antibodies against IL-6 (**b**) or IL-6R (**c**), analyzed by Western blot (WB). Experiments were repeated twice with similar results. **d** mRNA expression of *Ifnar1* in scrambled control (*n* = 3) and IFNγR1^KO^ (*n* = 3) cells by real-time RT-PCR. Representative data from two independent experiments are shown as means ± SEM. ***p = 0.0005. **e**–**g** Scrambled and IFNγR1^KO^ cells were transduced with different sgRNAs against mouse *Ifnar1*. Successfully transduced cells were analyzed for IFNαR1 expression in untreated cells (**e**) and PD-L1 expression after stimulation with 100 ng/mL IFN-α for 48 h (**f**) by flow cytometry (FACS strategy 1) and p-JAK1/2 in untreated cells by WB (**g**). **h** p-JAK2 in scrambled and IFNγR1^KO^ cells incubated with supernatants (SN) harvested from scrambled or IFNγR1^KO^ cultures for 24 h, analyzed by WB. β-actin was used as a loading control in WB. All the experiments were repeated twice with similar results. A two-sided Student’s *t*-test was used for statistical analyses in **a**, **d**. Source data are provided in the Source Data file.

We then asked if type I interferon signaling contributes to JAK1/2 activation. To this end, we analyzed IFNαR1, the essential receptor for IFN-α/β, and found it was significantly upregulated in IFNγR1^KO^ cells (Fig. 4d). We interrogated if IFNαR1 upregulation would lead to greater IFN-α signaling. To this end, we stimulated scrambled control and IFNγR1^KO^ cells with various doses of IFN-α, followed by an examination of p-STAT1 and p-STAT3, which did not show greater increases in IFNγR1^KO^ cells (Supplementary Fig. 4b). Also, IFNγR1^KO^ cells did not show enhanced sensitivity to IFN-α-induced killing (Supplementary Fig. 4c). While these results suggested that JAK1/2 activation in IFNγR1^KO^ cells may not be due to enhanced IFN-α signaling, to explicitly rule out this, we deleted *Ifnar1* in scrambled control and IFNγR1^KO^ cells using CRISPR-Cas9 with different single guide RNAs (sg1 and sg2) (Fig. 4e). We confirmed the ablation of the IFN-α signaling in these cells, evidenced by no inducible PD-L1 upregulation after IFN-α stimulation (Fig. 4f). Importantly, this ablation of IFNαR1 did not rescue JAK1/2 activation (Fig. 4g), indicating a dispensable role of IFN-α signaling in JAK1/2 activation. Lastly, to explore the potential regulation of JAK1/2 activation by other extrinsic factors secreted by IFNγR1^KO^ cells into the supernatant (SN) (cytokines, growth factors, extracellular vesicles, etc.), we treated scrambled control cells with SNs harvested from IFNγR1^KO^ cultures for 24 h. This did not induce increased p-JAK2 (Fig. 4h), suggesting a nonessential role of extrinsic factors in JAK1/2 activation. Of note, increased p-JAK2 in IFNγR1^KO^ cells persisted, irrespective of the SNs (IFNγR1^KO^ or scrambled control) used, indicating that JAK1/2 activation is more of a cell-intrinsic event.

### Augmented mTOR pathway mediates JAK1/2 activation in IFNγR1^KO^ melanoma

In addition to extracellular signals (IFN-α, IL-6, etc.), constitutive activation of JAK1/2 can result from cell-intrinsic alterations (i.e., enhanced intracellular signaling^25^). 

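RNA of 3 cultures of scrambled control cells and 3 cultures of IFNγR1 KO cells was sequenced after poly(A) selection, with paired-end reads. B16-BL6 is a mouse melanoma line, and the scrambled control cells carry a guide against GFP in place of one against Ifngr1. The authors aligned the reads to GRCm38 with STAR and deposited the number of reads that htseq-count assigned to each of 55335 genes, without normalization. The scrambled control libraries held 9402640, 10579788 and 10196344 counts on genes, and the IFNγR1 KO libraries held 7122848, 7409479 and 6698956. Every IFNγR1 KO library therefore held fewer counts than every scrambled control library. A single count corresponded to 0.0966 to 0.109 CPM, counts scaled to a common total of the tested genes with the TMM factor of each library, in scrambled control libraries and to 0.135 to 0.142 CPM in IFNγR1 KO libraries. The 10 genes with the most counts took between 6.63% and 7.15% of the counts of a library. For the comparison, edgeR's filter on low counts kept 13642 genes, library sizes were scaled by the TMM method, and the groups were compared by the quasi-likelihood test with Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.05 and an absolute log2 fold change above 1 were counted as DEGs, following the thresholds of the paper, whose own test was DESeq2's Wald test. The replicates are cultures seeded in triplicate, and the labels do not say whether the 3 IFNγR1 KO cultures are of the same clone. The paper states that it used single IFNγR1 KO clones. The p values here thus measure spread between cultures. They cannot tell an effect of the knockout from other differences between the cell lines.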

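Ifngr1 (ENSMUSG00000020009.13), the gene targeted by the guides, lies on chromosome 10 of GRCm38 from 19591949 to 19610229. It had 154, 144 and 172 counts in the scrambled control libraries and 80, 85 and 82 in the IFNγR1 KO libraries. These are 15.9 ± 1.35 CPM (SD, n = 3) in scrambled control and 11.5 ± 0.0901 CPM (SD, n = 3) in IFNγR1 KO cells. The log2 fold change was -0.47 (standard error 0.16, adjusted p = 0.0729 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The groups did not overlap (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The transcript was thus still counted in every IFNγR1 KO library, and the counts do not show whether it encodes a receptor. Across all tested genes, 2093 had an adjusted p under 0.05, of which 1054 were higher and 1039 lower in IFNγR1 KO cells. Of these, 710 were DEGs, 443 higher and 267 lower. The groups did not overlap for 707 of the 710 DEGs and for 32.6% of all tested genes, where chance gives 10%. Testing against a log2 fold change of 1, in place of a limit on the estimate, moved the counts most, to 84 higher and 50 lower. The median log2 fold change was 1.37 among the DEGs that were higher and -1.31 among those that were lower. Of the DEGs, 559 are annotated as protein-coding.

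**Figure D1:**
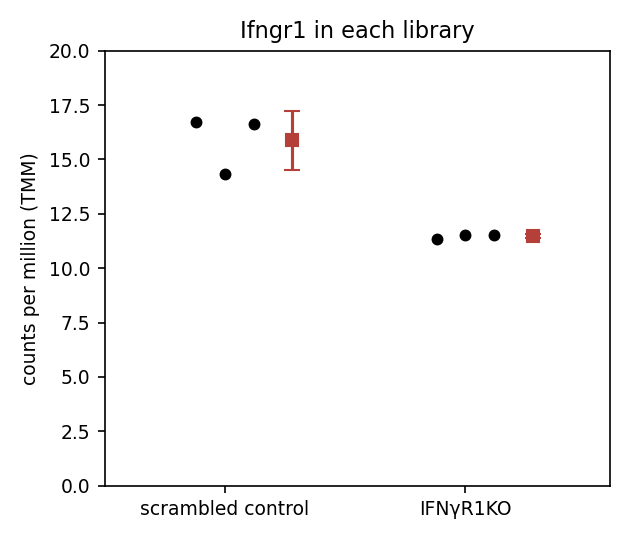
CPM of Ifngr1 (vertical axis, TMM-normalized) in each library, by group. Points are libraries, and squares with bars are the mean ± SD of the 3 libraries; the IFNγR1 KO libraries sit between 11.4 and 11.5, all below the scrambled control libraries.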

To gain a global idea of this, we performed a whole transcriptome analysis of scrambled control and IFNγR1^KO^ cells, which identified 265 downregulated genes and 332 upregulated genes (Fig. 5a). We performed a signaling pathway enrichment analysis using these differentially expressed genes (DEGs). This unsupervised analysis revealed a wide array of pathways that were significantly affected (Fig. 5b), including essential intracellular pathways in tumor aggression and therapeutic resistance (e.g., PI3K-Akt, p53, FoxO, MAPK, and mTOR pathways^26–29^), pathways important in tumor cell growth and proliferation (e.g., cell cycle^26^, glutathione metabolism^30^, arginine, proline metabolism^31^, etc.), as well as pathways involved in the formation of various types of cancer (e.g., prostate cancer, breast cancer, colorectal cancer, melanoma, gastric cancer, etc.). This confirms a widespread impact of IFN-γ signaling loss in tumor cells on tumor progression and therapy response, including its role in ICB resistance^9^.

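The KEGG gene sets were not used here. In their place, 13 lists of genes for pathways named by the paper were written by hand from general knowledge before the counts were seen, so they do not hold the same genes as the KEGG sets. The DEGs of both directions were tested together in each list by a one-sided Fisher's exact test, with the 13636 named genes tested as background and Benjamini-Hochberg adjustment over the lists. In the PI3K-Akt list, 22 genes were DEGs, 14 higher and 8 lower, where 10.7 were expected (adjusted p = 0.0143). In the cell cycle list, 1 DEG was higher and 13 were lower, where 6.04 were expected (adjusted p = 0.0181). The ECM-receptor interaction list held 7 DEGs (adjusted p = 0.0311) and the p53 list held 8 (adjusted p = 0.0323). In the 6 fits that left out one library, PI3K-Akt passed in 6, ECM-receptor interaction in 5, cell cycle in 4 and p53 in 2. The other lists had no adjusted p under 0.05 in the main comparison. Their adjusted p was 0.0615 for arginine and proline metabolism, 0.0632 for glutathione metabolism, 0.139 for FoxO, 0.166 for MAPK and 0.194 for mTOR signaling. The paper selected pathways on an unadjusted p, under which 8 of the 13 lists passed 0.05. The background moved the number of lists most: with every named gene of the tables in place of the tested genes, 12 lists passed. In the cell cycle list, Plk1 fell by 1.18 on the log2 scale (standard error 0.15, adjusted p = 0.00042), Ttk fell by 1.34 and Cdc25a fell by 1.11, while Gadd45a rose by 2.89. Plk1 shares 7.09% of its exonic bases with a gene on the other strand. Gadd45a shares 19.1% of its exonic bases with a gene on the other strand. In the glutathione list, Chac1 and Gsta3 were higher by 2.29 and 1.96, and Gsta2 fell by 1.70; both Gsta genes belong to a family of similar genes whose reads the counting could have split. In the arginine and proline list, Pycr1 was higher by 2.71 and Amd1 fell by 1.13. From the affected pathways of Fig. 5b, the paper concludes that losing IFN-γ signaling has a wide impact on tumor progression and on the response to therapy.

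**Figure D2:**
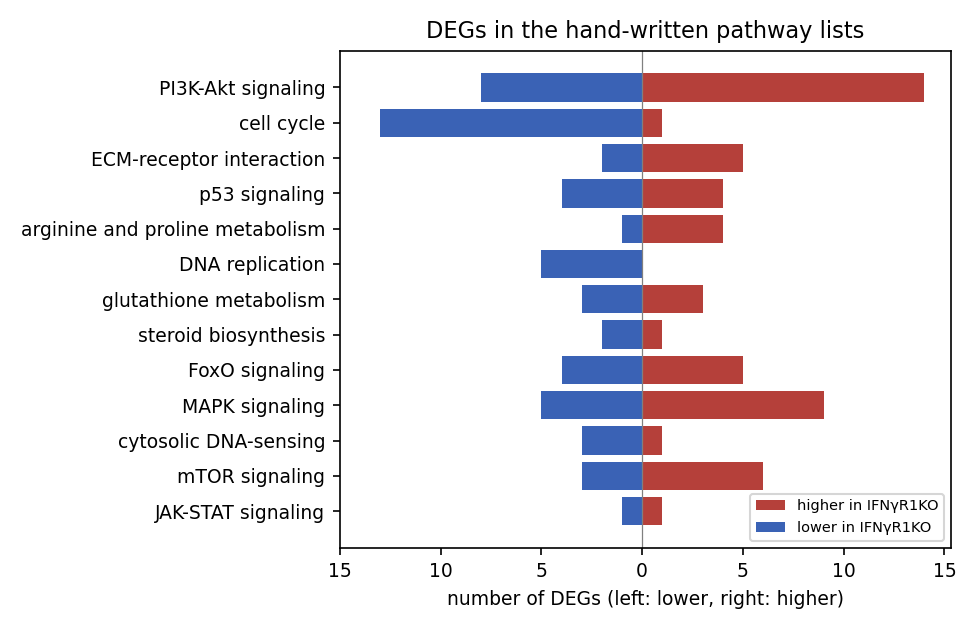
Number of DEGs in each of the 13 lists (horizontal axis), ordered by the p of the Fisher's exact test with the lowest at the top. Bars to the right count DEGs higher and bars to the left DEGs lower in IFNγR1 KO cells; the cell cycle list has 13 lower and 1 higher.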

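A published collection, the mouse Reactome sets supplied with the R package fgsea, was tested in the same way. Of its 1457 sets, 783 had between 10 and 500 tested genes. With the DEGs of both directions together, 4 sets had an adjusted p under 0.05 and 59 an unadjusted p under 0.05. They included amino acid synthesis and interconversion, with 6 DEGs among 16 genes, all higher (adjusted p = 0.0439), and amino acid transport across the plasma membrane, with 6 DEGs among 18 genes. With the DEGs that were lower in IFNγR1 KO cells alone, 19 sets passed. Among these were G1 S Transition, with 12 DEGs among 99 genes (adjusted p = 0.00026), and Interferon gamma signaling, with 8 among 48 (adjusted p = 0.00091). With the DEGs that were higher alone, 1 set passed, that of amino acid synthesis and interconversion (adjusted p = 0.0048).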

**Fig. 5:**
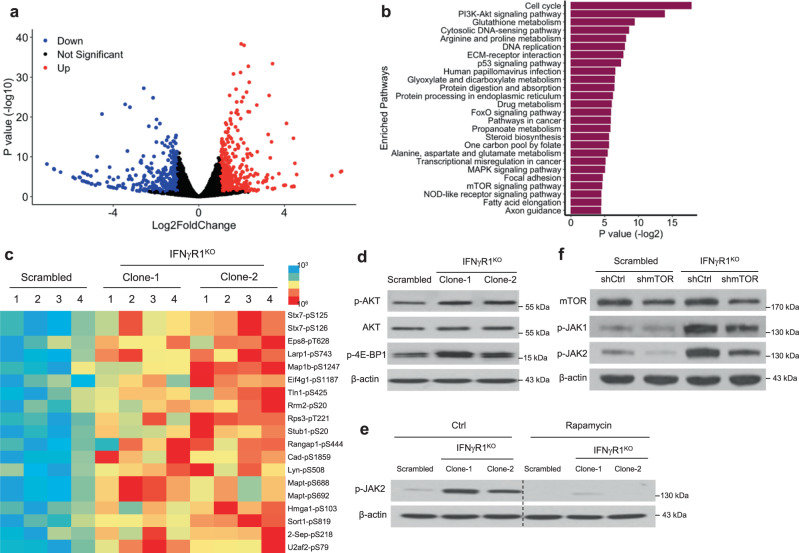
Heightened PI3K-AKT-mTOR axis in IFNγR1^KO^ cells mediates JAK1/2 activation. **a**, **b** Upregulated and downregulated genes in scrambled (*n* = 3) and IFNγR1^KO^ (*n* = 3) cells by RNA-Seq (**a**) and top hits of altered signaling pathways in IFNγR1^KO^ cells (**b**). The gene expression analyses were performed using DESeq2 (version 1.34.0). The Wald test was used to calculate the p values and log2 fold changes. Genes with an adjusted *p* value < 0.05 and absolute log2 fold change >1 were considered as differentially expressed genes (DEGs). A volcano plot was used to show all upregulated and downregulated DEGs using the ggplot2 R package. Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of the DEGs were identified by enrichr package. Significant terms of the KEGG pathways were selected with a *p* value < 0.05. **c** Cell lysates of scrambled control (*n* = 4) and IFNγR1^KO^ (*n* = 4) cells were subjected to mass spectrometry-based phosphoproteomic analysis. Phosphorylation sites known to be mediated by experimentally defined kinases were shown in the heatmap. Blue and red colors indicate low and high expression levels, respectively. **d** p-AKT, total-AKT, and p-4E-BP1 in scrambled and IFNγR1^KO^ cells were analyzed by Western blot (WB). **e** p-JAK2 in scrambled and IFNγR1^KO^ B16-BL6 cells untreated (Ctrl) or pretreated with rapamycin (1 μM) for 3 h, analyzed by WB. **f** Scrambled and IFNγR1^KO^ cells were transduced with lentiviruses expressing nonspecific shRNAs (shCtrl) or mTOR shRNAs (shmTOR), followed by analyses of mTOR, p-JAK1/2 by WB. β-actin was the loading control in WB. Experiments were repeated twice (**f**) or thrice (**d**, **e**) with similar results. Source data are provided in the Source Data file.

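Among DEGs with at least 5 CPM in the higher group and no overlap between the groups, those with the largest increase in IFNγR1 KO cells were Rhox5, Gm13857, Apobr, Nupr1 and Akr1b7. Rhox5, on the X chromosome, was at 1.38 ± 0.368 CPM (SD, n = 3) in scrambled control and 31.2 ± 4.72 CPM (SD, n = 3) in IFNγR1 KO cells, a log2 fold change of 4.48 (standard error 0.24, adjusted p = 2.2e-07). Nupr1 rose from 6.42 ± 1.47 to 119 ± 11.0 CPM (SD, n = 3 each), a log2 fold change of 4.21. Gm13857 and Akr1b7 overlap on opposite strands of chromosome 6, so reads of one can be counted on the other, and 14.4% of the exonic bases of Apobr lie under exons of Cln3. Those with the largest decrease were Hoxa11, Gbp4, Rec114, Adam12 and Trim59. Hoxa11 was at 6.73 ± 0.781 CPM (SD, n = 3) in scrambled control and at or under 3 counts in every IFNγR1 KO library, and was at least 16.1-fold lower there; 35.0% of its exonic bases lie under exons of Hoxa11os on the other strand. For Rec114 this share is 26.9%, under exons of Nptn. Trim59 fell from 41.6 ± 6.54 to 1.90 ± 0.796 CPM (SD, n = 3 each), a log2 fold change of -4.44 (standard error 0.26, adjusted p = 5.6e-07). All 10 of these genes were DEGs in each of the 6 fits that left out one library.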

To directly detect the activities of these intracellular signaling pathways, we conducted phosphoproteomic studies with a special focus on serine/threonine kinases, considering their intricate interactions with PTKs^22^. Our analysis identified 7529 phosphosites, of which 217 showed significantly increased phosphorylation in IFNγR1^KO^ cells (deposited to massive.ucsd.edu and also included in the source data file). We paid special attention to the ones catalyzed by experimentally well-defined kinases (Fig. 5c); targeted proteins and phosphosites were listed on the right. Uniprot IDs (mouse) for these kinases were then used to map to KEGG IDs for pathway enrichment analyses, which defined 23 signaling pathways (Supplementary Table 2). Because the same phosphopeptides can be mediated by different kinases, it is rare to have definitive cognate phosphopeptides for individual kinases. We, therefore, reason that if the activation of kinases in one pathway can explain most of the phosphorylation events, a great level of confidence can be reached to conclude that that pathway is activated. Following this logic, we sorted the 23 signaling pathways according to the number of identified phosphorylation sites known to be catalyzed by their kinase members, which identified the top five pathways as PI3K-Akt, growth hormone synthesis, ErbB, mTOR, and EGFR tyrosine kinase inhibitor resistance. Considering that our above results did not support an important role of extrinsic factors (such as cytokines and growth hormones) in JAK1/2 activation and the fact that EGFR tyrosine kinase inhibitor resistance was not relevant to our study, we dedicated our efforts to the other three signaling pathways. Notably, these pathways are intimately interconnected with each other in cancer, as ErbB signaling feeds into PI3K-Akt^32^ and mTOR is a major downstream module of PI3K-Akt^27^. Importantly, our RNA-seq and phosphoproteomic analysis converged on the PI3K-Akt and mTOR pathways, highlighting their essential roles in our system. 

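Direction was tested for each list with limma's camera on voom values, at an inter-gene correlation of 0.01. The PI3K-Akt list did not shift as a whole: 95 of its genes were higher and 111 lower in IFNγR1 KO cells, with a median log2 fold change of -0.05 (adjusted p = 0.744 from camera). The mTOR list, with 63 genes higher and 58 lower, had a median of 0.01 (adjusted p = 0.778 from camera). It held 9 DEGs where 6.30 were expected. With every named gene as background its adjusted p in the Fisher's exact test was 0.00017, and under the other alternatives it stayed above 0.05. Its DEGs with the smallest adjusted p in each direction were Ddit4, Sesn2 and Slc3a2, with log2 fold changes of 1.75, 1.53 and 1.45, and Skp2, Rragb and Irs1. Rragb had a log2 fold change of -1.87 and Irs1 of -2.04, with 30.9% of the exonic bases of Irs1 under exons of a gene on the other strand, while Skp2 was a DEG in 4 of the 6 fits that left out one library. In the PI3K-Akt list they were Ddit4, Pck2 and Lama4, the last 2 with log2 fold changes of 2.02 and 1.36, and Kit, Spp1 and Il3ra, with -1.96, -1.42 and -2.69. The lists do not separate genes that promote a pathway from genes that restrain it. A DEG that was higher is therefore no sign of a more active pathway. With edgeR, none of the 9 kinases of these pathways that were taken from the paper was among the genes with an adjusted p under 0.05, over all genes or over the 9 alone; 2 had an unadjusted p under 0.05. With DESeq2's Wald test Akt1 was lower with an adjusted p of 0.0275, and with one library left out its adjusted p from edgeR ran from 0.0353 to 0.326. Mtor had a log2 fold change of 0.03 (standard error 0.22, adjusted p = 0.957), Akt1 of -0.44 (standard error 0.16, adjusted p = 0.0896 from edgeR) and Rps6kb1 of -0.23 (standard error 0.15, adjusted p = 0.356). Eif4ebp1, which encodes 4E-BP1, was higher, with a log2 fold change of 1.23 (standard error 0.16, adjusted p = 0.00035). These are amounts of RNA, which do not report phosphorylation. The legend of Fig. 5d names p-4E-BP1 and no total 4E-BP1. Whether the higher Eif4ebp1 RNA contributed to the p-4E-BP1 signal was not tested here.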

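In the list written for JAK-STAT signaling, 31 genes were higher and 45 lower in IFNγR1 KO cells, and 2 were DEGs where 3.96 were expected (adjusted p = 0.912 from the one-sided Fisher's exact test). Egf was higher, at 3.21 ± 0.577 CPM against 1.21 ± 0.326 CPM (SD, n = 3 each), with 9.82% of its exonic bases under exons on the other strand. Il3ra was the DEG that was lower. Egf was a DEG in 4 of the 6 fits that left out one library, and Il3ra in all 6. Under the alternatives to the test, the filters and the background the adjusted p of this list stayed between 0.310 and 1. Jak1 was at 63.4 ± 12.1 CPM in scrambled control and 69.8 ± 13.1 CPM in IFNγR1 KO cells (SD, n = 3 each), with a log2 fold change of 0.14 (standard error 0.17, adjusted p = 0.654 from edgeR). Jak2 had a log2 fold change of -0.05 (standard error 0.15, adjusted p = 0.865). The sign of both changed when single libraries were left out. Stat3 changed by -0.28 (adjusted p = 0.321). The fit had no term for a batch shared between the groups, so these values do not exclude a change within such batches.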

Of note, the JAK-STAT pathway was not identified by our phosphoproteomic and RNA-seq analyses; this is likely due to the preferential enrichment of peptides with serine and/or threonine phosphorylation by the TiO2-based sample preparation for phosphoproteomics, the fact that JAK-STAT proteins are primarily activated by tyrosine phosphorylation, very low basal levels of p-STAT3/1, and the dependence of these omics analysis on protein abundance. To directly test if the PI3K-Akt-mTOR axis is activated in IFNγR1^KO^ melanoma cells, we analyzed p-AKT and p-4E-BP1, functional readouts of mTOR action, and found both were increased (Fig. 5d). Given the co-activation of JAK1/2 and mTOR in IFNγR1^KO^ cells and a recent study showing a positive mutual regulatory relationship between them in colorectal tumor cells^33^, we assessed how they interact and regulate one another in melanoma. First, we took a pharmacological approach by treating cells with rapamycin (Rapa), a well-established inhibitor for mTOR and found that Rapa profoundly suppressed p-JAK2 (Fig. 5e); conversely, inhibition of JAK1/2 with Ruxo did not change p-4E-BP1 in IFNγR1^KO^ cells (Supplementary Fig. 5a), placing mTOR upstream of JAK1/2. To directly assess the role of mTOR in JAK1/2 activation, we knocked down mTOR using shRNAs (mTOR^KD^) (Fig. 5f). Similar to mTOR inhibition by Rapa, mTOR^KD^ also significantly reduced p-JAK1/2 and at least partially rescued JAK1/2 activation in IFNγR1^KO^ cells (Fig. 5f). Collectively, these results establish that augmentation of mTOR pathway is a major upstream regulator of JAK1/2 activation in melanoma cells lacking functional IFN-γ signaling.

To establish the clinical relevance of our findings, we rationalized that IFNGR1^Low^ SKCMs with impaired IFN-γ signaling and patient melanomas resistant to ICBs would house activated mTOR and JAK1/2 to some extent. Because phosphorylation data of JAK1/2 and mTOR were not available in the TCGA database and in the published database of melanoma patients treated with ICB (GSE78220)^34^, precluding a direct examination of their activation, as an alternative approach, we constructed a list of genes that were reported to be direct downstream targets of mTOR and JAK1/2 in various tumor types, including bladder cancer, breast cancer, liver cancer, lymphoma, and chondrosarcoma. These genes encompass tumor promoter genes (ENO1, FASN, FKBP4, ODC1, JUNB, and VEGFA)^35–42^ and tumor suppressor gene (GADD45A)^43^. Notably, activation of mTOR and/or JAK-STAT leads to upregulation of tumor promoter genes (ENO1: α-Enolase, an important glycolytic enzyme; FASN: fatty acid synthase, a major enzyme for de novo fatty acids synthesis; FKBP4: FK506-binding protein 4, an HSP90-associated co-chaperone; ODC1: ornithine decarboxylase, the first biosynthetic enzyme of the polyamine pathway; JUNB: a key member in the activator protein (AP-1) family with an important role in cell cycle progression; VEGFA: vascular endothelial growth factor-A, a key regulator of angiogenesis) but downregulation of GADD45A (the founding member of the growth arrest and DNA damage-inducible 45 families with important function in promoting cell cycle arrest and apoptosis), consistent with their prominent roles in tumor formation^27,44^. To specifically assess their expression in human melanomas, we deconvoluted the TCGA and GSE78220 databases derived from bulk tumor samples, as described above. While understandably not all the genes showed significant changes in melanoma, we did observe upregulation of ENO1, FASN, and FKBP4, as well as downregulation of GADD45A in IFNGR1^Low^ SKCMs (Supplementary Fig. 5b); on the other hand, patient melanomas resistant to anti-PD-1 exhibited significant increases of ENO1, FKBP4, ODC1, and VEGFA (Supplementary Fig. 5c). The other genes exhibited expected increases/decrease, which did not reach statistical significance (Supplementary Fig. 5b, c). In spite of the differences in affected genes between the TCGA and GSE78220 databases, two genes (ENO1 and FKBP4) were consistently upregulated in both IFNGR1^Low^ SKCMs and ICB non-responders, suggesting that they may be more sensitive to attenuation of IFN-γ signaling and ICB resistance. Taken together, our RNA-seq, phosphoproteomic analysis, bioinformatic analysis, as well as pharmacological and genetic modulations of the mTOR pathway establish that malfunction of IFN-γ signaling engages the mTOR-JAK1/2 axis in melanoma cells, which may represent an attractive target for therapeutic interventions to bypassing ICB resistance in melanomas lacking functional IFN-γ signaling.

### Selective suppression of IFNγR1^KO^ melanomas by JAK inhibition

To test this, we employed Ruxo, an FDA-approved JAK1/2 inhibitor for myeloproliferative neoplasms (MPN), which is also being tested preclinically^45,46^ and clinically in solid tumors^47^, as well as in overcoming chemotherapy resistance^48,49^. However, its utility in ICB resistance has not been explored. To this end, we treated B6 mice bearing scrambled control and IFNγR1^KO^ melanomas with Ruxo. Whereas Ruxo did not result in growth suppression of scrambled control melanoma (Fig. 6a), it potently inhibited IFNγR1^KO^ melanoma growth (Fig. 6b, c), highlighting a selective suppressive effect of Ruxo in the latter. Given that JAK1/2 were activated in IFNγR1^KO^ cells at the baseline (Fig. 3), we asked if IFNγR1^KO^ cells were more sensitive to Ruxo-induced cell killing. To this end, we first titrated out effective doses of Ruxo at suppressing JAK1/2 in scrambled control and IFNγR1^KO^ cells, based on suppression of p-STAT1/3 derived from a brief stimulation of IFN-α (Note: this was necessary for a ready detection of p-STAT1/3, given the low basal level of p-STAT1/3 in these cells). As shown in Supplementary Fig. 6a, Ruxo already showed significant suppression of p-STAT1/3 at 10 nM and at 1 μM, completely blocked induced p-STAT1/3 by IFN-α. However, no appreciable killing of scrambled control and IFNγR1^KO^ cells by Ruxo (10 nM–1 μM) was observed (Supplementary Fig. 6b), neither did it cause differential suppression of colony formation between these two cell types in a 7-day colony forming assay (Supplementary Fig. 6c). These data indicate that the selective suppression of IFNγR1^KO^ melanoma by Ruxo is unlikely a result of the preferential killing of IFNγR1^KO^ cells by Ruxo.

**Fig. 6:**
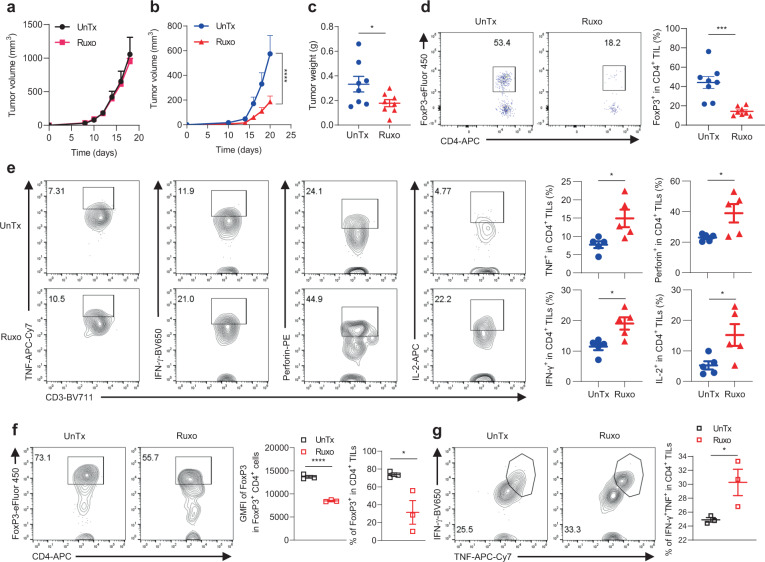
Ruxo suppresses IFNγR1^KO^ but not scrambled control melanomas. **a** Growth of scrambled control melanomas in B6 mice treated with vehicle (UnTx, *n* = 5) or with Ruxo (90 mg/kg by oral gavage twice daily) (*n* = 5) for 10 days. **b**–**e** B6 mice bearing IFNγR1^KO^ melanoma were treated as in **a**. **b** Tumor growth**:** *n* = 8 per group; ****p = 0.0002 by two-way ANOVA with Šídák’s multiple comparisons test. **c** Tumor weights at euthanization (*n* = 8 per group; *p = 0.0422). Isolated TILs from these mice were analyzed for frequency of FoxP3^+^ T_reg_ (**d**) (*n* = 8 per group; ****p = 0.0003) and cytokine production of TNF, IFN-γ, Perforin, and IL-2 in CD4^+^ TILs (**e**) (*n* = 5 per group; *p = 0.0233 for TNF; *p = 0.011 for IFN-γ; *p = 0.0311 for Perforin; *p = 0.0319 for IL-2) after a brief stimulation with PMA and ionomycin. **f**, **g** Isolated TILs were cultured with 100 U/mL IL-2, ±1 μM Ruxo, for 3 days, to analyze FoxP3^+^ T_reg_ (**f**) (*n* = 3 per group; *p = 0.0346; ****p = 0.00009) and IFN-γ/TNF production (**g**) (*n* = 3 per group; *p = 0.0488) in CD4^+^ TILs after a brief stimulation with PMA and ionomycin by flow cytometry (FACS strategy 3). A two-sided Student’s *t*-test was used in **c**–**g** for statistical analyses. The scatter plots and line graphs depict means ± SEM. Source data are provided in the Source Data file.

Next, we wondered if Ruxo treatment of IFNγR1^KO^ melanoma could render TILs more functional. To this end, single-cell suspensions prepared from untreated and Ruxo-treated IFNγR1^KO^ melanomas were analyzed. In line with the fact that Ruxo is a well-established JAK1/2 inhibitor, we observed the expected suppression of p-JAK2 and p-STAT3 in tumor (CD45^−^) cells by Ruxo (Supplementary Fig. 6d). Interestingly, Ruxo resulted in a pronounced reduction of T_reg_ in CD4^+^ TILs (Fig. 6d) and a milder but still significant reduction in CD4^+^ splenocytes (Supplementary Fig. 6e), consistent with previously reported Ruxo suppression of T_reg_ in humans^50^ and mice^51^. Moreover, Ruxo increased TNF, IFN-γ, perforin, and IL-2 production by CD4^+^ TILs (Fig. 6e), essential effector molecules in anti-tumor immunity; similar increases of IFN-γ (Supplementary Fig. 6f), perforin (Supplementary Fig. 6g), and GzmB (Supplementary Fig. 6h) were also noticed in CD8^+^ TILs. Intrigued by these prominent in vivo Ruxo effects on TILs, we asked if Ruxo could directly reprogram TILs in vitro. To this end, TILs isolated from untreated melanomas were cultured with 100 U/mL IL-2, ±1 μM Ruxo (a concentration with potent suppression of p-STAT1/3 in vitro) for 3 days and then analyzed for FoxP3 expression (Fig. 6f) and production of IFN-γ/TNF (Fig. 6g). Although not as striking as the in vivo effects, this in vitro Ruxo regimen nevertheless reduced FoxP3 expression and enhanced effector function of TILs. Considering the reported on-target suppressive effects of Ruxo on MPN-associated splenomegaly that could ensue potential toxicity on mature T cells^52^, we assessed the abundance of CD4^+^ and CD8^+^ T cells in the spleens and did not observe overt reduction (Supplementary Fig. 6i), suggesting negligible toxicity from this short-term Ruxo therapy. Because our results revealed minimal direct killing of tumor cells and substantial modulation of TILs by Ruxo, we posit that Ruxo relies on TILs to mediate its efficacy.

### T cells and host TNF signaling control Ruxo efficacy

To directly assess the importance of T cells in Ruxo therapy, we treated IFNγR1^KO^ melanoma-bearing mice with anti-CD4 and anti-CD8 neutralizing antibodies prior to and during Ruxo therapy. Strikingly, deletion of either CD4^+^ or CD8^+^ T cells completely abolished Ruxo efficacy (Fig. 7a), supporting a pivotal role of T cells in orchestrating therapeutic effects of Ruxo. Next, we wanted to delineate the molecular mechanism(s) underscoring Ruxo efficacy. To this end, we focused on TNF for the following considerations: (1) TNF has long been regarded as an important effector molecule in mediating tumor necrosis^53^ and has been previously shown to be important in anti-tumor immune responses^54^. (2) TNF has been reported to suppress T_reg_ in both mouse and human systems^55,56^, which coincides with the prominent effect of Ruxo therapy (Fig. 6d and S6e), implying an intricate connection between Ruxo and TNF. (3) Both Ruxo and anti-CTLA-4 induced prominent production of TNF by TILs (Figs. 2c, S2a, and Fig. 6e). Because Ruxo was systemically administered in our study, we further assessed if Ruxo impacted TNF production by other immune cells such as intratumoral CD8^+^ T cells (Supplementary Fig. 7a), dendritic cells (DCs: CD11c^+^MHC-II^+^, Supplementary Fig. 7b), and macrophages (CD11b^+^F4/80^+^, Supplementary Fig. 7c). Interestingly, no increase of TNF production by these immune cells was induced by Ruxo, suggesting a selective promotion of TNF production by Ruxo in CD4^+^ TILs. Despite these seemingly dispensable effects of Ruxo on TNF production in these immune cells, they (in particular, CD8^+^ TILs and macrophages, and likely, other immune cells) still produce an abundant amount of TNF, highly comparable to that of CD4^+^ TILs (Fig. 6e), which can contribute to the overall T cell-dependent anti-tumor responses elicited by Ruxo therapy. To directly examine how the host TNF signaling affects Ruxo efficacy, we inoculated TNF^−/−^ mice lacking TNF in host cells, including immune cells (T cells, myeloid cells, etc.), with IFNγR1^KO^ melanoma cells, followed by Ruxo treatment. In contrast to the significant suppression of IFNγR1^KO^ melanomas by Ruxo in B6 mice (Fig. 6b), Ruxo was unable to suppress IFNγR1^KO^ melanoma in TNF^−/−^ mice (actually, reversed) (Fig. 7b, c), highlighting a crucial role of host TNF signaling in this process. To assess whether TNF deficiency abrogates Ruxo modulatory effects on TILs, we analyzed TILs from TNF^−/−^ mice treated with Ruxo and did not observe Ruxo-driven depletion of T_reg_ (Fig. 7d). Also, there was no increase of IFN-γ production by CD4^+^ TILs (Fig. 7e) and CD8^+^ TILs (Supplementary Fig. 7d). Similar findings were noticed for IL-2 production by CD4^+^ (Fig. 7f) and CD8^+^ TILs (Supplementary Fig. 7e). Considering the potentially detrimental effects from chronic TNF deficiency in TNF^−/−^ mice, we took a complementary approach by temporarily blocking TNF with in vivo anti-TNF neutralizing antibodies. We treated mice before tumor inoculation and throughout the duration of Ruxo therapy. As shown in Supplementary Fig. 7f, like TNF^−/−^ mice, in vivo neutralization of TNF also largely abolished the therapeutic effects of Ruxo. Lastly, considering the well-recognized role of TNF in inducing tumor necrosis, we determined if TNF could induce greater killing of IFNγR1^KO^ melanoma cells as an additional underlying mechanism, in addition to the aforementioned immunomodulatory effects. To this end, both scrambled control and IFNγR1^KO^ cells were treated with TNF in vitro. Surprisingly, no obvious killing was seen, even when TNF was used at a supraphysiologically high dose (10,000 U/mL) (Supplementary Fig. 7g), suggesting that direct killing of tumor cells by TNF may not be important for Ruxo efficacy. In sum, these results indicate that Ruxo selectively suppresses the growth of IFNγR1^KO^ melanoma in a T cell and TNF-dependent manner.

**Fig. 7:**
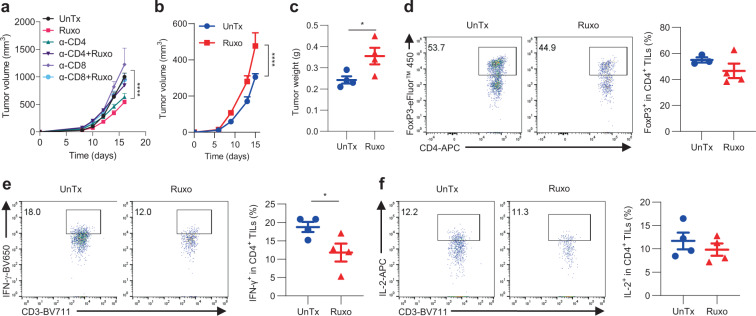
Ruxo-induced suppression of IFNγR1^KO^ melanomas relies on T cells and host TNF. **a** Growth of IFNγR1^KO^ melanomas in B6 mice treated with Ruxo, ±neutralizing antibodies against CD4^+^ (α-CD4) or CD8^+^ (α-CD8) T cells (*n* = 5 for UnTx, *n* = 5 for Ruxo, *n* = 10 for α-CD4, *n* = 10 for α-CD4+Ruxo, *n* = 9 for α-CD8, *n* = 5 for α-CD8+Ruxo). ****p = 0.00007 by two-way ANOVA with Tukey’s multiple comparisons test (with adjustment). **b**–**f** TNF^−/−^ mice bearing IFNγR1^KO^ melanoma were treated with vehicle (UnTx, *n* = 4) or Ruxo (*n* = 4) (90 mg/kg by oral gavage twice daily) for 10 days. **b** Tumor growth (***p = 0.0007 by two-way ANOVA with Šídák’s multiple comparisons test with adjustment). **c** Tumor weights at euthanization (*p = 0.0391) were shown. Isolated CD4^+^ TILs from these mice were analyzed for FoxP3^+^ T_reg_ frequencies (**d**) and production of IFN-γ (**e**) (*p = 0.0473) and IL-2 (**f**) after a brief PMA and ionomycin stimulation by flow cytometry (FACS strategy 3). A two-sided Student’s *t*-test was used in **c**–**f** for statistical analyses. Representative results from two independent experiments are shown as means ± SEM in the scatter plots and line graphs. Source data are provided in the Source Data file.

## Discussion

Paradigm-shifting ICBs have brought great promises to patients with advanced melanoma, a tumor type that had been largely incurable until the approval of anti-CTLA-4 in 2011. However, therapeutic resistance to ICBs is common^8^ and the loss of IFN-γ signaling in melanoma cells has been reported to be a major mechanism of resistance^9–14^. Given this key information, little is known about why this resistance occurs and how to overcome it. Here, we identify that melanomas defective of IFN-γ signaling are not only resistant to IFN-γ-induced cell death but also have reduced infiltration of CD8^+^ T cells and lack of anti-CTLA-4 induced functional rejuvenation of TILs, posing a dual resistance to ICBs. Surprisingly, IFNγR1^KO^ melanomas harbor an aberrantly active mTOR-JAK1/2 axis, which, when targeted with an FDA-approved JAK1/2 inhibitor Ruxo, results in potent and selective suppression of IFNγR1^KO^ but not scrambled control melanomas, in a T cell and host TNF-dependent fashion. Moreover, human melanomas with attenuated IFN-γ signaling or ICB resistance exhibit reduced expression of T cell signature genes and alteration of target genes downstream of mTOR and JAK1/2 pathways, suggestive of their activation. Our results herein establish an important role of tumor IFN-γ signaling in modulating TILs and manifest a potential “targeted” therapy for ICB-resistant IFNγR1^KO^ melanomas.

Tumors lacking functional IFN-γ signaling have been shown to evade endogenous immunosurveillance^57–59^ and anti-tumor immunity elicited by ICBs^9,10^. However, it is unknown whether tumor-intrinsic IFN-γ signaling modulates TILs. On one hand, IFN-γ, by upregulating MHC molecules and activating tumor antigen processing and presentation machinery^60–64^, promotes anti-tumor immunity; on the other hand, it can also suppress anti-tumor immunity by inducing various regulatory mechanisms such as PD-L1 upregulation in stromal and tumor cells^65^. We observed a pronounced reduction of both MHC molecules and PD-L1 in IFNγR1^KO^ melanoma, albeit the former being more pronounced. Our study corroborates an early pioneering study by Bob Schreiber and colleagues, which demonstrated that IFNγR1 truncation in methA fibrosarcoma decreased tumor immunogenicity and responsiveness to LPS therapy^59^. Although our results suggest that lack of inducible PD-L1 upregulation in IFNγR1^KO^ melanomas has a seemingly nonessential role in promoting TILs, this is likely a context-dependent finding, as incongruous results have been reported for the importance of tumor PD-L1 in anti-tumor immunity^66–68^. Given these findings of reduced T cell infiltration and function in IFNγR1^KO^ melanoma, it would be interesting to delineate the specific molecular and biochemical mechanisms underlying the immunomodulation of TILs by tumor IFN-γ signaling in the future. For example, what is the role of MHC downregulation in this process? How would tumor cell-intrinsic IFN-γ signaling regulate stemness, survival, and metabolic fitness of tumor cells, as these features have been associated with therapeutic resistance^45^ and suppression of TILs’ function^69^? To this end, a recent study showed that melanoma cells defective of IFN-γ signaling outgrew wild-type tumor cells when treated with anti-PD-1^70^, indicating a survival advantage of IFNγR1^KO^ cells.

We identified a JAK1/2-centered network of constitutively active PTKs in IFNγR1^KO^ melanomas, which offers a “personalized” therapeutic target that can be harnessed to treat these ICB-resistant melanomas. Indeed, short-term Ruxo therapy selectively suppressed IFNγR1^KO^ melanomas, coupled with improved TILs’ effector function and reduced frequency of intratumoral T_reg_. Our results established an essential role of T cells and host TNF signaling in governing Ruxo efficacy. Although we observed that Ruxo selectively promoted TNF production by CD4^+^ TILs but not by CD8^+^ TILs and myeloid cells (i.e., macrophages and DCs), it is noteworthy to mention that those immune cells (esp., CD8^+^ TILs and macrophages) produced abundant and comparable amount of TNF to that of CD4^+^ TILs (if not higher), which can in turn act on TILs, in an autocrine or paracrine manner, to mediate therapeutic effects of Ruxo. Additionally, other immune cells such as γδ T cells, iNKT, NK cells, and innate lymphoid cells (ILCs) can also produce an ample amount of TNF that can be regulated by Ruxo. Additional mechanistic studies using mice with selective deletion of TNF in different immune cell populations (e.g., CD4^+^ T cells, CD8^+^ T cells, DCs, macrophages, and other immune cells) are needed to explicitly pinpoint the major cellular sources of TNF that underscore Ruxo efficacy. Importantly, Ruxo has been utilized preclinically to treat solid tumors, with promising effects reported in ovarian cancer by suppressing stemness^45^, in aggressive carcinoma by antagonizing TGF-β-induced production of leukemia inhibitory factor^46^, and in KRAS-driven lung adenocarcinoma by decreasing tumor-promoting chemokines, cytokines, as well as immunosuppressive myeloid-derived suppressor cells^71^. Here, we report that Ruxo can be also utilized to overcome ICB resistance derived from tumor loss of IFN-γ signaling. Currently, Ruxo is being clinically tested in patients with advanced solid tumors (NCT02646748), non-small cell lung cancer (NCT02917993), and triple-negative breast cancer (NCT02876302)^47^. Our results justify further testing of Ruxo in patients with advanced melanoma that are resistant to ICBs, which accounts for ~75% of all patients^9^. Although our short-term Ruxo therapy was effective and did not incite overt immunosuppressive toxicity, we argue that it likely needs to be combined with other therapeutic modalities to achieve a long-term cure. To this end, preclinical studies have shown that JAKi can improve the therapeutic efficacy of radiotherapy^72–75^, and when rationally combined with other chemotherapies or oncolytic virus immunotherapy, induce synergistic effects in different types of cancer^76–78^.

Interestingly, a similar counterintuitive reactivation of the JAK-STAT pathway was previously identified in MPN cells that were chronically treated with JAK2 inhibitor^49^. Perhaps, long-term JAK inhibition and the chronic functional deficiency (as in IFNγR1^KO^ melanoma) would engage other mechanisms to reactivate this essential pathway to sustain crucial functions such as cell division and differentiation^23^. We show here that the augmented mTOR pathway represents such a key compensatory mechanism, resulting in JAK1/2 activation in IFNγR1^KO^ melanoma. However, how IFNγR1^KO^ activates the PI3K-Akt-mTOR axis remains to be delineated. In a patient with myelodysplastic syndrome, the constitutively active fusion protein TEL-Syk is associated with activated PI3K-AKT^79^. And, ectopic knock-in of TEL-Syk or overexpression of Syk in various lymphoma cells^80^ directly leads to activation of mTOR. Although our kinomic studies revealed active Syk, unfortunately, additional WB analyses showed that p-Syk was extremely low and did not show significant differences between scrambled control and IFNγR1^KO^ cells. Future studies with genetic knockdown/knockout of Syk may be worth pursuing to directly pinpoint its involvement in mTOR activation. In addition, our phosphoproteomic studies identified activation of ErbB signaling as a top hit in IFNγR1^KO^ melanoma, which is known to feed signals into the PI3K-Akt-mTOR pathway^32^ and may represent a potential underlying mechanism of mTOR activation. As we recently described^23^, as principal gatekeepers of various cellular signaling pathways, JAK1/2 are delicately regulated at different levels, including post-translational modifications, inhibitory function of the pseudokinase domain, as well as many regulators such as phosphatases, Protein Inhibitors of Activated STAT (PIAS) that inhibit STAT-DNA binding, and suppressor of cytokine signaling (SOCS)^81^. It would be interesting to investigate how the IFNγR1^KO^-mTOR axis affects these regulatory mechanisms in the future, especially the activity of protein tyrosine phosphatases (PTPs) to mediate activation of JAK1/2.

In summary, we demonstrate that ICB-resistant melanomas lacking IFN-γ signaling have reduced infiltration and effector function of TILs but exhibit an aberrantly active mTOR-JAK1/2 axis. Inhibiting activated JAK1/2 with Ruxo induces selective suppression of IFNγR1^KO^ melanomas, providing a “targeted” therapy to treat these ICB-resistant melanomas. Ruxo relies on T cells and host TNF signaling but not direct killing of tumor cells to exert its selective efficacy. Since Ruxo is clinically approved to treat MPN and is actively being tested preclinically and clinically in solid tumors^47^, our findings lay a solid foundation for additional clinical testing of Ruxo in patients with advanced melanoma resistant to ICBs, which can be repurposed to overcome ICB resistance, a pressing unmet medical need.

## Methods

### Mice and cell lines

Seven-week-old C57BL/6 (Stock No: 000664), Rag-1^−/−^ (Stock No: 002216), and TNF^−/−^ (Stock No: 005540) mice were purchased from The Jackson Laboratory (Bar Harbor, ME) and housed in specific pathogen-free conditions in the animal facility of The University of Alabama at Birmingham (UAB) under 12 h/12 h light/dark cycle, ambient room temperature (22 °C) with 40–70% humidity. The animal protocol (APN-21945) was approved by Institutional Animal Care and Use Committee at UAB. All tumor-bearing mice were humanely euthanized prior to their tumors reaching the maximally allowed tumor size (20 mm in diameter) in our animal protocol. The B16-BL6 murine melanoma cells were kindly provided by Dr. I. Fidler at MD Anderson Cancer Center and cultured with MEM supplemented with 10% FBS, 2 mM l-glutamine, 1 mM sodium pyruvate, 1% nonessential amino acids, 1% vitamin, 100 units/mL of penicillin and 100 µg/mL of streptomycin (all from Invitrogen) in a humidified 37 °C incubator with 5% CO_2_. B16-BL6 IFNγR1^KD^ and scrambled control cells were similarly maintained and used as we previously described^9^. All cells were regularly tested using the MycoAlert detection kit (Lonza, LT07-118) and kept free of mycoplasma.

### Generation of genetically engineered cell lines

Gene knockout cell lines were generated using CRISPR-Cas9 technology, as we previously described in ref. 82. Briefly, single guide RNA sequences (sgRNAs) were inserted into the lentiCRISPR v2 plasmid (Addgene, #52961). Lentiviruses were packaged by co-transfecting 293 T cells with lentiCRISPR v2, pMD2.G (Addgene, #12259), and psPAX2 (Addgene, #12260). B16-BL6 cells were then transduced with lentiviruses containing scramble sgRNAs (5′-GCACTACCAGAGCTAACTCA-3′, targeting GFP) or sgRNAs against genes of interest. Cells were then selected with 2 µg/mL of puromycin and then seeded on 96-well-plates at ~1 cell per well. The grown single clones were then screened based on PD-L1 expression after IFN-γ and IFN-α stimulation for IFNγR1^KO^ and IFNαR1^KO^, respectively, with further confirmation of their IFNγR1 and IFNαR1 expression by flow cytometry. 

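Both sites were located in GENCODE release M21 of GRCm38 by matching the guides to the transcripts. The site of sgRNA #2, TGGAGCTTTGACGAGCACTG, spans positions 19592157 to 19592176 of chromosome 10, on the strand of the gene. It is followed by the motif AGG, and a cut is expected between 19592173 and 19592174. It lies in exon 1 of 7 of the protein-coding transcript and covers codons 24 to 31 of 477. The sequence around it in the exon is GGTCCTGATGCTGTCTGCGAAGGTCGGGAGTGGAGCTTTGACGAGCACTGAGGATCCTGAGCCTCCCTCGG. The site of sgRNA #5, AGCTGGCAGGATGATTCTGC, spans 19592103 to 19592122 on the same strand, is followed by TGG, and covers codons 6 to 13 of the same exon. The cut is expected between 19592119 and 19592120. The text does not name the guide of the sequenced IFNγR1 KO cells.

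**Figure D3:**
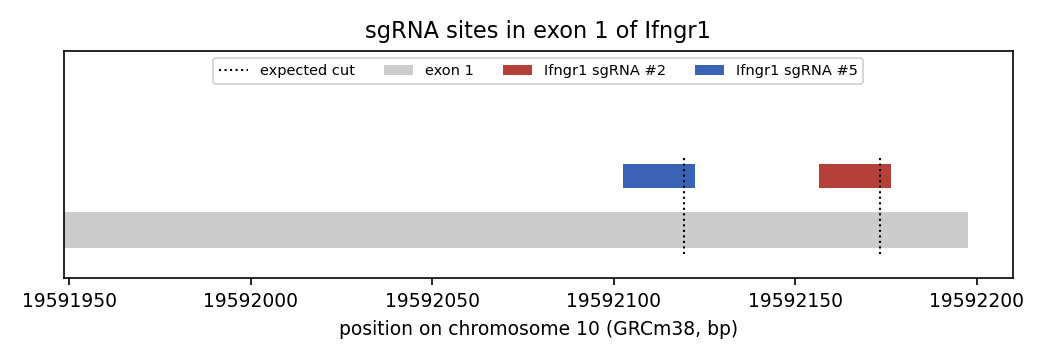
Position on chromosome 10 (horizontal axis, base pairs) of the sites of sgRNA #2 and sgRNA #5, with exon 1 of Ifngr1 as a grey bar and the expected cuts as dotted lines. Both sites lie in exon 1, which ends at 19592197.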

Used sgRNAs against mouse *Ifngr1* were sgRNA #2 (5′-TGGAGCTTTGACGAGCACTG-3′) and sgRNA #5 (5′-AGCTGGCAGGATGATTCTGC-3′). 

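Ifnar1 lies on chromosome 16 of GRCm38 from 91485238 to 91507441. The site of its sgRNA #1, TCAGTTACACCATACGAATC, spans 91495260 to 91495279 on the strand of the gene, is followed by TGG, and covers codons 163 to 169 of 590 in exon 4 of the protein-coding transcripts. The site of its sgRNA #2, GCTTCTAAACGTACTTCTGG, lies on the opposite strand from 91495163 to 91495182, is followed by GGG, and covers codons 131 to 137 of the same exon. That exon spans 91495149 to 91495303.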

Used sgRNAs against mouse *Ifnar1* were sgRNA #1 (5′-TCAGTTACACCATACGAATC-3′) and sgRNA #2 (5′-GCTTCTAAACGTACTTCTGG-3′). For mTOR knockdown, lentiviruses containing shRNAs against mouse mTOR or scramble shRNA were purchased from Santa Cruz Biotechnology (#sc-35410-V). Transduction of scrambled control or IFNγR1^KO^ B16-BL6 cells were performed following the manufacturer’s instructions. Briefly, cells were seeded to 6-well-plate and cultured until ~70% confluency. Ten microliters of scramble or shmTOR lentivirus were added to the medium containing 8 μg/mL of polybrene from Santa Cruz Biotechnology (#sc-134220). Forty-eight hours later, cells were transferred to a 10-cm plate and selected with 2 μg/mL puromycin until no further cell death was observed with puromycin selection. Successfully transduced cells are maintained in a medium containing 1 μg/mL puromycin. mTOR knockdown was confirmed by WB. For IFNγR1 restoration, we subcloned mouse *Ifngr1* cDNA to pLenti CMV GFP Puro between BamH I and Sal I restriction enzyme sites. Lentiviruses were packaged by co-transfection with pMD2.G and psPAX2. Scrambled control and IFNγR1^KO^ cells were transduced with lentiviruses, selected under 2 μg/mL puromycin, and maintained in medium containing 1 μg/mL puromycin. In some experiments, scrambled control and IFNγR1^KO^ B16-BL6 cells were seeded on a six-well-plate, left untreated, or treated with 10 and 50 μg/mL of anti-IL-6 (Bio X Cell, clone MP5-20F3, #BE0046) or anti-IL-6R (Bio X Cell, clone 15A7, #BE0047,) antibodies for 48 h, and then lysed for WB analysis of phospho-JAK2 (see WB section below). To prove effective blocking with anti-IL-6 and anti-IL-6R, we treated B16-BL6 cells with IL-6 (100 ng/mL; Biolegend, #575702) in the presence or absence of 10 μg/mL anti-IL-6/IL-6R antibodies; harvested cell lysates were analyzed for phospho-STAT3 (see WB section below).

### In vivo tumor inoculation and treatment

Seven-week-old C57BL/6 or Rag-1^−/−^ mice were shaved and inoculated in the right flanks with 1.25 × 10^5^ of B16-BL6 cells intradermally on day 0. Mice were left untreated or treated with anti-CTLA-4 (Bio X Cell, clone 9H10, #BE0131) intraperitoneally (i.p.) on days 3, 6, and 9 with 200, 100, and 100 µg per mouse, concurrently with vaccination using GVAX (GM-CSF-expressing B16-BL6 cells irradiated for 150 Gy), as we previously reported in ref. 9. C57BL/6 and TNF^−/−^ mice bearing palpable melanoma were treated with Ruxolitinib (LC Laboratories, #R-6600) by oral gavage (reconstituted evenly in ORA-Plus Suspending Vehicle), twice daily at 90 mg/kg for 10 days. In vivo TNF blocking (Bio X Cell, clone XT3.11, #BE0058) was initiated 1 day before tumor inoculation at a dose of 250 µg per mouse by i.p. and repeated every three days until mice were euthanized. In vivo neutralizing antibodies against CD4 (Bio X Cell, clone GK1.5, #BE0003-1) and CD8 (Bio X Cell, clone 2.43, #BE0061) was given at a dose of 250 µg per mouse by i.p. 1 day prior to tumor inoculation and on days 1, 3, and 10 post tumor inoculation. Tumors were measured by caliper every other day starting from day 6 and tumor volumes (mm^3^) were calculated using the formula (0.52 × length × width^2^). The tumor-bearing mice were sacrificed when the tumor reached 20 mm in diameter. Tumors and spleens were collected at indicated times, and tumor weights were recorded.

### TILs isolation and splenocyte preparation

Tumors were collected in ice-cold RPMI 1640 containing 2% FBS and minced into fine pieces, followed by digestion with 400 U/mL collagenase D (Worthington Biochemical Corporation, #LS004186) and 20 µg/mL DNase I (Sigma, #10104159001) at 37 °C for 40 min with periodic shaking. EDTA (Sigma, #1233508) was then added to the final concentration of 10 mM to stop digestion. Cell suspensions were filtered through 70 µM cell strainers, and TILs were obtained by collecting the cells in the interphase after Ficoll (MP Biomedicals, #091692254). Spleens were collected in ice-cold HBSS containing 2% FBS to prepare single-cell suspensions after lysis of red blood cells and filtering with 70 µM nylon mesh. Both TILs and splenocytes were resuspended in complete Click’s culture medium (Irvine Scientific, #9195-500 mL) for flow cytometric analyses. In some experiments, isolated TILs were cultured with 100 U/mL IL-2, with or without 1 μM Ruxo for 3 days and analyzed for FoxP3 expression and production of IFN-γ/TNF by flow cytometry, as described below.

### Flow cytometric analysis

Surface staining of TILs and splenocytes was done in DPBS containing 2% BSA for 30 min on ice. To analyze FoxP3, following surface staining, cells were fixed using the Foxp3/Transcription Factor Staining Buffer Set (Invitrogen, #00-5523-00) and stained for FoxP3, according to the manufacturer’s instructions. To detect intracellular cytokines, cells were briefly stimulated for 4–5 h with Phorbol 12-myristate 13-acetate (PMA, final concentration: 50 ng/mL; Sigma, #P8139-5MG) plus ionomycin (final concentration: 1 μM; Sigma, #I0634-1MG) in the presence of monensin (BD Biosciences, #51-2092KZ) (for the last 2 h). Stimulated cells were stained with surface markers, fixed using the BD Cytofix/Cytoperm Plus Fixation/Permeabilization Kit (BD Biosciences, #554715), and stained for cytokines according to the manufacturer’s instructions. Antibodies used include Aqua fixation LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (1:200, Thermo Fisher, #L34966), CD4-BV421 (1:200, clone RM4-5, BioLegend, #100544), CD8-BV786 (1:200, clone 53-6.7, BD Biosciences, #563332), CD45- PerCP-Cyanine5.5 (1:200, clone 30-F11, Thermo Fisher, #45-0451-82), CD11b-PE (1:200, clone M1/70, BioLegend, #101208), CD11c-APC (1:200, clone N418, BioLegend, #117310), F4/80-BV785 (1:200, clone BM8, BioLegend, #123141), TCRβ-APC Cy7 (1:200, clone H57-597, BioLegend, #109220), CD3-BV711 (1:200, clone 145-2C11, BioLegend, #100349), IFNγR1-BV605 (1:200, clone GR20, BD Biosciences, #745111), IFNαR1-APC (1:200, clone MAR1-5A3, BioLegend, #127313), PD-L1-APC (1:200, clone 10 F.9G2, BioLegend, #124312), MHC I-BV650 (1:200, clone SF1-1.1, BD Biosciences, #742434), MHC II-BV785 (1:200, clone M5/114.15.2, BioLegend, #107645), FoxP3-eFluor™ 450 (1:100, clone FJK-16s, Thermo Fisher, #48-5773-82), Perforin-PE (1:100, clone S16009A, BioLegend, #154306), TNF-APC Cy7 (1:100, MP6-XT22, BioLegend, #506344), PD-1-APC (1:100, clone RMP1-30, Thermo Fisher, # 17-9981-82), CD73-BV605 (1:200, clone TY/11.8, BioLegend, #127215), Granzyme B-FITC (1:100, clone QA16A02, BioLegend, #372206), IFN-γ-BV650 (1:100, clone XMG1.2, BioLegend, #505832), IL-2-BV711 (1:100, clone JES6-5H4, BioLegend, #503837), phospho-JAK2 (Tyr 1007/Tyr 1008)-APC (1:100, clone E132, Abcam, #ab200340) and phosphor-STAT3 (Tyr705)-FITC (1:100, clone LUVNKLA, Thermo Fisher, #11-9033-42). For cell apoptosis analysis, cells treated with or without IFN-γ (100 U/mL), IFN-α (100 ng/mL), Ruxo (10–1000 nM), and TNF (100–10,000 U/mL) were washed once with DPBS and then washed again with 1× Annexin V binding buffer. Afterward, cells resuspended in the Annexin V binding buffer were stained with Annexin V (1:50, Thermo Fisher, #17-8007) and 7-AAD (1:200, Sigma, #129935) for 30 min at room temperature. For cell proliferation analysis, cells were pre-labeled with 4 μM CellTrace Violet (CTV, Thermo Fisher, #C34557) by incubating for 20 min with periodic mixing. After incubation, cells were washed twice with a complete culture medium to remove soluble CTV. CTV-labeled tumor cells (10,000 cells) were seeded onto a six-well plate to evaluate cell proliferation (CTV dilution) after being cultured in a hypoxic (1% O_2_) and a normoxic (21% O_2_) incubator for 72 h, in the absence and presence of IFN-γ (100 U/mL). All the flow cytometric data were acquired using the built-in software of the Attune NxT Flow Cytometer (Invitrogen, A24860) from Thermo Fisher. Flow cytometric data were analyzed using FlowJo (version 10.8.1).

### Western blot (WB)

Western blot was performed, as previously described in ref. 82. Briefly, 0.5 millions of scrambled and IFNγR1^KO^ B16-BL6 tumor cells were seeded onto a 6-cm-plate and cultured for 24 h. Cells were washed with cold DPBS twice before lysed with M-PER buffer (Thermo Scientific, #78501) containing proteinase inhibitors cOmplete (Roche, #11836170001) and phosphatase inhibitors (Sigma, P2850, and P5726) directly on the plate. Lysates were then collected and transferred to 1.5 mL Eppendorf tubes and briefly sonicated. Protein concentration was determined by BCA quantification (Thermo Scientific, #23225). Fifty µg of total proteins were loaded onto each lane of a 10% SDS-PAGE gel; after electrophoresis, proteins on the gel were transferred to 0.22 µm of nitrocellulose membrane (Bio-Rad, #1620112) in a sponge sandwich. Membranes were then blocked with 5% of non-fat milk (Bio-Rad, #170-6404) and probed with primary antibodies overnight on a shaker in a cold room. After that, membranes were washed and incubated with HRP-conjugated secondary antibodies at room temperature for 1 h. The membranes were then incubated with Western HRP substrate (Millipore, WBLUR0500) for 2–5 min before imaging with an X-ray film. For p-STAT1/3 detection, substantially more total proteins (100 µg and above) were loaded onto each lane of the gel and membranes were exposed for a much longer time (20 min or longer) to enhance the signals. About 100 U/mL IFN-γ was added for the last 15 min for JAK-STAT signaling activation and phospho-JAK2 was detected. Cells were treated with or without 10 μM of Ruxo for 30 min or 1 h, 0–1000 nM of Ruxo for 2.5 h and 10 ng/mL of IFN-α for the last 15 min, 1 μM of Rapamycin for 3 h, or 0–100 ng/mL of IFN-α for 15 min as indicated in individual experiments. For supernatant treatment experiments, supernatants collected from ~70% confluent cultures of scrambled control and IFNγR1^KO^ cells were spun down, filtered with 0.22 μm PVDF membrane, and used to treat cells for 24 h. The antibodies used for WB are: phospho-JAK1 (Tyr 1022) (1:1000, Santa Cruz Biotechnology, polyclonal, #sc-101716), total-JAK1 (1:1000, Santa Cruz Biotechnology, clone HR-785, #sc-277), phospho-JAK2 (Tyr 1007/Tyr 1008) (1:1000, Santa Cruz Biotechnology, polyclonal, #sc-16566-R), total-JAK2 (1:1000, Santa Cruz Biotechnology, clone C-10, #sc-390539), phospho-AKT (Ser473) (1:1000, Cell Signaling Technology, polyclonal, #9271), total-AKT (1:1000, Cell Signaling Technology, polyclonal, #9272), phospho-4EBP1 (Thr37/46) (1:5000, Cell Signaling Technology, clone 236B4, #2855), phospho-STAT1 (Tyr701) (1:1000, Cell Signaling Technology, clone 58D6, #9167), total-STAT1 (1:1000, Cell Signaling Technology, polyclonal, #9172), phospho-STAT3 (Tyr705) (1:1000, Cell Signaling Technology, D3A7, #9145), total-STAT3 (1:1000, Cell Signaling Technology, 79D7, #4904), phospho-Syk (Tyr525/526) (1:1000, Cell Signaling Technology, C87C1, #2710), phospho-ZAP70 (Tyr493) (1:1000, Cell Signaling Technology, polyclonal, #2704 T), phospho-EphA3 (Tyr779) (1:1000, Cell Signaling Technology, D10H1, #8862 S), mTOR (1:1000, Cell Signaling Technology, clone 7C10, #2983), and β-actin (1:10000, Santa Cruz Biotechnology, #sc-47778 HRP). β-actin was run on the same blot with proteins of interest. Uncropped and unprocessed scans of all blots were provided in the Source Data file.

### RT-PCR

Total RNAs were extracted from scrambled control and IFNγR1^KO^ cells using the RNeasy Plus Mini kit (QIAGEN, #74136). First-strand cDNAs were synthesized by SuperScript III reverse transcriptase (Invitrogen, # 11752250). Quantitative RT-PCR was performed on Bio-Rad One-step with primers synthesized by IDT. Primers used were *Irf-1* (Forward: 5′-CAGAGGAAAGAGAGAAAGTCC-3′; Reverse: 5′-CACACGGTGACAGTGCTGG-3′), *Il-6* (Forward: 5′-CTGCAAGAGACTTCCATCCAG-3′; Reverse: 5′-AGTGGTATAGACAGGTCTGTTGG-3′), *Il-6r* (Forward: 5′-GCCCAAACACCAAGTCAACT-3′; Reverse: 5′-TATAGGAAACAGCGGGTTGG-3′), IFNαR1 (Forward: 5′-CATGTGTGCTTCCCACCACT-3′; Reverse: 5′-TGGAATAGTTGCCCGAGTCC-3′). β-actin was used as the housekeeping gene (Forward: 5′- CATTGCTGACAGGATGCAGAAGG-3′; Reverse: 5′-TGCTGGAAGGTGGACAGTGAGG-3′). The gene expression level was calculated using the 2^−∆∆CT^ method.

### Colony formation assay

Three hundred scrambled control and IFNγR1^KO^ B16-BL6 cells per well were seeded on six-well plates; triplicates were set up for each condition. About 100 nM or 100 nM of Ruxo or an equal volume of solvent (DMSO) were added to cells after seeding. Cells were cultured for 7 days following crystal violet staining. Stained cells were washed with DPBS and dried on filter paper for photographs.

### Kinomic analysis

Kinomic profiling was performed in the UAB Kinome Core. Scrambled control and IFNγR1^KO^ B16-BL6 cells were lysed on ice as described in sample preparation for WB. Lysates were loaded at 15 μg per array. Each array had a porous 3D surface imprinted with tethered phosphorylatable targets. These 12–15 amino acid targets (as listed in the attached array layout file) were imprinted as “spots” in a 12 × 12 grid. Each one of these spots had thousands of identical peptide targets, with residues that could be phosphorylated as lysates were pumped through the porous array, with phosphorylation detected with phosphor-specific FITC conjugated antibodies. After each pumping cycle, the lysate itself was pumped behind an opaque membrane, and an image of the array was captured over multiple exposure times (10, 20, 50, 100, and 200 ms). Gridding of whole array images was done with Evolve 2 image analysis software prior to import into BioNavigator, where signals by exposure slopes were calculated, multiplied by 100, and log2 transformed to generate single values per peptide, per sample. These values were used for upstream kinase identification. Specifically, peptides with acceptable curve fit and signal were used to identify upstream kinases using BioNavigator Upkin PTK v6.0. Scores derived from Kinexus (www.phosphonet.ca) for each phosphorylatable peptide residue (links in array layout file), with amino acid sequences with greater than 90% homology were queried. Kinases with PhosphoNET V2 scores greater than 300 and rank ordered in the top 12 were retained. Individually in vitro identified peptide targets of kinases on-chip from PamGene’s proprietary database were given a rank order of 0. For each kinase (*ALK*), a difference between experimental groups (*T*; mean kinase statistic [MKS]) was calculated. The sample mean $${\bar{p}}_{ij}$$ and variance $${s}_{ij}^{2}$$ of peptide *i* in each comparative group. A significance score was based on permutations of samples and measured how much *T* depends on the experimental grouping of the samples. A specificity score was based on the permutation of peptides and measured how much τ depended on the peptide to kinase mapping.

1 $${\tau }_{{KINASE}}=\frac{1}{n}\mathop{\sum }\limits_{i=1}^{n=9}\frac{{\bar{P}}_{{i}_{1}}-{\bar{P}}_{{i}_{2}}}{\sqrt{{s}_{{i}_{1}}^{2}+{s}_{{i}_{2}}^{2}}}$$

The combined overall or mean final score (MFS) was either specificity (if singlicate) or the sum of significance and specificity. Kinases identified were uploaded as seed nodes by UniProt ID to GeneGo MetaCore, where they were overlaid on literature annotated interactions, in an auto-expand network model where sub-networks were generated from the seed node list, expanded iteratively with preference given to objects with more connectivity to the initial seed nodes. The expansion was halted when the sub-networks intersected or when the network reached a selected size (*n* < 50 nodes). Networks were named by their most centric (interconnected) node.

### RNA-seq analysis

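The libraries carry the replicate numbers 1, 2 and 3 for scrambled control and 10, 11 and 12 for IFNγR1 KO cells, so no number pairs a library of one group with one of the other. Within groups, the counts of each pair of libraries differed by more than sampling noise: the chi-square over genes per degree of freedom was 2.74 between IFNγR1 KO replicates 10 and 11 and 24.7 between scrambled control replicates 1 and 3. No library was therefore treated as a repeat of another. The Pearson correlation of log2 CPM across genes was between 0.977 and 0.990 within groups.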

Scrambled control and IFNγR1^KO^ B16 melanoma cells were seeded overnight as triplicates before RNA extraction. Cells were directly lysed on the plate and total RNA was extracted immediately by RNeasy Plus Mini Kit from QIAGEN, Inc. Standard RNA-seq was performed by GENEWIZ, Inc. Briefly, total RNA was enriched with Poly A selection and sequencing was performed on the Illumina platform. For RNA-seq data analysis, paired-end transcriptome sequences were mapped to the *Mus musculus* GRCm38 reference genome available on ENSEMBL using the STAR aligner (version 2.7.5a. Read counts per gene were calculated using htseq-count in the HTseq package (version 0.11.2)^83^. 

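Of the reads listed in the deposited tables, between 46.9% and 47.7% per library were assigned to no gene, and between 46.0% and 47.0% were counted on genes. Between 3.76% and 4.61% were set aside as aligned to several places. The text does not name the strand setting of the counting. Among 46 genes that lie almost wholly inside exons of an expressed protein-coding gene on the other strand, 30 had at least 0.5 times its counts per exonic base and 12 at most 0.1 times. Genes that overlap another gene on the other strand can therefore hold its reads. Of the identifiers in the tables, 55154 were found in GENCODE release M21 of GRCm38.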

Then the read counts per gene were used for downstream differential gene expression analysis and pathway enrichment analysis. 

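DESeq2's Wald test on the deposited counts, with its own size factors and without a filter before it, called 648 DEGs at the same thresholds. Of these, 374 were higher in IFNγR1 KO cells. Both tests called 605 genes in the same direction, and 43 were called by DESeq2 only. Counts were simulated from the means, library sizes and dispersion of these libraries, with changes of 1.5 to 3 on the log2 scale. DESeq2 recovered 95.5% of the 200 changed genes. Changes between 1 and 1.5, which also count for a DEG, were not simulated.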

The analysis of differentially expressed genes (DEGs) between the scrambled control and IFNγR1^KO^ samples was performed using DESeq2 (version 1.34.0)^84^ in R (version 3.6.0). The Wald test was used to calculate the *p* values and log2 fold changes. Genes with an adjusted *p* value < 0.05 and absolute log2 fold change > 1 were considered as DEGs. 

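With a limit of 0.01 on the adjusted p, 301 DEGs were higher and 213 lower in IFNγR1 KO cells. Without adjustment, at a p under 0.05, there were 493 and 297. A log2 fold change above 2 was found for 85 DEGs, and one below -2 for 65. Of the DEGs, 396 were called in all of the 6 fits that each left out one library. The mean over all libraries was under 1 CPM for 15 DEGs.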

A volcano plot was used to show all upregulated and downregulated DEGs using the ggplot2 package (version 3.3.6) (ggplot2: Elegant Graphics for Data Analysis. Springer-Verlag New York. ISBN 978-3-319-24277-4, https://ggplot2.tidyverse.org). Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways^85^ of the DEGs were identified by enrichr package^86^ (version 3.0), a comprehensive gene set enrichment analysis tool. 

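The lists used in place of the KEGG sets give different counts by direction of the DEGs. With only the DEGs lower in IFNγR1 KO cells, the cell cycle list had an adjusted p of 5.5e-06 and the DNA replication list, with 5 DEGs, one of 0.0036. With only the DEGs higher, no list had an adjusted p under 0.05 and 3 had an unadjusted p under 0.05. The adjusted p was 0.0834 for PI3K-Akt signaling there. As whole lists, cell cycle, DNA replication and steroid biosynthesis genes were shifted down (camera adjusted p under 0.05 at the fixed inter-gene correlation). The median log2 fold change was -0.32 for the cell cycle list, with 87 of 116 genes lower (adjusted p = 1.4e-08), -0.52 for the DNA replication list, with 32 of 35 genes lower (adjusted p = 1.4e-10), and -0.39 for the steroid biosynthesis list, with 14 of 15 genes lower (adjusted p = 0.00059). With fry, which tests each list on its own, 4 lists passed, these 3 and arginine and proline metabolism, which was shifted up (adjusted p = 0.0238). With the correlation estimated from the data none of these lists passed after adjustment, and 3 lists had an unadjusted p under 0.05.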

Significant terms of the KEGG pathways were selected with a *p* value < 0.05.

### Multiplexed phosphoproteomic analysis

Cells collected at 90–95% confluence were washed with ice-cold DPBS thrice and lysed in 8 M urea buffer. The protein concentration was measured with the Bradford method using Pierce™ Coomassie Plus Assay Reagent (Thermo Fisher, #23238). For each sample, 1 mg of protein was digested by TPCK-trypsin at the ratio of 50:1 (w/w) overnight at 37 ^o^C. The peptide concentration was quantified using Pierce™ Quantitative Colorimetric Pierce Quantitative Colorimetric Peptide Assay Kit (Thermo Fisher, #23275). From each quantified peptide sample, 70 μg of peptides was labeled using TMTpro™ 16plex Label Reagent Set (Thermo Fisher, #A44520) according to the manufacturer’s manual. Labeled peptides were pooled (4 samples/group × 4 groups) and dried by Speedvac. Dried peptides were then dissolved in 0.1% trifluoracetic acid (TFA), with pH values adjusted to 3.5 using 5% TFA. Phosphorylated peptides were enriched using TiO_2_ beads as described previously^87^. Enriched phosphopeptides were then fractionated using the Pierce Reversed-Phase Peptide Fractionation Kit (Thermo Fisher, #84868). The fractions of total phosphopeptides were dried by Speedvac and purified using Millipore ZipTip with 0.6 µL C18 resin (Thermo Fisher, #ZTC18S096) according to the manufacturer’s manual. Purified peptides were analyzed using the SPS-MS3 approach with the Orbitrap Fusion Lumos mass spectrometer^88^. Maxquant (version 1.6.17.0) was used to search against mouse protein databases that were downloaded from uniprot.org. Protein phosphosites were compared among groups based on corrected reporter ion intensities. The phosphoproteomic data generated in this study have been deposited in the Mass Spectrometry Interactive Virtual Environment (MassIVE) database under accession ID MSV000087796.

### Bioinformatic analysis

Gene expression data of The Cancer Genome Atlas (TCGA), Skin Cutaneous Melanoma (SKCM), and Uveal Melanoma (UVM) were downloaded from National Cancer Institute Genomics Data Commons (GDC) [https://gdc.cancer.gov/about-data/publications/pancanatlas]. The clinical information for each patient in TCGA was obtained from Genomic Data Commons (GDC) Data Portal [https://portal.gdc.cancer.gov/]. The gene expression profiles of published pretreatment melanomas undergoing anti-PD-1 therapy transcriptome data^89^ were retrieved from the gene expression omnibus database (GEO) using the accession number GSE78220. The SKCM samples were grouped into IFNGR1^High^ and IFNGR1^Low^ groups based on the median expression of IFNGR1 expression in tumor cells of all samples. The statistical significances for gene expressions in IFNGR1^High^ vs IFNGR1^Low^ SKCMs, SKCMs vs UVMs, and anti-PD-1 responders vs non-responders were calculated using R with the Mann–Whitney *U*-test. To identify malignant cells from the TCGA and GSE78220 datasets, CIBERSORTx tool^20^ was used to assess the cell type abundance from the transcriptomes of the bulk tumor tissues. Specifically, a matrix of reference gene expression signatures was provided as an input of CIBERSORTx (deconvolution), which were collectively used to estimate the proportions of melanoma cells and other stromal cells, including immune cells. The permutation was set as 1000, and the B-mode of batch correction was applied. Samples with *p* value < 0.05 were considered successful deconvoluted samples. For the TCGA cohort, tumor-dominant samples were identified as the samples that had a relative signature score of the malignant cell (melanoma cell) >80%. For the GSE78220 cohort, tumor-dominant samples were those with a relative signature score of the malignant cell (melanoma cell) >60%.

### Statistical analysis

For animal experiments, five mice were included in each group; for in vitro studies with cells, triplicates were set up to ensure consistency and reproducibility. All experiments were repeated for two to five times. Preclinical results were expressed as mean ± SEM. Data were analyzed using a two-sided Student’s *t*-test, one-way ANOVA, or two-way ANOVA after confirming their normal distribution. The log-rank test was used to analyze survival data from the preclinical studies. All analyses were performed using Prism 9.4.0 (GraphPad Software, Inc.) and *p* < 0.05 was considered statistically significant. TCGA data and GSE78220 data were expressed as boxplots, with the box depicting the first (lower) quartile, median, and the third (upper) quartile, and the lines indicating minimum score and maximum score. To assess the overall survival of patients with clinical information from TCGA, the survival time was calculated based on their vital status. The overall survival of patients with IFNGR1^High^ or IFNGR1^Low^ SKCMs was estimated with Kaplan-Meier analysis and the differences between the cohorts were assessed with a log-rank test using the “Surv” function in the R package “Survival” (version 3.2.13). A *p* value threshold of 0.05 was used to identify the significantly different survival rates between groups.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The publicly available skin cutaneous melanoma and uveal melanoma TCGA data used in this study are available in National Cancer Institute Genomics Data Commons (GDC) [https://gdc.cancer.gov/about-data/publications/pancanatlas]. The publicly available gene expression profiles of published pretreatment melanomas undergoing anti-PD-1 therapy transcriptome data used in this study are available in the GEO database under accession code GSE78220. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE201078. The phosphoproteomic data generated in this study have been deposited in the Mass Spectrometry Interactive Virtual Environment (MassIVE) database under accession ID MSV000087796. All deposited data were publicly available. The remaining data in this study are available within the manuscript or Supplementary Information, with source data provided herein. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Selective suppression of melanoma lacking IFN-γ pathway by JAK inhibition depends on T cells and host TNF signaling
**Source:** Nat Commun. 2022 Aug 25;13:5013. doi: 10.1038/s41467-022-32754-7
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Figure 1. Characterization of IFN $\gamma$ R1<sup>KD</sup> and IFN $\gamma$ R1<sup>KO</sup> melanoma cells.

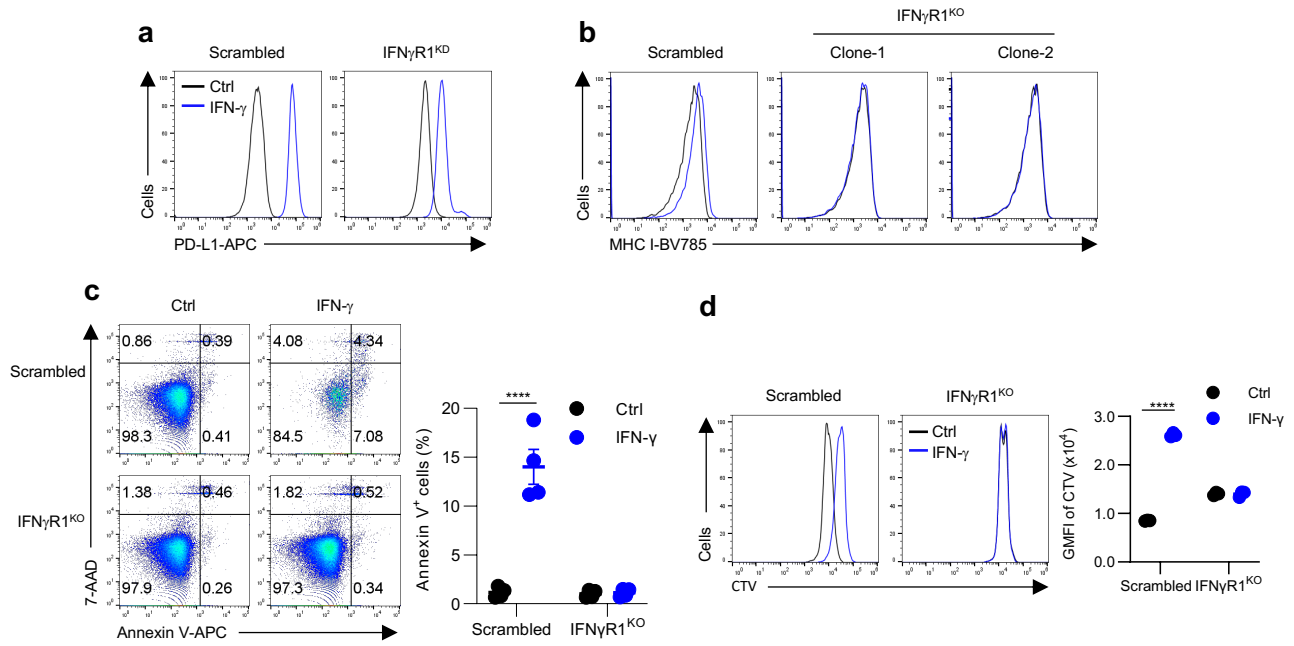

**a.** PD-L1 expression in scrambled control and IFN $\gamma$ R1<sup>KD</sup> cells stimulated with or without (Ctrl) 100 U/mL IFN- $\gamma$  for 24h. **b.** MHC I expression in scrambled and IFN $\gamma$ R1<sup>KO</sup> cells stimulated with or without (Ctrl) 100 U/mL IFN- $\gamma$  for 24h. Representative results from 3 independent experiments were shown. **c.** Cell death of scrambled and IFN $\gamma$ R1<sup>KO</sup> cells treated with or without (Ctrl) 100 U/mL IFN- $\gamma$  for 96h, analyzed by Annexin V and 7-AAD staining (n=4 per group). **d.** CellTrace Violet (CTV)-labeled scrambled and IFN $\gamma$ R1<sup>KO</sup> cells were similarly treated as in **c** and CTV dilution (a readout of cell proliferation) was shown (n=4 per group). All were done by flow cytometry (FACS strategy 1). Representative data in **c-d** from 3 independent experiments were depicted as means  $\pm$  SEM in scatter plots. \*\*\*\*, p=0.00008 for **c**, and \*\*\*\*, p=0.00002 for **d**, by two-way ANOVA with Šídák's multiple comparisons test with adjustment. Source data are provided as a Source Data file.

## Supplementary Figure 2. Reduced effector function of TILs from IFN $\gamma$ R1<sup>KO</sup> melanomas and decreased survival probability of patients with IFNGR1<sup>Low</sup> SKCMs.

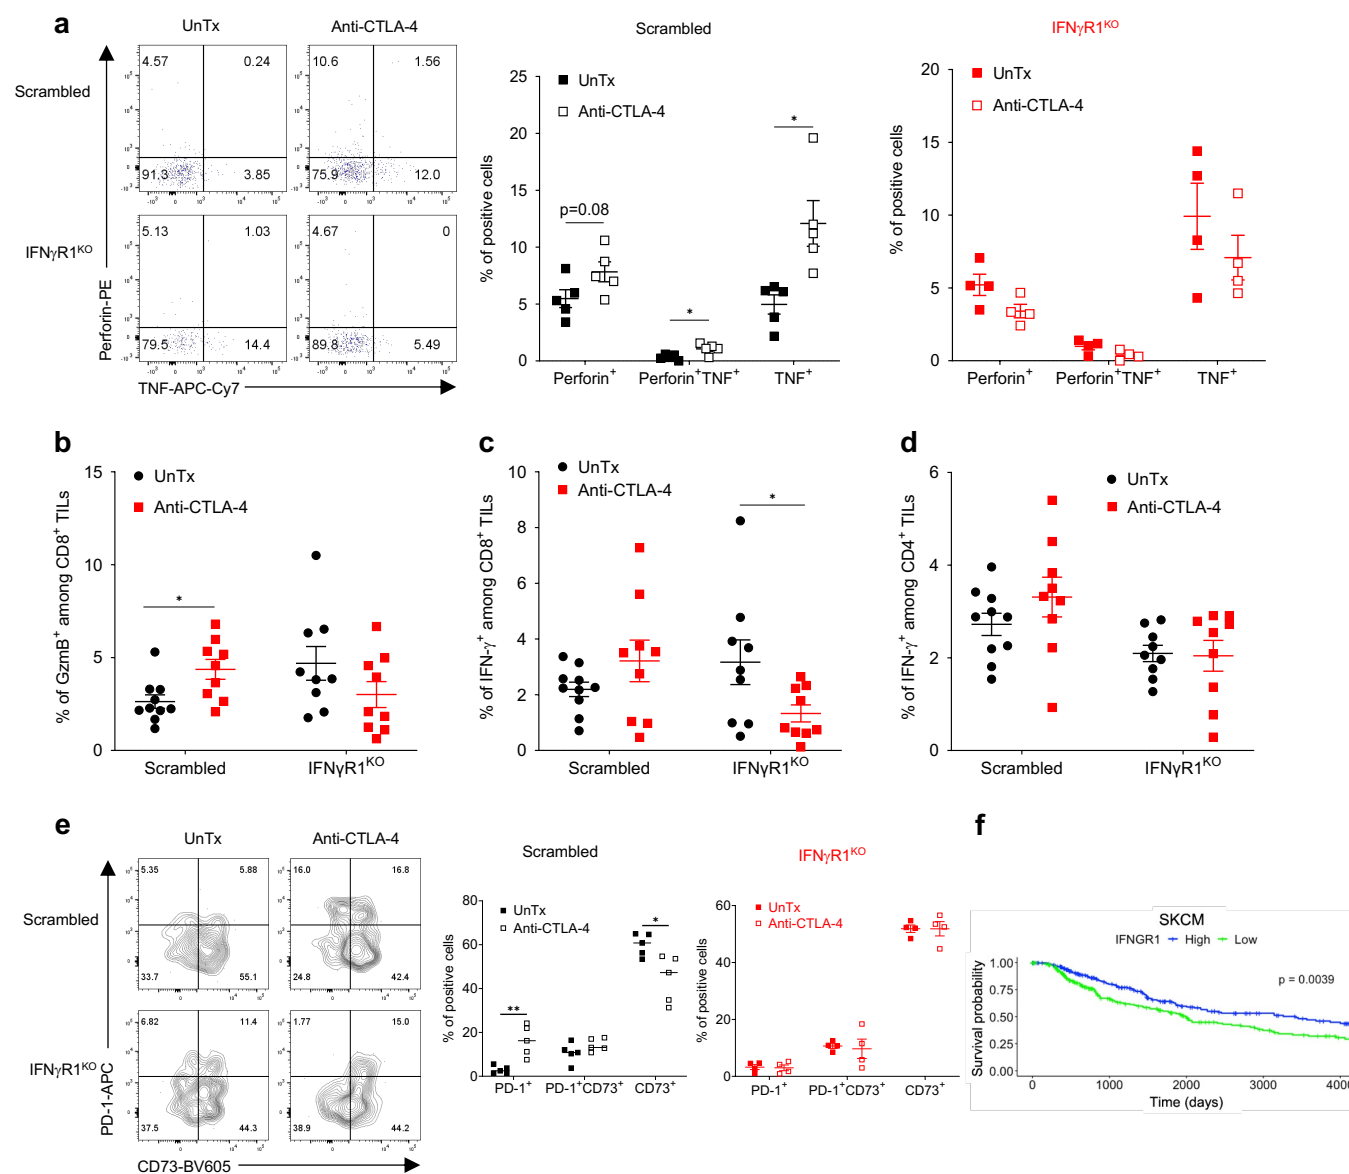

Mice bearing scrambled or IFN $\gamma$ R1<sup>KO</sup> melanomas were treated with anti-CTLA-4 or isotype control (UnTx). Isolated tumor-infiltrating lymphocytes (TILs) were analyzed for production of perforin and TNF by CD4<sup>+</sup> TILs (**a**) (\*, p=0.0136 for Perforin<sup>+</sup>TNF<sup>+</sup>; \*, p=0.0115 for TNF<sup>+</sup>), of GzmB by CD8<sup>+</sup> TILs (**b**) (\*, p=0.0139), and of IFN- $\gamma$  by CD8<sup>+</sup> (**c**) (\*, p=0.0481) and CD4<sup>+</sup> TILs (**d**) after a brief stimulation with PMA and ionomycin. **e**. Surface expression of PD-1 and CD73 of unstimulated CD4<sup>+</sup> TILs. \*, p=0.0185; \*\*, p=0.0033. Two-sided Student's t-test was used in **a-e** for statistical analyses. N=5 for Scrambled UnTx/Anti-CTLA-4; n=4 for IFN $\gamma$ R1<sup>KO</sup> UnTx/Anti-CTLA-4 in **a** and **e**. N=10 for Scrambled UnTx; n=9 for Scrambled Anti-CTLA-4, IFN $\gamma$ R1<sup>KO</sup> UnTx and IFN $\gamma$ R1<sup>KO</sup> Anti-CTLA-4 group in **b**, **c** and **d**. FACS strategy 3 was applied for **a-e**. Representative data from 2 independent experiments were presented as means  $\pm$  SEM in scatter plots. **f**. Survival probability of patients with IFNGR1<sup>High</sup> (n=234) vs IFNGR1<sup>Low</sup> (n=235) SKCMs in TCGA database. The log-rank test was used for statistical analysis (p=0.0039). Source data are provided as a Source Data file.

### Supplementary Figure 3. Active protein tyrosine kinases in IFN $\gamma$ R1<sup>KD</sup> and IFN $\gamma$ R1<sup>KO</sup> cells.

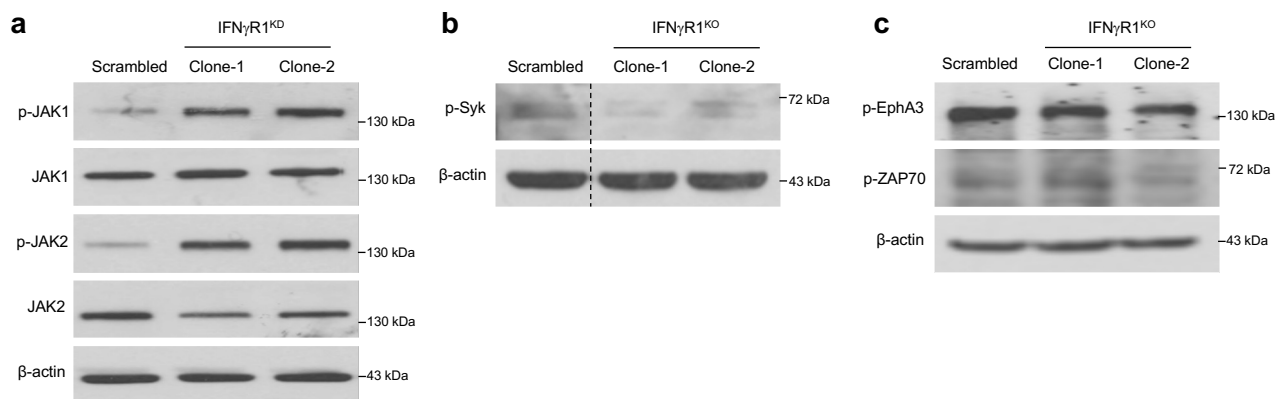

Western blot analysis of p-JAK1/2 and total JAK1/2 in scrambled and IFN $\gamma$ R1<sup>KD</sup> cells (**a**), of p-Syk (Tyr526) (**b**) as well as p-EphA3 (Tyr779) and p-ZAP-70 (Tyr493) (**c**) in scrambled and IFN $\gamma$ R1<sup>KO</sup> cells.  $\beta$ -actin was used as a loading control. Experiments were repeated twice (**c**) or thrice (**a**, **b**) with similar results. Source data are provided as a Source Data file.

# Supplementary Figure 4. Responses of IFN $\gamma$ R1<sup>KO</sup> cells to the blockade of IL-6 and IL-6R and IFN- $\alpha$ stimulation.

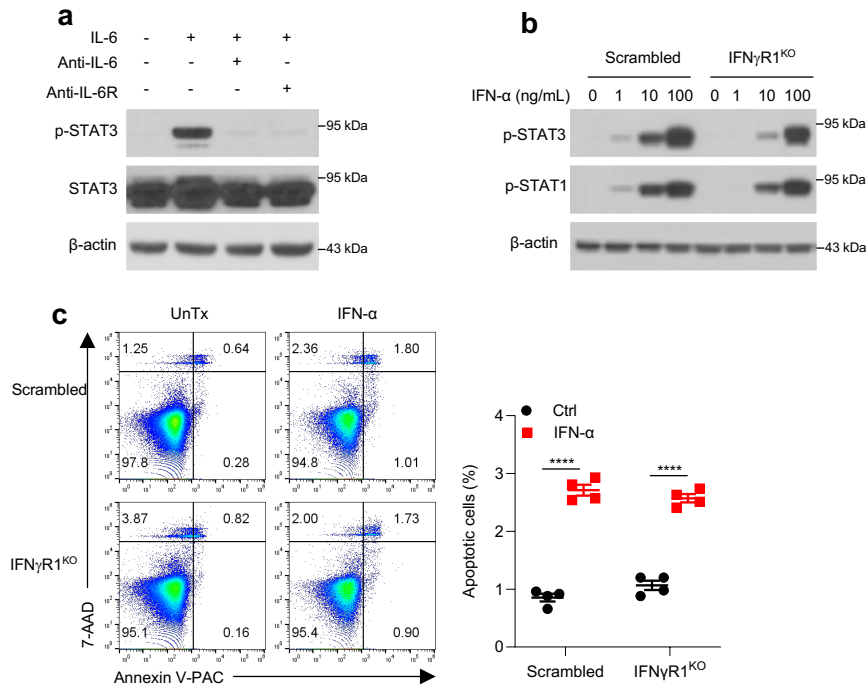

**a.** B16-BL6 cells were treated with vehicle (UnTx) or 100 ng/mL IL-6 for 48h  $\pm$  blocking antibodies against IL-6 (10  $\mu$ g/mL) or IL-6R (10  $\mu$ g/mL), followed by analyses of p-STAT3 and total STAT3 by Western blot (WB).  $\beta$ -actin was used as a loading control. **b-c.** Scrambled and IFN $\gamma$ R1<sup>KO</sup> cells were pretreated with various concentrations of IFN- $\alpha$  for 15 min to analyze p-STAT3 and p-STAT1 by WB (**b**) or treated with 100 ng/mL IFN- $\alpha$  for 96h to evaluate cell death by flow cytometric analyses of Annexin-V/7-AAD (**c**) (n=4 per group) (FACS strategy 1). Representative results shown in the scatter plot were means  $\pm$  SEM. \*\*\*\*, p=0.00002 (left); \*\*\*\*, p=0.00004 (right), by two-way ANOVA with Šidák's multiple comparisons test (with adjustment). Experiments were repeated thrice with similar results. Source data are provided as a Source Data file.

**Supplementary Figure 5. p-4E-BP1 in IFN $\gamma$ R1<sup>KO</sup> cells and expression of mTOR and JAK1/2 target genes in human melanomas.**

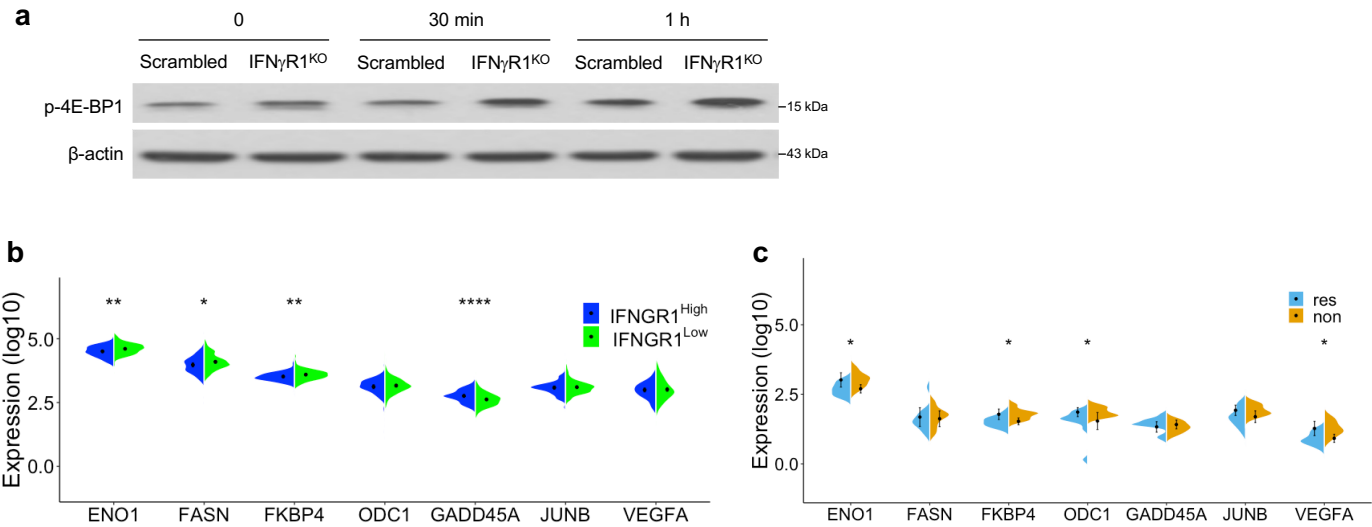

**a.** p-4E-BP1 in scrambled control and IFN $\gamma$ R1<sup>KO</sup> cells treated with 10  $\mu$ M Ruxo for designated times, analyzed by Western blot.  $\beta$ -actin was used as a loading control. Experiments were repeated twice with similar results. **b.** Expression of indicated genes in IFNGR1<sup>High</sup> (n=96) vs IFNGR1<sup>Low</sup> (n=155) SKCMs from the TCGA database after deconvolution. **c.** Expression of indicated genes in anti-PD-1-responsive (res, n=12) vs non-responsive (non, n=7) melanomas in GSE78220 after deconvolution. Violin plots showed the distribution of normalized expression (log10) of genes. The center points denote median values. The comparisons in **b** and **c** were done using Mann-Whitney U test. In **b**, \*, p=0.0166, \*\*p=0.0018 for ENO1, \*\*p=0.0051 for FKBP4, \*\*\*\*p=0.00008. In **c**, \*, p=0.0221 for ENO1, \*p=0.0221 for FKBP4, \*p=0.0358 for ODC1, \*p=0.0171 for VEGFA. Source data are provided as a Source Data file.

## Supplementary Figure 6. Selective suppression of IFN $\gamma$ R1<sup>KO</sup> melanomas by Ruxo.

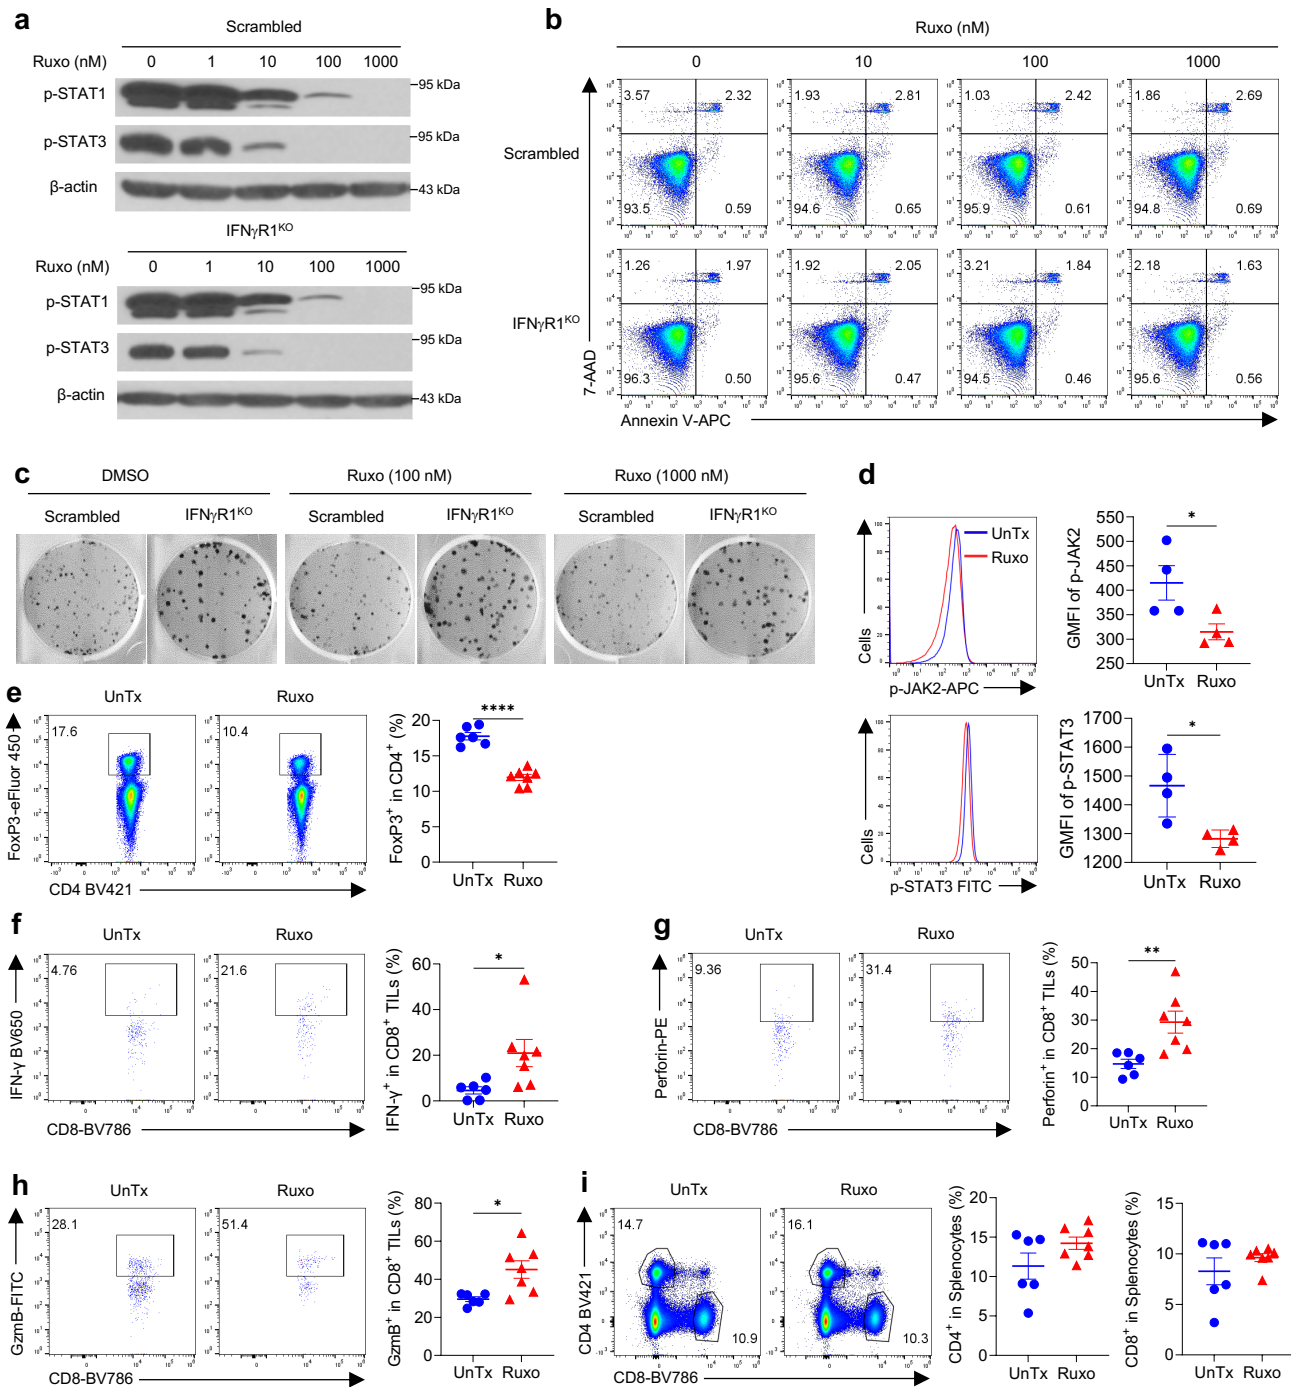

**a.** p-STAT1/3 in scrambled control and IFN $\gamma$ R1<sup>KO</sup> cells treated with Ruxo for 2.5h and 10 ng/mL IFN $\alpha$  for the last 15 min. **b.** Apoptosis of cells treated  $\pm$  Ruxo for 72h, analyzed with Annexin-V/7-AAD (FACS strategy 1). **c.** Colony-forming units of 300 scrambled and IFN $\gamma$ R1<sup>KO</sup> cells treated with Ruxo, cultured for 7 days, and stained with crystal violet. Experiments in **a-c** were repeated thrice with similar results. **d-i.** B6 mice bearing IFN $\gamma$ R1<sup>KO</sup> melanoma were treated with vehicle (UnTx) or with Ruxo (90 mg/kg by oral gavage twice daily for 10 days). Isolated tumor cells (CD45<sup>-</sup>) were analyzed for p-JAK2 (\*,  $p=0.0416$ ) and p-STAT3 (\*,  $p=0.0171$ ) (**d**) ( $n=4$  per group). Isolated splenocytes were analyzed for frequencies of FoxP3<sup>+</sup> T<sub>reg</sub> (**e**) (\*\*\*\*,  $p=0.00008$ ) and of CD4<sup>+</sup> and CD8<sup>+</sup> T cells (**i**). Isolated TILs were analyzed for IFN- $\gamma$  (**f**) (\*,  $p=0.0314$ ), perforin (**g**) (\*\*,  $p=0.0072$ ), and GzmB (**h**) (\*,  $p=0.0118$ ) production by CD8<sup>+</sup> TILs after a brief stimulation with PMA and ionomycin. FACS strategy 2 was used for **e** and **i**; FACS strategy 3 was applied in **d** and **f-h**.  $N=6$  for UnTx and  $n=7$  for Ruxo groups in **e-i**. Results in the scatter plots depict means  $\pm$  SEM. Two-sided Student's t-test was used for all statistical analyses. Source data are provided as a Source Data file.

# Supplementary Figure 7. Ruxo suppression of IFN $\gamma$ R1<sup>KO</sup> melanomas relies on host TNF.

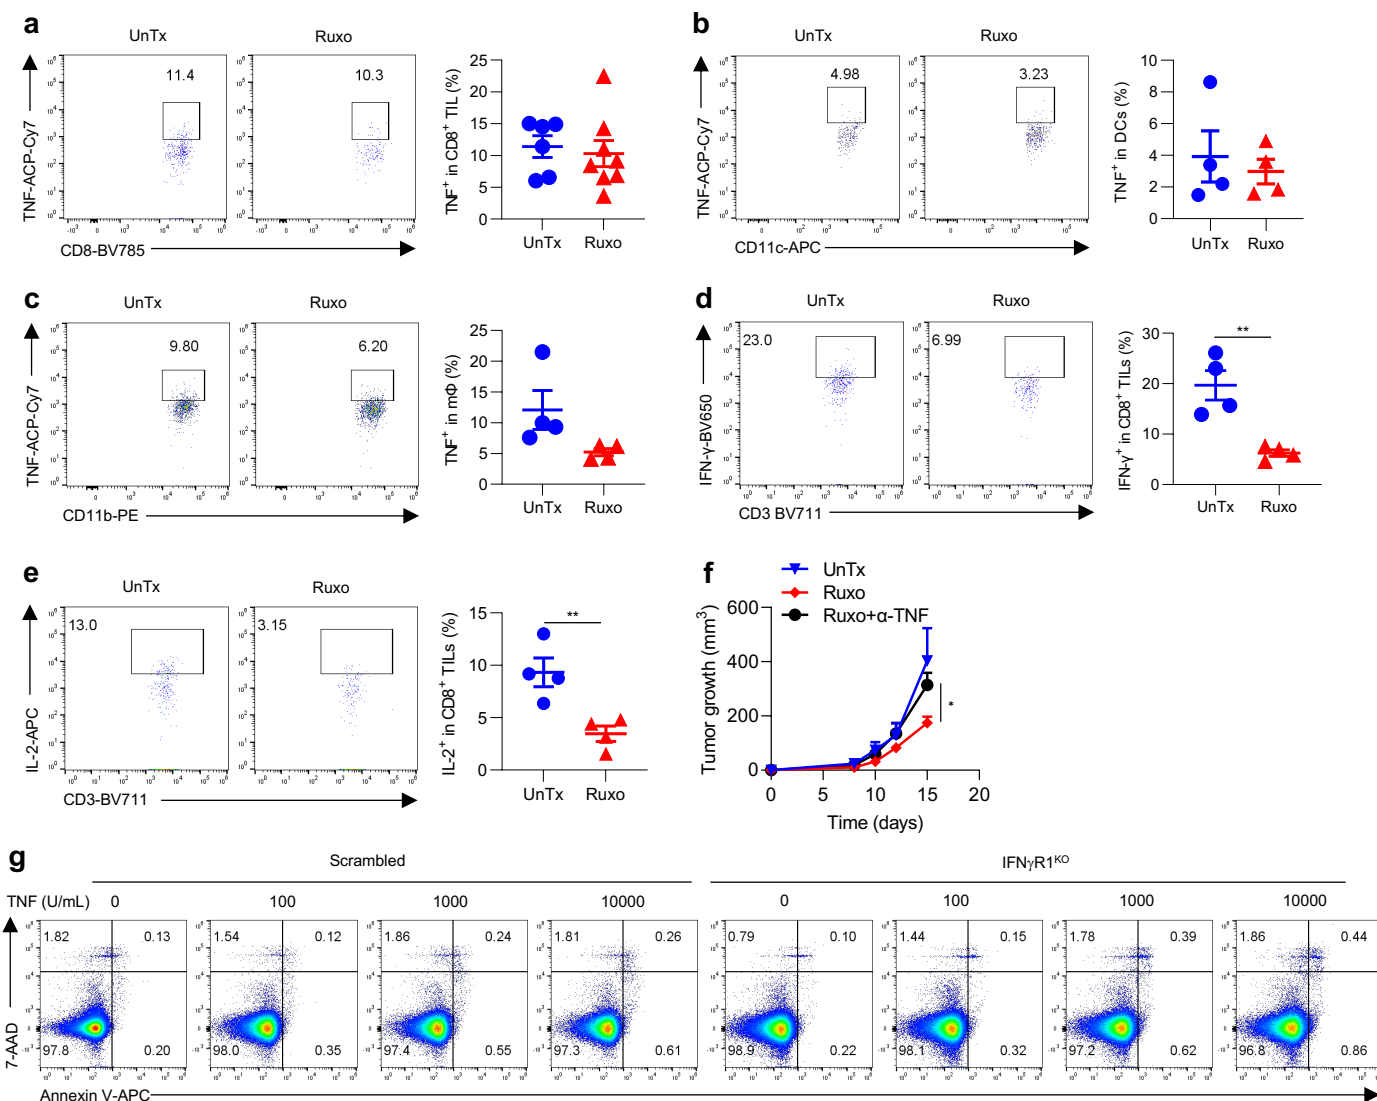

**a-c.** B6 mice bearing IFN $\gamma$ R1<sup>KO</sup> melanoma were treated with vehicle (UnTx) or Ruxo. TNF production by CD8<sup>+</sup> TILs (**a**), dendritic cells (**b**) and macrophages (**c**) were shown, after a brief stimulation with PMA and ionomycin. **d-e.** CD8<sup>+</sup> TILs from TNF<sup>-/-</sup> mice treated with vehicle (UnTx) and Ruxo were assessed for production of IFN- $\gamma$  (**d**) (\*\*,  $p=0.0041$ ) and IL-2 (**e**) (\*\*,  $p=0.0093$ ) after a brief stimulation with PMA and ionomycin. **f.** Growth of IFN $\gamma$ R1<sup>KO</sup> melanoma in B6 mice treated with vehicle (UnTx) ( $n=5$ ), Ruxo ( $n=5$ ), and Ruxo+ $\alpha$ -TNF ( $n=5$ ).  $\alpha$ -TNF antibodies were given one day prior to Ruxo, repeated every 3 days. \*,  $p=0.0319$  by two-way ANOVA with Tukey's multiple comparisons test with adjustment. **g.** Scrambled control and IFN $\gamma$ R1<sup>KO</sup> cells were treated with various concentrations of TNF for 96h, followed by Annexin-V/7-AAD staining to assess cell apoptosis (FACS strategy 1). Representative results from 3 independent experiments were shown. FACS strategy 3 was applied in **a-e**.  $N=6$  for UnTx and  $n=7$  for Ruxo in **a**.  $N=4$  per group for **b-e**. Data in scatter plots and line graphs depict means  $\pm$  SEM. Two-sided Student's t-test was used for all statistical analyses unless otherwise stated. Source data are provided as a Source Data file.

Supplementary Figure 8. FACS sequential gating/sorting strategies

FACS strategy 1: for cultured tumor cells.

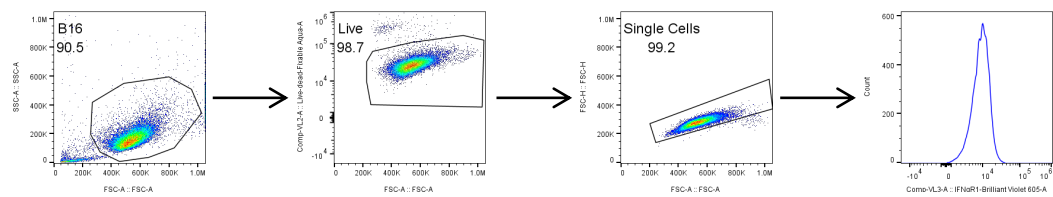

FACS strategy 2: for splenocytes.

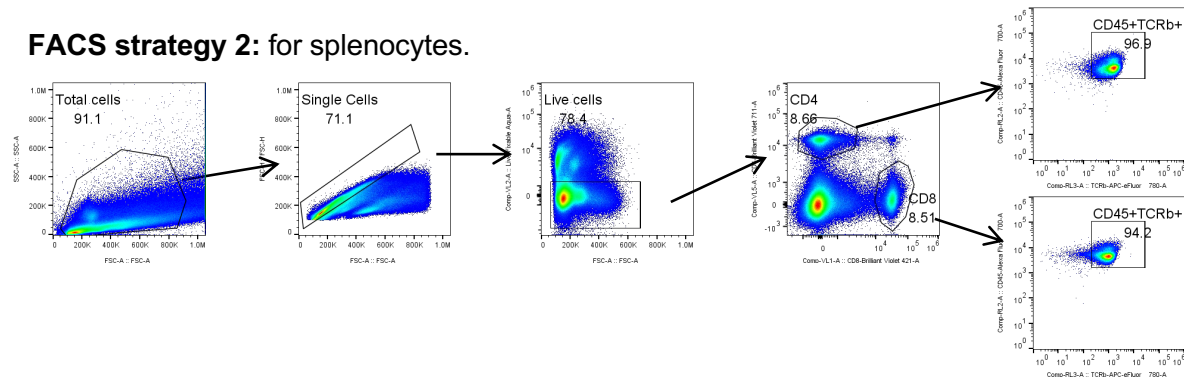

FACS strategy 3. for single cell suspensions of tumors.

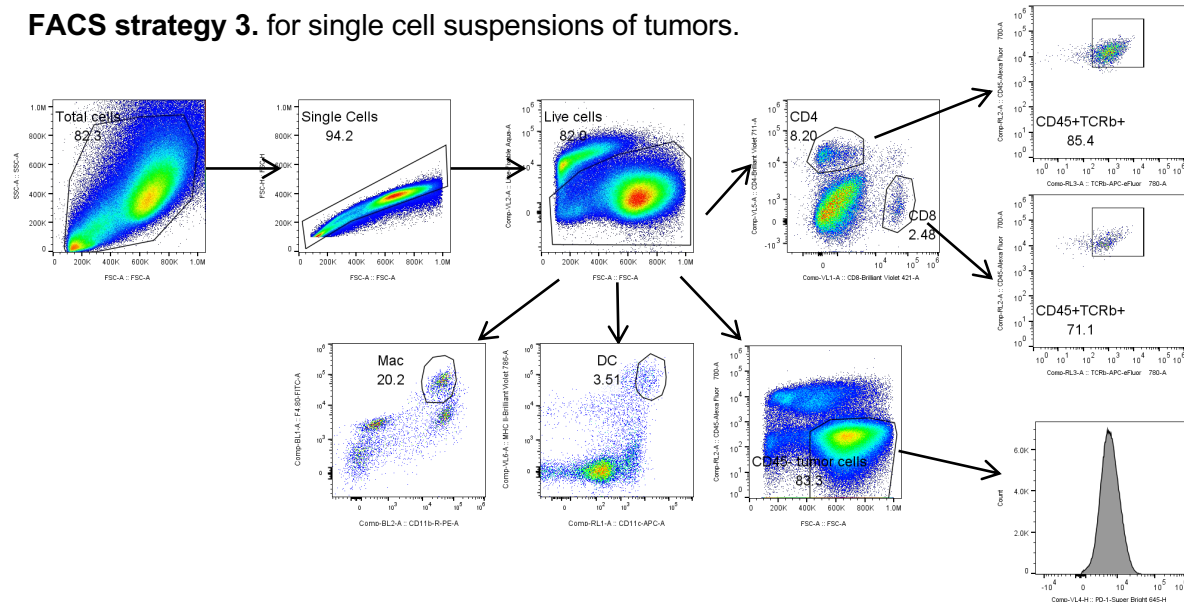

Supplementary Figure 9. Uncropped scans of blots-Set 1

Fig. S3a

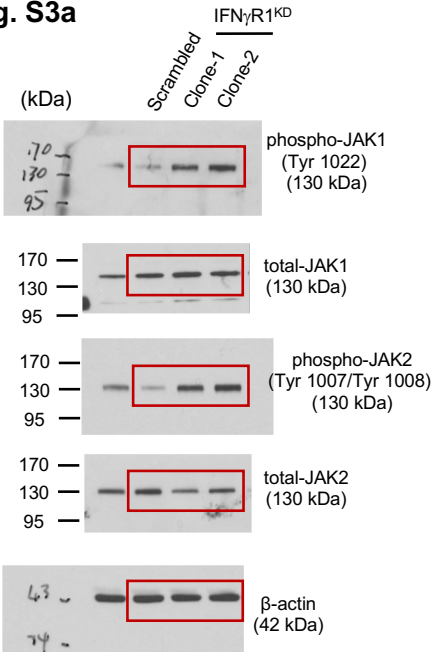

Fig. S3b

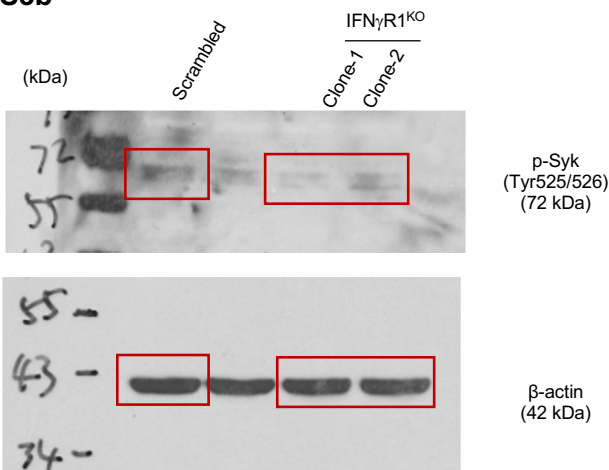

Fig. S3c

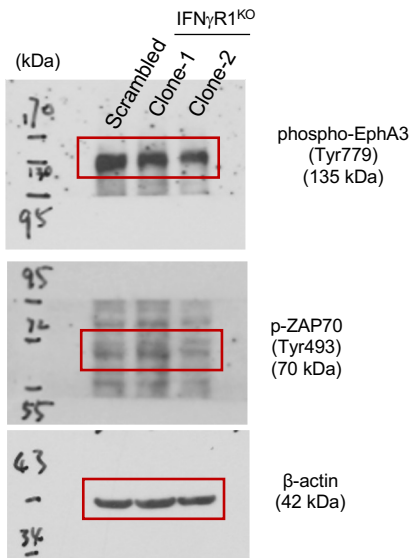

Supplementary Figure 9. Uncropped scans of blots-Set 2

Fig. S4a

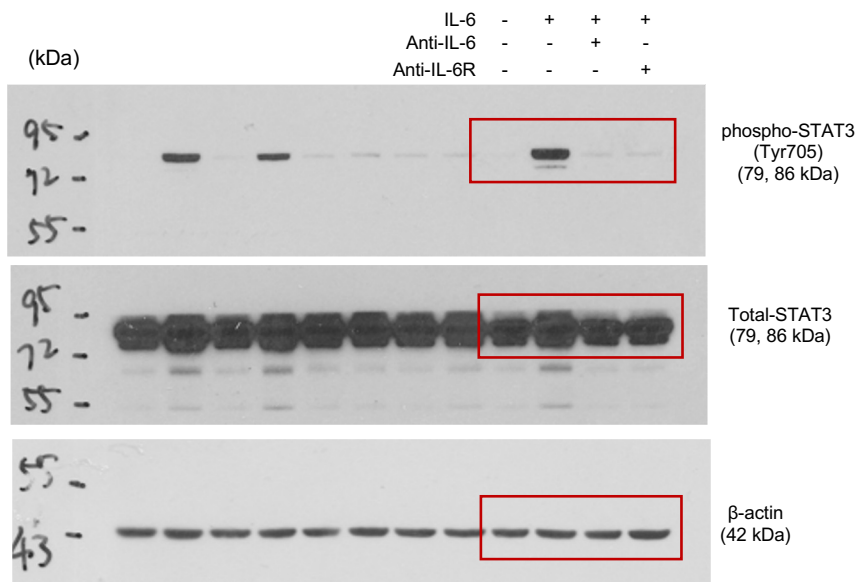

Fig. S4b

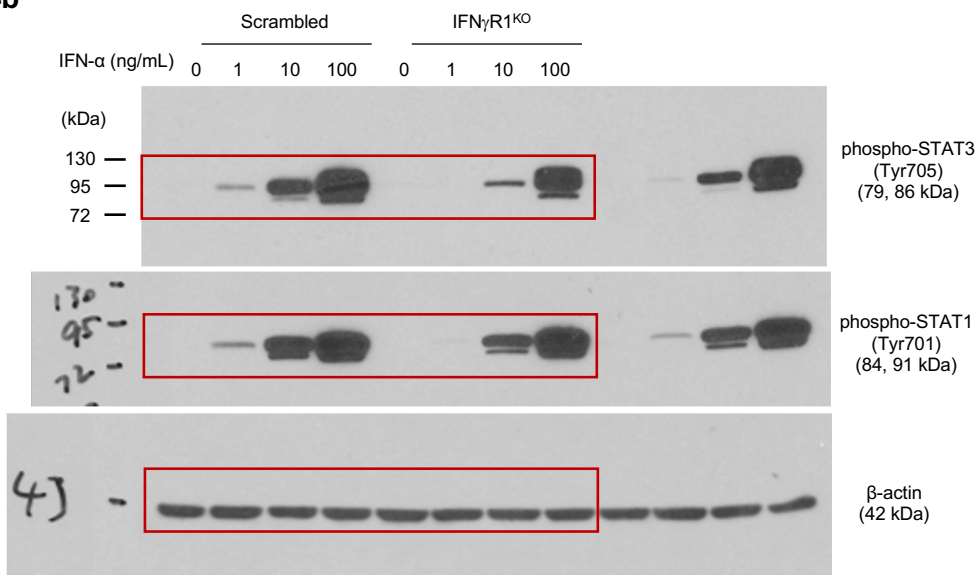

Supplementary Figure 9. Uncropped scans of blots-Set 3

Fig. S5a

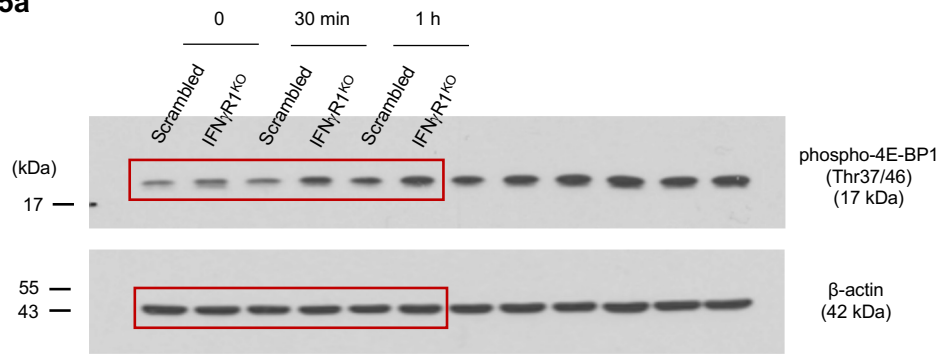

Fig. S6a

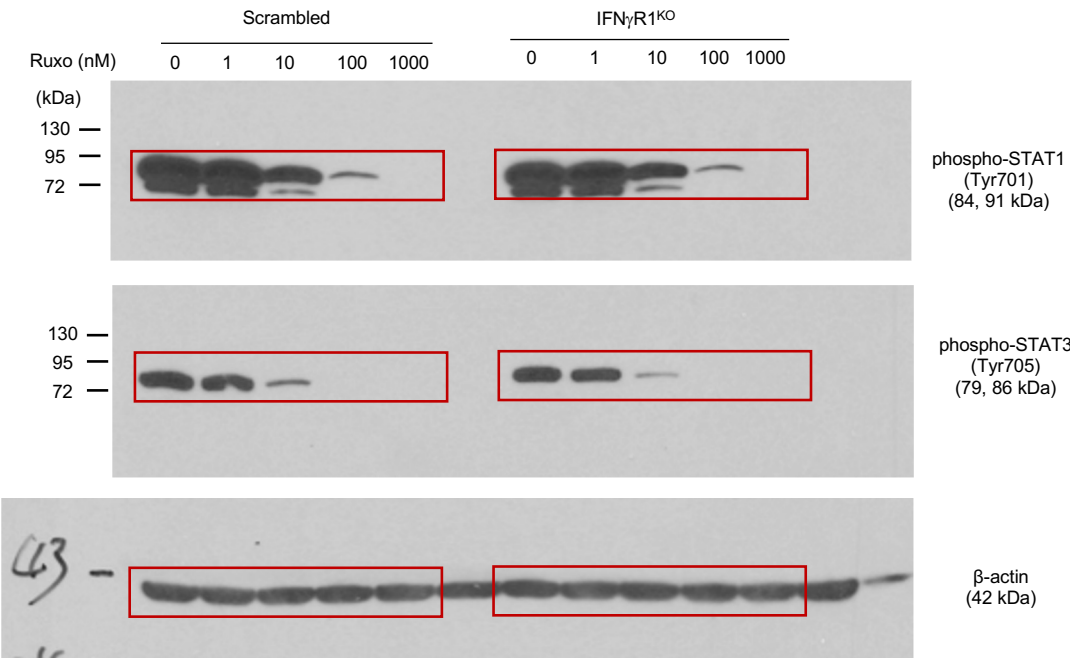

**Supplementary Table 1. Constitutively active protein tyrosine kinases in IFN $\gamma$ R1<sup>KO</sup> cells**

| <b>Kinase Uniprot ID</b> | <b>Kinase Name</b> | <b>Mean Final Score</b> | <b>Mean Kinase Statistic</b> |
|--------------------------|--------------------|-------------------------|------------------------------|
| P43405                   | Syk                | 1.928705245             | 0.54728096                   |
| P43403                   | ZAP70              | 1.382603379             | 0.527385799                  |
| P29320                   | EphA3              | 1.20429617              | 0.883373601                  |
| P23458                   | JAK1               | 1.173362264             | 0.920409894                  |
| P54760                   | EphB4              | 0.934701591             | 0.80521969                   |
| P54756                   | EphA5              | 0.918173102             | 0.76725716                   |
| Q15375                   | EphA7              | 0.899031478             | 0.793955326                  |
| P09619                   | PDGFRb             | 0.878173195             | 0.628206115                  |
| P21709                   | EphA1              | 0.846162673             | 0.692038084                  |
| P10721                   | Kit                | 0.78207578              | 0.600426181                  |
| P22455                   | FGFR4              | 0.776790182             | 0.558136724                  |
| P29323                   | EphB2              | 0.757309665             | 0.720546186                  |
| Q6ZMQ8                   | Lmr1               | 0.723290296             | 0.667899052                  |
| P08631                   | HCK                | 0.71456302              | 0.534514856                  |
| P51451                   | BLK                | 0.711316513             | 0.523465992                  |
| P12931                   | Src                | 0.698001931             | 0.502406768                  |
| Q06418                   | Tyro3/Sky          | 0.696794544             | 0.497390036                  |
| O60674                   | JAK2               | 0.656632684             | 0.08439117                   |
| P29597                   | Tyk2               | 0.645893531             | 0.603603184                  |
| P14616                   | IRR                | 0.63890575              | 0.558754681                  |
| P54753                   | EphB3              | 0.585026652             | 0.580896437                  |
| P04629                   | TRKA               | 0.581015208             | 0.527320494                  |
| P29376                   | LTK                | 0.575013598             | 0.526519256                  |
| P06241                   | Fyn                | 0.574084042             | 0.533498414                  |
| Q13882                   | Brk                | 0.5260817               | 0.459873612                  |
| H0Y8A4                   | RYK                | 0.522939044             | 0.529884982                  |

**Supplementary Table 2. Activated signaling pathways in IFN $\gamma$ R1<sup>KO</sup> cells.**

| Identified signaling pathways             | Kinases in each pathway                                                       | Increased phosphorylation sites |               |            |             |             |                  |              |                                                                                                            |                 |               |                      |           |             |            |            |            |            |             |            | Count |
|-------------------------------------------|-------------------------------------------------------------------------------|---------------------------------|---------------|------------|-------------|-------------|------------------|--------------|------------------------------------------------------------------------------------------------------------|-----------------|---------------|----------------------|-----------|-------------|------------|------------|------------|------------|-------------|------------|-------|
|                                           |                                                                               | Cad-pS1859                      | Elf4g1-pS1187 | Eps8-pT628 | Hmga1-pS103 | Larp1-pS743 | Lyn-pY508        | Map1b-pS1247 | Mapt-pS688                                                                                                 | Mapt-pS692      | Rangap1-pS444 | Rps3-pT221           | Rrm2-pS20 | Sort1-pS819 | Stub1-pS20 | Stx7-pS125 | Stx7-pS126 | Tln1-pS425 | 2-Sep-pS218 | U2af2-pS79 |       |
|                                           |                                                                               | PRKACA, Rps6kb1                 | Prkca         | Mapk3      | Csnk2a1     | mTOR        | CSK,Matk,L<br>YN | mTOR         | Prkaa1,GSK3B,Mapk3,Csnk1d,G<br>SK3A,Prkca,MARK1,Mapk12,Map<br>k1,DYRK1A,CDK5,CAMK2A,Map<br>k13,Mapk8,TTBK1 | GSK3A,G<br>SK3B | CDK1,<br>CDK2 | Prkod,CDK1,<br>Mapk1 | CDK1      | Csnk2b      | CDK5       | Prkca      | Akt1       | CDK5       | CK2A1       | CDK1       |       |
| PI3K-Akt signaling pathway                | Akt1; Cdk2; Gsk3b; Mapk1; Mapk3; Mtor; Prkaa1; Prkca; Rps6kb1                 | X                               | X             | X          |             | X           |                  | X            | X                                                                                                          | X               | X             | X                    |           |             |            | X          | X          |            |             |            | 11    |
| Growth hormone synthesis                  | Akt1; Gsk3b; Mapk1; Mapk12; Mapk13; Mapk3; Mapk8; Mtor; Prkaca; Prkca         | X                               | X             | X          |             | X           |                  | X            | X                                                                                                          | X               |               | X                    |           |             |            | X          | X          |            |             |            | 10    |
| ErbB signaling pathway                    | Akt1; Camk2a; Gsk3b; Mapk1; Mapk3; Mapk8; Mtor; Prkca; Rps6kb1                | X                               | X             | X          |             | X           |                  | X            | X                                                                                                          | X               |               | X                    |           |             |            | X          | X          |            |             |            | 10    |
| mTOR signaling pathway                    | Akt1; Gsk3b; Mapk1; Mapk3; Mtor; Prkaa1; Prkca; Rps6kb1                       | X                               | X             | X          |             | X           |                  | X            | X                                                                                                          | X               |               | X                    |           |             |            | X          | X          |            |             |            | 10    |
| EGFR tyrosine kinase inhibitor resistance | Akt1; Gsk3b; Mapk1; Mapk3; Mtor; Prkca; Rps6kb1                               | X                               | X             | X          |             | X           |                  | X            | X                                                                                                          | X               |               | X                    |           |             |            | X          | X          |            |             |            | 10    |
| Cellular senescence                       | Akt1; Cdk1; Cdk2; Mapk1; Mapk12; Mapk13; Mapk3; Mtor                          |                                 |               | X          |             | X           |                  | X            | X                                                                                                          |                 | X             | X                    | X         |             |            |            | X          |            |             | X          | 9     |
| Insulin signaling pathway                 | Akt1; Gsk3b; Mapk1; Mapk3; Mapk8; Mtor; Prkaa1; Prkaca; Rps6kb1               | X                               |               | X          |             | X           |                  | X            | X                                                                                                          | X               |               | X                    |           |             |            |            | X          |            |             |            | 8     |
| Autophagy                                 | Akt1; Dapk1; Dapk3; Mapk1; Mapk3; Mapk8; Mtor; Prkaa1; Prkaca; Prkod; Rps6kb1 | X                               |               | X          |             | X           |                  | X            | X                                                                                                          |                 |               | X                    |           |             |            |            | X          |            |             |            | 7     |
| Focal adhesion                            | Akt1; Gsk3b; Ilk; Mapk1; Mapk3; Mapk8; Prkca; Rock1; Rock2                    |                                 | X             | X          |             |             |                  |              | X                                                                                                          | X               |               | X                    |           |             |            | X          | X          |            |             |            | 7     |
| Endocrine resistance                      | Akt1; Mapk1; Mapk12; Mapk13; Mapk3; Mapk8; Mtor; Prkaca; Rps6kb1              | X                               |               | X          |             | X           |                  | X            | X                                                                                                          |                 |               | X                    |           |             |            |            | X          |            |             |            | 7     |
| Relaxin signaling pathway                 | Akt1; Prkaca; Prkca; Mapk1; Mapk13; Mapk3; Mapk8; Mapk12                      | X                               | X             | X          |             |             |                  |              | X                                                                                                          |                 |               | X                    |           |             |            | X          | X          |            |             |            | 7     |
| Wnt signaling pathway                     | Camk2a; Csnk2a1; Csnk2b; Prkaca; Prkca; Rock2; Mapk8; Gsk3b                   | X                               | X             |            | X           |             |                  |              | X                                                                                                          | X               |               |                      |           | X           |            | X          |            |            |             |            | 7     |
| MAPK signaling pathway                    | Akt1; Mapk1; Mapk12; Mapk13; Mapk3; Mapk8; Prkaca; Prkca                      | X                               | X             | X          |             |             |                  |              | X                                                                                                          |                 |               | X                    |           |             |            | X          | X          |            |             |            | 7     |
| PD-1/L1 pathway in cancer                 | Akt1; Csnk2a1; Csnk2b; Mapk1; Mapk3; mTOR; Rps6kb                             | X                               |               | X          | X           | X           |                  | X            | X                                                                                                          |                 |               | X                    |           |             |            |            |            |            |             |            | 7     |
| Chemokine signaling pathway               | Akt1; Gsk3a; Gsk3b; Lyn; Mapk1; Mapk3; Prkaca; Prkod; Rock1; Rock2            | X                               |               | X          |             |             |                  |              | X                                                                                                          | X               |               | X                    |           |             |            |            | X          |            |             |            | 6     |
| GnRH signaling pathway                    | Camk2a; Mapk1; Mapk12; Mapk13; Mapk3; Mapk8; Prkaca; Prkca; Prkod             | X                               | X             | X          |             |             |                  |              | X                                                                                                          |                 |               | X                    |           |             |            | X          |            |            |             |            | 6     |
| VEGF signaling pathway                    | Akt1; Mapk1; Mapk12; Mapk13; Mapk3; Prkca                                     |                                 | X             | X          |             |             |                  |              | X                                                                                                          |                 |               | X                    |           |             |            | X          | X          |            |             |            | 6     |
| cAMP signaling pathway                    | Akt1; Camk2a; Mapk1; Mapk3; Mapk8; Prkaca; Rock1; Rock2                       | X                               |               | X          |             |             |                  |              | X                                                                                                          |                 |               | X                    |           |             |            |            | X          |            |             |            | 5     |
| FoxO signaling pathway                    | Akt1; Cdk2; Mapk1; Mapk12; Mapk13; Mapk3; Mapk8; Prkaa1                       |                                 |               | X          |             |             |                  |              | X                                                                                                          |                 | X             | X                    |           |             |            |            | X          |            |             |            | 5     |
| AMPK signaling pathway                    | Akt1; Mtor; Prkaa1; Rps6kb1                                                   | X                               |               |            |             | X           |                  | X            | X                                                                                                          |                 |               |                      |           |             |            |            | X          |            |             |            | 5     |
| TGF-beta signaling pathway                | Mapk1; Mapk3; Rock1; Rps6kb1                                                  | X                               |               | X          |             |             |                  |              | X                                                                                                          |                 |               | X                    |           |             |            |            |            |            |             |            | 4     |
| TNF signaling pathway                     | Akt1; Mapk1; Mapk12; Mapk13; Mapk3; Mapk8                                     |                                 |               | X          |             |             |                  |              | X                                                                                                          |                 |               | X                    |           |             |            |            | X          |            |             |            | 4     |
| IL-17 signaling pathway                   | Gsk3b; Mapk1; Mapk12; Mapk13; Mapk3; Mapk8                                    |                                 |               | X          |             |             |                  |              | X                                                                                                          | X               |               | X                    |           |             |            |            |            |            |             |            | 4     |

Note: Cell lysates were analyzed by phosphoproteomics. Increased phosphorylation sites of the defined proteins and corresponding kinases catalyzing these phosphorylations were listed in the table. Counts indicate how many of the identified 19 phosphorylation sites are mediated by the kinases in each signaling pathway. The higher the count is, the greater probability of the activation of that pathway is.

# Supplementary material for: Selective suppression of melanoma lacking IFN-γ pathway by JAK inhibition depends on T cells and host TNF signaling
**Source:** Nat Commun. 2022 Aug 25;13:5013. doi: 10.1038/s41467-022-32754-7
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

1. All the flow cytometric data were acquired using the built-in software of the Attune NxT Flow Cytometer (Invitrogen, A24860) from Thermo Fisher.
2. All the animal studies were conducted in an IACUC-accredited animal facility at UAB and tumor growth data were taken by regular measurements with a caliper.
3. All the Western blot results were obtained in the conventional film exposure methods in the dark room.
4. Kinomic profiling was performed in the UAB Kinome Core using chips for tyrosine kinases.
5. Phosphoproteomic data were acquired using SPS-MS3 approach with the Orbitrap Lumos mass spectrometer.

#### Data analysis

1. Flow cytometric data were analyzed using FlowJo version 10.8.1.
2. Raw image analysis of kinomic data was conducted using Evolve2, and comparative analysis of kinases upstream of altered peptide prediction was done in BioNavigator v6.3 using PTK and STK UpKin PamApps (v 6.0).
3. Phosphoproteomic hits were searched against human or mouse protein databases that were downloaded from uniprot.org, using the MaxQuant software.
4. All the statistical analyses of the data were done using Prism-GraphPad version 9.4.0.
5. For RNA-seq data analysis, paired-end transcriptome sequences were mapped to the Mus musculus GRCm38 reference genome available on ENSEMBL using the STAR aligner (version 2.7.5a). Read counts per gene were calculated using htseq-count in the HTSeq package (version 0.11.2). The analysis of differentially expressed genes (DEGs) between the scrambled control and IFNgR1KO samples was performed using DESeq2 (version 1.34.0) in R (version 3.6.0). A volcano plot was used to show all upregulated and downregulated DEGs using the ggplot2 package (version 3.3.6). Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways of the DEGs were identified by enrichr package (version 3.0)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The publicly available skin cutaneous melanoma and uveal melanoma TCGA data used in this study are available in National Cancer Institute Genomics Data Commons (GDC) [<https://gdc.cancer.gov/about-data/publications/pancanatlas>]. The publicly available gene expression profiles of published pre-treatment melanomas undergoing anti-PD-1 therapy transcriptome data used in this study are available in the GEO database under accession code GSE78220. The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE201078. The phosphoproteomic data generated in his study have been deposited in the Mass Spectrometry Interactive Virtual Environment (MassIVE) database under accession ID MSV000087796. The authors made step-by-step instructions on how to access this proteomic dataset in the Supplemental Information file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We decide sample size based on our working experiences in this field, as reported in our previous publications (PMID: 27498556, PMID: 27667683, and PMID: 31466995). For in vitro, the minimum of 3 independent samples were used. For in vivo, 5 mice per group were anticipated in most of the experiments. |
| Data exclusions | All the animals were housed in animal facility for one week before tumor inoculation to exclude any unhealthy mice.                                                                                                                                                                                           |
| Replication     | All the animal experiments were done at least twice, and each group had at least 5 mice to start with, although most of them were done for more than 3 times (as indicated). All the in vitro experiments were independently repeated, with similar results. All attempts at replication were successful.     |
| Randomization   | Animals were randomly allocated to groups with a table of random numbers.                                                                                                                                                                                                                                     |
| Blinding        | To avoid observer-expectation bias, tumor inoculation, tumor size measurement, and final data analysis were performed by different people.                                                                                                                                                                    |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Flow antibodies used: Aqua fixation LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (1:200, Thermo Fisher, #L34966), CD4-BV421 (1:200, clone RM4-5, BioLegend, #100544), CD8-BV786 (1:200, clone 53-6.7, BD Biosciences, #563332), CD45-PerCP-Cyanine5.5 (1:200, clone 30-F11, Thermo Fisher, #45-0451-82), CD11b-PE (1:200, clone M1/70, Biolegend, #101208), CD11c-APC (1:200, clone |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

N418, Biolegend, #117310), F4/80-BV785 (1:200, clone BM8, Biolegend, #123141), TCR $\beta$ -APC Cy7 (1:200, clone H57-597, Biolegend, #109220), CD3-BV711 (1:200, clone 145-2C11, Biolegend, #100349), IFN $\gamma$ R1-BV605 (1:200, clone GR20, BD Biosciences, #745111), IFN $\alpha$ R1-APC (1:200, clone MAR1-5A3, Biolegend, #127313), PD-L1-APC (1:200, clone 10F.9G2, Biolegend, #124312), MHC I-BV650 (1:200, clone SF1-1.1, BD Biosciences, #742434), MHC II-BV785 (1:200, clone M5/114.15.2, Biolegend, #107645), FoxP3-eFluor™ 450 (1:100, clone FJK-16s, Thermo Fisher, #48-5773-82), Perforin-PE (1:100, clone S16009A, Biolegend, #154306), TNF-APC Cy7 (1:100, MP6-XT22, Biolegend, #506344), PD-1-APC (1:100, clone RMP1-30, Thermo Fisher, # 17-9981-82), CD73-BV605 (1:200, clone TY/11.8, Biolegend, #127215), Granzyme B-FITC (1:100, clone QA16A02, Biolegend, #372206), IFN- $\gamma$ -BV650 (1:100, clone XMG1.2, Biolegend, #505832), IL-2-BV711 (1:100, clone JES6-5H4, Biolegend, #503837), phospho-JAK2 (Tyr 1007/Tyr 1008)-APC (1:100, clone E132, Abcam, #ab200340) and phosphor-STAT3 (Tyr705)-FITC (1:100, clone LUVNKLA, Thermo Fisher, #11-9033-42).

The antibodies used for western blot are: phospho-JAK1 (1:1000, Santa Cruz Biotechnology, polyclonal, #sc-101716), total-JAK1 (1:1000, Santa Cruz Biotechnology, clone HR-785, #sc-277), phospho-JAK2 (1:1000, Santa Cruz Biotechnology, polyclonal, #sc-16566-R), total-JAK2 (1:1000, Santa Cruz Biotechnology, clone C-10, #sc-390539), phospho-AKT (Ser473) (1:1000, Cell Signaling Technology, polyclonal, #9271), total-AKT (1:1000, Cell Signaling Technology, polyclonal, #9272), phospho-4EBP1 (Thr37/46) (1:5000, Cell Signaling Technology, clone 236B4, #2855), phospho-STAT1 (Tyr701) (1:1000, Cell Signaling Technology, clone 58D6, #9167), total-STAT1 (1:1000, Cell Signaling Technology, polyclonal, #9172), phospho-STAT3 (Tyr705) (1:1000, Cell Signaling Technology, D3A7, #9145), total-STAT3 (1:1000, Cell Signaling Technology, 79D7, #4904), phospho-Syk (Tyr525/526) (1:1000, Cell Signaling Technology, C87C1, #2710), phospho-ZAP70 (Tyr493) (1:1000, Cell Signaling Technology, polyclonal, #2704T), phospho-EphA3 (Tyr779) (1:1000, Cell Signaling Technology, D10H1, #8862S), mTOR (1:1000, Cell Signaling Technology, clone 7C10, #2983) and  $\beta$ -actin (1:10000, Santa Cruz Biotechnology, #sc-47778 HRP).

## Validation

We only order antibodies from highly-coveted reputable vendors (see above description) and all the antibodies that we used have been well-validated by the vendors, with validation statements available on manufacturer's websites, and commonly used in other studies. Flow antibodies used:

Aqua fixation LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (1:200, Thermo Fisher, #L34966. Use: Flow Cytometry) [https://www.thermofisher.com/order/catalog/product/L34966?ef\\_id=Cj0KCQjwuaIXBhCCARIsAKZLt3mXTkuQN99VakwhA6uZtJ6li86QhD0nh5upfcWDC0BgNnRNUMvURfQaAkdjEALw\\_wcB:G:s&s\\_kw cid=AL13652131601175229291!!g!!17329199729!133905464141&cid=bid\\_pca\\_frg\\_r01\\_co\\_cp1359\\_pjt0000\\_bid00000\\_Ose\\_gaw\\_dy\\_pur\\_con&gclid=Cj0KCQjwuaIXBhCCARIsAKZLt3mXTkuQN99VakwhA6uZtJ6li86QhD0nh5upfcWDC0BgNnRNUMvURfQaAkdjEALw\\_wcB](https://www.thermofisher.com/order/catalog/product/L34966?ef_id=Cj0KCQjwuaIXBhCCARIsAKZLt3mXTkuQN99VakwhA6uZtJ6li86QhD0nh5upfcWDC0BgNnRNUMvURfQaAkdjEALw_wcB:G:s&s_kw cid=AL13652131601175229291!!g!!17329199729!133905464141&cid=bid_pca_frg_r01_co_cp1359_pjt0000_bid00000_Ose_gaw_dy_pur_con&gclid=Cj0KCQjwuaIXBhCCARIsAKZLt3mXTkuQN99VakwhA6uZtJ6li86QhD0nh5upfcWDC0BgNnRNUMvURfQaAkdjEALw_wcB),  
CD4-BV421 (1:200, clone RM4-5, BioLegend, #100544. Species reactivity: mouse. Use: Flow Cytometry.) <https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd4-antibody-7349>,  
CD8-BV786 (1:200, clone 53-6.7, BD Biosciences, #563332. Species reactivity: mouse. Use: Flow Cytometry) <https://www.bdbiosciences.com/en-us/search-results?searchKey=563332>,  
CD45- PerCP-Cyanine5.5 (1:200, clone 30-F11, Thermo Fisher, #45-0451-82. Species reactivity: mouse. Use: Flow Cytometry) [https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productssubtype=antibody\\_primary&productId=45-0451-82&version=243](https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productssubtype=antibody_primary&productId=45-0451-82&version=243),  
CD11b-PE (1:200, clone M1/70, Biolegend, #101208. Species reactivity: mouse, human. Use: Flow Cytometry, IHC) <https://www.biolegend.com/en-us/products/pe-anti-mouse-human-cd11b-antibody-349>,  
CD11c-APC (1:200, clone N418, Biolegend, #117310. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd11c-antibody-1813>,  
F4/80-BV785 (1:200, clone BM8, Biolegend, #123141. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-f4-80-antibody-9919>,  
TCR $\beta$ -APC Cy7 (1:200, clone H57-597, Biolegend, #109220. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-tcr-beta-chain-antibody-4137>,  
CD3-BV711 (1:200, clone 145-2C11, Biolegend, #100349. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-cd3epsilon-antibody-11975>,  
IFN $\gamma$ R1-BV605 (1:200, clone GR20, BD Biosciences, #745111. Species reactivity: mouse. Use: Flow Cytometry) <https://www.bdbiosciences.com/en-us/search-results?searchKey=745111>,  
IFN $\alpha$ R1-APC (1:200, clone MAR1-5A3, Biolegend, #127313. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/apc-anti-mouse-ifnar1-antibody-4785>,  
PD-L1-APC (1:200, clone 10F.9G2, Biolegend, #124312. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/apc-anti-mouse-cd274-b7-h1-pd-l1-antibody-6655>,  
MHC I-BV650 (1:200, clone SF1-1.1, BD Biosciences, #742434. Species reactivity: mouse. Use: Flow Cytometry) <https://www.bdbiosciences.com/en-us/products/reagents/flow-cytometry-reagents/research-reagents/single-color-antibodies-ruo/bv650-mouse-anti-mouse-h-2kd.742434>,  
MHC II-BV785 (1:200, clone M5/114.15.2, Biolegend, #107645. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/brilliant-violet-785-anti-mouse-i-a-i-e-antibody-12087>,  
FoxP3-eFluor™ 450 (1:100, clone FJK-16s, Thermo Fisher, #48-5773-82. Species reactivity: Rat, Bovine, Dog, Cat, Mouse, Pig. Use: Flow Cytometry) <https://www.thermofisher.com/antibody/product/FOXp3-Antibody-clone-FJK-16s-Monoclonal/48-5773-82>,  
Perforin-PE (1:100, clone S16009A, Biolegend, #154306. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/pe-anti-mouse-perforin-antibody-15255>,  
TNF-APC Cy7 (1:100, MP6-XT22, Biolegend, #506344. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/apc-cyanine7-anti-mouse-tnf-alpha-antibody-12117>,  
PD-1-APC (1:100, clone RMP1-30, Thermo Fisher, # 17-9981-82. Species reactivity: mouse. Use: Flow Cytometry) <https://www.thermofisher.com/antibody/product/CD279-PD-1-Antibody-clone-RMP1-30-Monoclonal/17-9981-82>,  
CD73-BV605 (1:200, clone TY/11.8, Biolegend, #127215. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/brilliant-violet-605-anti-mouse-cd73-antibody-8153>,  
Granzyme B-FITC (1:100, clone QA16A02, Biolegend, #372206. Species reactivity: mouse, human. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/fitc-anti-human-mouse-granzyme-b-recombinant-antibody-14430>,  
IFN- $\gamma$ -BV650 (1:100, clone XMG1.2, Biolegend, #505832. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/brilliant-violet-650-anti-mouse-ifn-gamma-antibody-7681>,  
IL-2-BV711 (1:100, clone JES6-5H4, Biolegend, #503837. Species reactivity: mouse. Use: Flow Cytometry) <https://www.biolegend.com/en-us/products/brilliant-violet-711-anti-mouse-il-2-antibody-10339>,

phospho-JAK2 (Tyr 1007/Tyr 1008)-APC (Tyr 1007/Tyr 1008)-APC (1:100, clone E132, Abcam, #ab200340. Species reactivity: human, mouse, rat. Use: Flow Cytometry, IF) <https://www.abcam.com/alexa-fluor-647-jak2-phospho-y1007-y1008-antibody-e132-ab200340.html>,  
 phospho-STAT3 (Tyr705)-FITC (1:100, clone LUVNKLA, Thermo Fisher, #11-9033-42. Species reactivity: human, mouse. Use: Flow Cytometry) <https://www.thermofisher.com/antibody/product/Phospho-STAT3-Tyr705-Antibody-clone-LUVNKLA-Monoclonal/11-9033-42>,

The antibodies used for western blot are:

phospho-JAK1 (1:1000, Santa Cruz Biotechnology, polyclonal, #sc-101716. Species reactivity: human, mouse, rat. Use: WB, IF, IHC, IP) <https://www.citeab.com/antibodies/3430240-sc-101716-p-jak1-tyr-1022>,  
 total-JAK1 (1:1000, Santa Cruz Biotechnology, clone HR-785, #sc-277. Species reactivity: human, mouse. Use: WB, IHC, IP) <https://www.citeab.com/antibodies/799720-sc-277-jak1-antibody-hr-785>,  
 phospho-JAK2 (1:1000, Santa Cruz Biotechnology, polyclonal, #sc-16566-R. Species reactivity: human, rat. Use: WB) <https://www.citeab.com/antibodies/3430242-sc-16566-r-p-jak2-tyr-1007-tyr-1008-r>,  
 total-JAK2 (1:1000, Santa Cruz Biotechnology, clone C-10, #sc-390539. Species reactivity: human, mouse, rat. Use: WB, IF, IHC, IP) <https://www.scbt.com/p/jak2-antibody-c-10>,  
 phospho-AKT (Ser473) (1:1000, Cell Signaling Technology, polyclonal, #9271. Species reactivity: human, mouse, rat. Use: WB, IF, IHC, IP) <https://www.cellsignal.com/products/primary-antibodies/phospho-akt-ser473-antibody/9271>,  
 total-AKT (1:1000, Cell Signaling Technology, polyclonal, #9272. Species reactivity: human, mouse, rat, Mk, Dog. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>,  
 phospho-4EBP1 (1:5000, Cell Signaling Technology, clone 236B4, #2855. Species reactivity: human, mouse, rat, Mk, Dog. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/phospho-4e-bp1-thr37-46-236b4-rabbit-mab/2855>,  
 phospho-STAT1 (Tyr701) (1:1000, Cell Signaling Technology, clone 58D6, #9167. Species reactivity: human, mouse. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/phospho-stat1-tyr701-58d6-rabbit-mab/9167>,  
 total-STAT1 (1:1000, Cell Signaling Technology, polyclonal, #9172. Species reactivity: human, mouse, rat, Mk, Dog, Rab. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/stat1-antibody/9172>,  
 phospho-STAT3 (Tyr705) (1:1000, Cell Signaling Technology, D3A7, #9145. Species reactivity: human, mouse, rat, Mk. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-tyr705-d3a7-xp-rabbit-mab/9145>,  
 total-STAT3 (1:1000, Cell Signaling Technology, 79D7, #4904. Species reactivity: human, mouse, rat, Mk, Dog, Rab. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/stat3-79d7-rabbit-mab/4904>,  
 phospho-Syk (Tyr525/526) (1:1000, Cell Signaling Technology, C87C1, #2710. Species reactivity: human. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/phospho-syk-tyr525-526-c87c1-rabbit-mab/2710>,  
 phospho-ZAP70 (Tyr493) (1:1000, Cell Signaling Technology, polyclonal, #2704. Species reactivity: human. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/phospho-zap-70-tyr493-syk-tyr526-antibody/2704>,  
 phospho-EphA3 (Tyr779) (1:1000, Cell Signaling Technology, D10H1, #8862. Species reactivity: human, mouse, rat, Mk, Dog, Rab. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/phospho-epha3-tyr779-d10h1-rabbit-mab/8862>,  
 mTOR (1:1000, Cell Signaling Technology, clone 7C10, #2983. Species reactivity: human, mouse, rat, Mk, Dog, Rab. Use: WB, IF, ChIP, Flow cytometry) <https://www.cellsignal.com/products/primary-antibodies/mtor-7c10-rabbit-mab/2983>,  
 β-actin (1:10000, Santa Cruz Biotechnology, #sc-47778 HRP. Species reactivity: human, mouse, rat, Rab. Use: WB, IF, ChIP, ELISA) [https://www.scbt.com/p/beta-actin-antibody-c4?gclid=Cj0KCQjwuaixBhCCARIsAKZLt3kvltZIETWCylGQmhrV3rWipuw9YkR7quUZHmpwI5T-Ta2AvH4W48QaAuAeEALw\\_wcB](https://www.scbt.com/p/beta-actin-antibody-c4?gclid=Cj0KCQjwuaixBhCCARIsAKZLt3kvltZIETWCylGQmhrV3rWipuw9YkR7quUZHmpwI5T-Ta2AvH4W48QaAuAeEALw_wcB).

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                   |                                                                                                                                                                                                                                                                                                                                             |
|-------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | The B16-BL6 murine melanoma cells were kindly provided by Dr I. Fidler at MD Anderson Cancer Center. B16-BL6 IFNgR1 KD and scrambled control cells were similarly maintained and used as we previously described (PMID: 27667683).                                                                                                          |
| Authentication                                                    | All cell lines used are either from ATCC or commonly used by many investigators. Some of them were obtained from Dr. Jim Allison and Dr. Pam Sharma lab when I left MD Anderson Cancer Center to establish my own lab in 2017. All cell lines are not among the contamination list of the International Cell Line Authentication Committee. |
| Mycoplasma contamination                                          | All cells are regularly tested and remain free of mycoplasma.                                                                                                                                                                                                                                                                               |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | We did not use any misidentified lines.                                                                                                                                                                                                                                                                                                     |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Seven-week-old female C57BL/6 (Stock No: 000664), Rag-1 <sup>-/-</sup> (Stock No: 002216) and TNF <sup>-/-</sup> (Stock No: 005540) mice were purchased from The Jackson Laboratory (Bar Harbor, ME). All mice were housed in specific pathogen-free conditions in the animal facility of The University of Alabama at Birmingham (UAB) under 12 hours/12 hours light/dark cycle, ambient room temperature (22 °C) with 40%-70% humidity. |
| Wild animals            | We did not use wild animals in this study.                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | We did not have field-collected samples; all data were generated in my laboratory, from the public TCGA database, or from the                                                                                                                                                                                                                                                                                                             |

published database (GSE78220).

Ethics oversight

All animal protocols were approved by Institutional Animal Care and Use Committee (IACUC) at UAB (APN-21945).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

- Confirm that:
- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
  - ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
  - ☒ All plots are contour plots with outliers or pseudocolor plots.
  - ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Tumors were collected in ice-cold RPMI 1640 containing 2% FBS and minced into fine pieces, followed by digestion with 400 U/mL collagenase D (Worthington Biochemical Corporation, LS004186) and 20 µg/mL DNase I (Sigma, 10104159001) at 37 C for 40 min with periodic shaking. EDTA (Sigma, 1233508) was then added to the final concentration of 10 mM to stop digestion. Cell suspensions were filtered through 70 µm cell strainers, and TILs were obtained by collecting the cells in the interphase after Ficoll (MP Biomedicals, 091692254). Spleens were collected in ice-cold HBSS containing 2% FBS to prepare single cell suspensions, after lysis of red blood cells and filtering with nylon mesh. Both TILs and splenocytes were resuspended in complete Click's culture medium for flow cytometric analyses. In some experiments, isolated TILs were cultured with 100 U/mL IL-2, with or without 1 uM Ruxo for 3 days and analyzed for FoxP3 expression and production of IFN-γ/TNF by flow cytometry. Surface staining of TILs and splenocytes was done in DPBS containing 2% BSA for 30 min on ice. To analyze FoxP3, following surface staining, cells were fixed using the Foxp3/Transcription Factor Staining Buffer Set (Invitrogen, 00-5523-00) and stained for FoxP3, according to the manufacturer's instructions. To detect intracellular cytokines, cells were briefly stimulated for 4-5 h with PMA (final concentration: 50 ng/mL) plus ionomycin (final concentration: 1M) in the presence of monensin (for the last 2 h). Stimulated cells were stained with surface markers, fixed using the BD Cytofix/Cytoperm Plus Fixation/Permeabilization Kit (BD Biosciences, 554715), and stained for cytokines, according to the manufacturer's instructions

Instrument

Attune NxT Flow Cytometer (Invitrogen, A24860)

Software

Data were acquired using the built-in acquisition software of Attune Flow Cytometer and analyzed using Flowjo software (Tree Star). Cell cycle distribution was determined using the cell cycle analysis function from Flowjo based on the Watson model.

Cell population abundance

The abundance of the relevant cell populations were presented in percentages, which were clearly defined using well-recognized markers.

Gating strategy

The preliminary FSC/SSC gates representing either total cells or lymphocytes were further gated on singlets (FSC-H vs FSC-A) and then live cells based on the staining with a fixable live/dead dye. The positive vs negative gating was based on no-stain controls (FMO) and the senior author's many years of working experiences in the field.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

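RNA of 3 scrambled control and 3 IFNγR1 KO cultures of B16 mouse melanoma cells was compared. The authors aligned paired-end reads to GRCm38 with STAR and deposited raw counts per gene from htseq-count, one table per library, without normalization or filtering. The annotation release and the strand setting of the counting are not named in the text. Groups and replicate numbers were taken from the sample labels and the paper.

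Everything else was computed from the deposited counts, in R 4.3.3. Symbols, positions, exonic length and GC content came from GENCODE release M21, which holds 55154 of the 55335 identifiers. edgeR 4.0.16 was used for the main comparison: filterByExpr with its minimum count of 10 and minimum total of 15, TMM normalization, and the quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 1.42.0 with the Wald test, the paper's test in another version, was the first alternative. Its independent filtering was set to an adjusted p of 0.05; this was chosen after its result and that of its default of 0.1 had both been seen, and both are given. A gene at 3 counts or fewer in every library of a group was taken as at the floor, and its fold change as a bound. Counting error at that floor depends on the total counts, which were lower in IFNγR1 KO libraries.

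Gene lists for 13 pathways and for 3 further groups of genes (interferon-stimulated genes, ATF4 target genes and melanocyte differentiation) were written by hand before the counts were seen, and 13 of their symbols were matched through synonyms. A list of endoplasmic reticulum chaperones was added later, before the values of its genes were seen. Lists and the Reactome sets of fgsea 1.28.0 were tested by Fisher's exact test against the genes tested, and lists and chromosomes with at least 50 tested genes by camera in limma 3.58.1. Genes were named by a rule set beforehand: genes the paper names, the 5 DEGs with the largest change in each direction with at least 5 CPM in the higher group and no overlap between groups, and up to 3 DEGs per list and direction with the smallest adjusted p. One gene that this rule selects is not reported here. Genes named as examples of ATF4 target genes, and H2-K1, were chosen after their values were seen.

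The tests were tested on simulated counts, drawn with the means, library sizes and dispersion of these libraries and with changes of 1.5 to 3 on the log2 scale. edgeR recovered 99.0% of 198 changed genes among 13573 tested, with 2 unchanged genes among 198 DEGs. DESeq2 made 191 calls among 21118 genes with an adjusted p, none of them on an unchanged gene.

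The alternatives were other tests, normalizations, filters, thresholds, backgrounds and gene set methods, and leaving out each library in turn. The phosphoproteomic, flow cytometry and in vivo data and the human tumor data of the paper were not analysed here, and neither were the KEGG sets.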

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

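The tests of ATF4 target genes for depth, length, GC content, strand and other splits of the libraries, and the limits of the test along chromosome 9, were chosen only after the result was seen; the chaperone list was written after the ATF4 shift was seen and before its own values were.

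ATF4 target genes, which the paper does not discuss, were higher in IFNγR1 KO cells. ATF4 is a transcription factor of the integrated stress response. All 41 tested genes of the list had a higher value in IFNγR1 KO cells with an adjusted p under 0.05, with a median log2 fold change of 1.45, and 29 were DEGs. The adjusted p of camera over the 3 lists was 4.5e-48 at an inter-gene correlation of 0.01 and 0.0032 with the correlation estimated from the data, and with fry in its place it was 5.7e-06. In the 6 camera fits that each left out one library it ran from 2.1e-57 to 4.4e-44. Among genes chosen after their values were seen, Ddit3 rose by 3.13, Trib3 by 3.49, Asns by 1.63 and Atf4 itself by 1.13 on the log2 scale. With every library thinned to the smallest total, the adjusted p was 3.9e-50, so the lower counts of the IFNγR1 KO libraries did not produce the shift. Of 10000 random lists matched on length and mean expression, none had as high a median, a share of 1e-04, which is the smallest that 10000 lists can give. Matching on GC content and mean expression gave the same share of 1e-04. Without list genes that overlap exons on the other strand, 29 genes remained and the adjusted p was 1.1e-35. Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as large a mean shift, 1.61 against at most 0.53 in the others. A share under 0.1 cannot be reached with 6 libraries whatever their values, so the pattern cannot be told apart from a fortuitous split by this count alone, which speaks neither for nor against one. Stress of the endoplasmic reticulum is a candidate explanation: a list of its chaperones was shifted up (median log2 fold change 0.18, 23 genes higher and 5 lower, adjusted p = 9.5e-05 from limma's camera), as that explanation predicts. With the correlation estimated from the data the p of the chaperones was 0.220, and fry, a rotation test of the list on its own, gave an adjusted p of 0.0249. Whether the shift follows from the loss of Ifngr1, from another difference between the cell lines or from culture was not tested.

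A list of interferon-stimulated genes was lower in IFNγR1 KO cells without added interferon. The paper discusses some of them (Irf1, PD-L1 and MHC molecules) and does not report this list in the sequenced RNA. The median log2 fold change of the 42 tested genes was -0.19, 25 were lower, and 14 were DEGs, 11 of them lower (camera adjusted p = 0.00058). With the correlation estimated from the data, an alternative chosen after the data were seen, the adjusted p was 0.104, against 8.0e-05 to 0.0022 in the fits that left out one library and 0.0037 with fry. H2-K1, chosen after its value was seen, fell by 1.98 on the log2 scale. Gbp4 fell by 4.65 on that scale, with 0, 0 and 5 counts in the IFNγR1 KO libraries. With one library left out, the log2 fold change of Gbp4 ran from -8.77 to -4.06, so its size is uncertain. Only the real one of the 10 splits gave as large a mean shift of the list, which 6 libraries cannot take under a share of 0.1. Loss of a low level of interferon signaling is a biological explanation that the design offers. No test here separates it from a difference between the cell lines.

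The melanocyte differentiation list was slightly lower in IFNγR1 KO cells, with a median log2 fold change of -0.16, 14 of 18 genes lower and 1 DEG (camera adjusted p = 0.0236). With the correlation estimated from the data it did not pass (adjusted p = 0.104), and with fry it did (adjusted p = 0.00027). With one library left out the adjusted p of camera ran from 0.0146 to 0.0414. No biological or technical explanation was tested for it.

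Genes of chromosome 9 were lower in IFNγR1 KO cells as a group. The median log2 fold change of its 792 tested genes was -0.17, 65.7% were lower, and the adjusted p of camera over 20 chromosomes was 0.00091, and 0.0150 with the correlation estimated from the data; with one library left out it ran from 0.00048 to 0.0060. Counts on chromosome 9 were 6.97% to 7.04% of each scrambled control library and 6.28% to 6.46% of each IFNγR1 KO library. A difference in chromosome copy number between the cell lines is a candidate explanation. Of the 743 windows of 50 neighbouring tested genes on chromosome 9, 0 had a median at least 0.3 from that of all genes with at least 80% of genes shifted the same way. In 10 blocks along the chromosome the medians ran from -0.25 to -0.05. The median was -0.22 among genes of higher expression and -0.09 among those of lower expression. The shift was thus spread along the chromosome, smaller than the limit set and unequal by expression, and copy number can neither be excluded nor told apart from a shift in regulation.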

How the results depend on the processing

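The alternatives were set before the data were examined, except those chosen after the data were seen: the level of DESeq2's independent filtering, an unadjusted p for the lists, and the estimated correlation for the lists of ATF4 target, interferon-stimulated and melanocyte genes. For DESeq2 the test was set beforehand and its filtering level was not: the default of 0.1 was run first, and 0.05, which is meant here where no level is given, was chosen after both results were seen. No paired or blocked fit was run, because the groups share no replicate number and the labels name no batch. Deviations of scrambled control replicate 3 and IFNγR1 KO replicate 12 correlated (Pearson r of 0.605). Genes that did not pass therefore rest on a fit without a block for such a batch.

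The number of DEGs stayed within 1.5 times the reported value under DESeq2, limma-voom, other size factors, no filter, and both other p thresholds. Testing against a log2 fold change of 1 left 84 higher and 50 lower, and at least 10 counts in every library left 146 lower. The first is stricter by design than a limit on the estimate, and the median estimates of DEGs were 1.37 and -1.31. The second drops genes near 0 in IFNγR1 KO cells by design, Hoxa11 and Gbp4 among them. Whether this accounts for the whole fall in lower DEGs was not tested. Across the 6 fits that each left out one library there were 340 to 522 DEGs higher and 219 to 364 lower. The Ifngr1 log2 fold change ran from -0.50 to -0.43 under the other tests, normalizations and filters, and from -0.54 to -0.43 with one library left out, and its adjusted p stayed between 0.0720 and 0.212.

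The number of lists over-represented among the DEGs, 4 as reported, was the least stable result. It was 10 with DESeq2, 11 without a filter on low counts, 2 at an unadjusted p for the DEGs, 12 with every named gene as background and 2 with the lower DEGs only. It was 0 with the higher DEGs only, where 3 lists had an unadjusted p under 0.05. With DESeq2 filtering for an adjusted p of 0.1 it was 11, and with an unadjusted p for the lists 8. With one library left out it ran from 1 to 7. The cause was not tested. The PI3K-Akt list passed in 12 of 14 alternatives and in all 6 fits without one library, and the JAK-STAT list in 0 of 14. The other 3 lists called were less stable. Cell cycle passed in 11 of 14 alternatives and 4 of the 6 fits, p53 in 10 and 2, and ECM-receptor interaction in 9 and 5. Reactome sets numbered 1 with the higher DEGs only and 19 with the lower only.

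The number of lists shifted in one direction, 3 as reported, was 4 with fry and 0 with the correlation estimated from the data, where 3 had an unadjusted p under 0.05. Of the ATF4, interferon-stimulated and melanocyte lists, 1 passed under the estimated correlation, that of ATF4 target genes, and all 3 with fry. Chromosome 9 passed in both alternatives and all 6 fits without one library.

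Among named genes the sign changed only where changes were near 0. With one library left out, the log2 fold change ran from -0.14 to 0.036 for Jak2, -0.025 to 0.10 for Cdk2, -0.030 to 0.30 for Jak1, -0.18 to 0.25 for Mtor, -0.086 to 0.14 for Epha3 and -0.057 to 0.033 for Junb. With DESeq2 it was -0.0077 for Epha3. In 720 comparisons of named genes, 19 calls became weaker and 8 stronger. Depth limits genes near the floor of 3 counts, which is why Hoxa11 is given as a bound.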

Differences from the paper's values

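The 443 DEGs higher and 267 lower were within 1.5 times the paper's 332 and 265. The paper names pathways that the hand-written lists did not all reach, and those lists are not the KEGG sets.

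The paper lists FoxO, MAPK, mTOR, glutathione, and arginine and proline pathways among those enriched, and its Fig. 5b adds DNA replication, cytosolic DNA-sensing and steroid biosynthesis. None of these 8 lists had an adjusted p under 0.05 here. Where no level is given below, DESeq2 filters for an adjusted p of 0.05, a level chosen after seeing the values. The lowest adjusted p among them was 0.0615. The mTOR list was called only with every named gene as background. The MAPK list was called with that background and without a filter on low counts, and, among alternatives chosen after seeing the values, with DESeq2 filtering for an adjusted p of 0.1. The FoxO list was called under these and with DESeq2. The other lists were each called with DESeq2, without a filter and with every named gene as background. Glutathione metabolism was also called with limma-voom, with at least 10 counts in every library, with a test against a log2 fold change of 1 and in 5 of the 6 fits without one library. Arginine and proline metabolism was also called with at least 10 counts in every library and in 3 of those fits. DNA replication was also called with that filter, at an adjusted p of 0.01 for the DEGs, with the lower DEGs only and in 3 of those fits. Steroid biosynthesis was also called with a test against a log2 fold change of 1 and at an adjusted p of 0.01. Cytosolic DNA-sensing was also called with a test against a log2 fold change of 1 and in 1 of those fits. With an unadjusted p for the lists, chosen after seeing the values and the paper's own criterion, DNA replication, glutathione, arginine and proline, and steroid biosynthesis were called. With DESeq2 filtering for an adjusted p of 0.1, also chosen after seeing the values, 11 of the 13 lists were called, all but mTOR and JAK-STAT.

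Fig. 5b of the paper places the cell cycle first and PI3K-Akt after it. Here the PI3K-Akt list had the lowest p, 0.0011, and the cell cycle list 0.0028. The cell cycle list came first with limma-voom, with at least 10 counts in every library and with the lower DEGs only.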

Other observations

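The comparison of deviations between libraries of different groups was chosen only after its result was seen, and the tests of thinning, strand and deletion were written after the DEG counts and read shares were known but before their own results were.

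The DEG counts were set against other splits of the libraries. Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many as 710 DEGs; the other 9 gave 0, and between 10 and 87 at an unadjusted p under 0.05, where the real split gave 790. With 6 libraries a share under 0.1 cannot be reached whatever their values, so this count alone speaks neither for nor against a fortuitous split. The total counts of the groups did not overlap, and the median log2 ratio of raw counts over tested genes differed from the log2 ratio of library totals by 0.0494, a comparison that by itself does not show whether library size is a source of the DEGs. With every library thinned to the smallest total, a share of 0.838 of the DEGs was called in the same direction, which speaks against lower depth as the source. Log2 fold change had a Spearman rho of -0.0408 with exonic length across genes, which are not independent replicates, so there was little trend with length over all tested genes. The median exonic length was 3293 bases among DEGs that were higher, 3983 among those that were lower and 3941 among all tested genes, and a part played by length among the DEGs that were higher is not excluded. A share of 0.0225 of the DEGs, 16 genes, had most of their exonic bases inside exons of another DEG of the same direction on the other strand, among them Fen1 and Gm10143.

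Nearly 0.5 of the reads were assigned to no gene in every library. Strand-specific counting of reads from libraries that do not keep strand is a candidate explanation. For 46 antisense genes inside exons of a protein-coding gene with a mean of at least 500 counts, the median ratio of counts per exonic base to that gene was 1.40, as that explanation predicts. The ratios were spread, with quartiles of 0.0970 and 2.62, and the counting command itself was not analysed here.

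Genes with at least 1 CPM in every library of one group and at most 3 counts in every library of the other numbered 30, of which 21 were at the floor in IFNγR1 KO cells and 9 in scrambled control. A deletion of DNA could remove neighbours together. A share of 0.0667, 2 of these genes, had a neighbouring expressed gene at the floor in the same group, and these are Hoxa11 and Hoxa11os, which overlap. Deletions that span several expressed genes are thus unlikely for most of them; deletions of single genes were not tested.

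Deviations from the group means of scrambled control replicate 3 and IFNγR1 KO replicate 12 correlated across genes with a Pearson r of 0.605, where the other 8 pairs of different groups lay between -0.479 and 0.380. A shared batch of library preparation or culture is a candidate explanation, but the labels name no batch and the comparison was made because this value had been seen, so it cannot test that explanation. Scrambled control replicates 1 and 2 each had a positive r with both IFNγR1 KO replicates 10 and 11, from 0.136 to 0.380, so the values do not give a single pairing. The tests between groups did not account for such a batch, and genes that did not pass, Jak1 and Stat3 among them, could differ under a fit that did.

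Values for genes of other claims of the paper follow. By RT-PCR the paper found Il6, Il6r (Il6ra here) and Ifnar1 higher in IFNγR1 KO cells. Il6 had 0 counts in all 6 libraries, so these counts neither show nor exclude that rise. Il6ra was at 1.05 ± 0.0472 CPM in scrambled control and 2.18 ± 0.342 CPM in IFNγR1 KO cells (SD, n = 3 each; log2 fold change 1.05, adjusted p = 0.0525 from edgeR). Ifnar1 changed by -0.16 (adjusted p = 0.452 from edgeR), so the rise that the paper measured was not seen in these counts. Irf1 fell by 0.59 (adjusted p = 0.0203), and Cd274 changed by 0.20 (adjusted p = 0.647), both without added interferon. With one library left out, the adjusted p of Irf1 from edgeR ran from 0.0090 to 0.109. The paper reads mTOR and JAK targets in human melanomas. It takes activation to raise ENO1, FASN, FKBP4, ODC1, JUNB and VEGFA, and to lower GADD45A. In these mouse cells Vegfa rose by 0.97 (adjusted p = 0.0011 from edgeR), in the direction given for activation. Gadd45a rose by 2.89 (adjusted p = 1.4e-07) and Fasn fell by 0.97 (adjusted p = 0.0182), both against that direction. With one library left out, the adjusted p of Fasn from edgeR ran from 5.4e-05 to 0.0944. Eno1, Fkbp4, Odc1 and Junb did not pass an adjusted p of 0.05 with edgeR. With DESeq2 Fkbp4 was lower, with a log2 fold change of -0.46 and an adjusted p of 0.0077, against 0.0551 with edgeR and 0.0545 to 0.214 with one library left out.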
